# Epigenetic regulation of neural stem cell aging in the mouse hippocampus by Setd8 downregulation

**DOI:** 10.1038/s44318-025-00455-8

**Published:** 2025-06-03

**Authors:** Shuzo Matsubara, Kanae Matsuda-Ito, Haruka Sekiryu, Hiroyoshi Doi, Takumi Nakagawa, Naoya Murao, Hisanobu Oda, Kinichi Nakashima, Taito Matsuda

**Keywords:** Neural Stem Cell, Aging, Epigenetics, Hippocampus, Chromatin, Transcription & Genomics, Molecular Biology of Disease, Neuroscience

## Abstract

Neural stem cells (NSCs) in the mammalian brain decline rapidly with age, leading to impairment of hippocampal memory function in later life. However, the relationship between epigenetic remodeling and transcriptional regulation that compromises hippocampal NSC activity during the early stage of chronological aging remains unclear. Here, we performed single-cell RNA sequencing (scRNA-seq) and single-cell ATAC sequencing (scATAC-seq) on NSCs and newly generated neurons across different stages. Integrated data analysis revealed continuous alterations in the chromatin profile of hippocampal NSCs and their progeny from neonatal to mature adult stages, accompanied by consistent changes in transcriptional profiles. Further, decreased expression of *Setd8*, encoding the enzyme for histone H4 monomethylation at lysine 20 (H4K20me1), underlies age-related changes in mouse hippocampal NSCs. Notably, depletion of *Setd8* elicits alterations in gene expression and epigenetic regulation that phenocopy age-related changes, and impairs NSC activity, leading to hippocampal memory deficits. Together, our study provides a global map of longitudinal chromatin and transcriptome changes during brain aging and identifies mechanistic insights into early-onset decline of NSC activity and hippocampal neurogenesis that precedes functional aging.

## Synopsis

Neural stem cell (NSC) function in mammalian brains declines during aging, but the molecular mechanisms involved remain ill-defined. Here, integrated multi-omics reveals continuous alterations of chromatin and transcriptome landscapes in NSCs starting early in chronological aging, and uncovers a functional role for N-lysine methyltransferase Setd8 in the ageing hippocampus.

- Single-cell RNA-seq and ATAC-seq reveal gradual aging-related changes in gene expression and chromatin accessibility in hippocampal NSCs and their progeny.
- Expression of the histone methyltransferase Setd8 declines early with age, reducing H4K20me1 levels and impairing NSC function.
- Setd8 loss causes early depletion of NSCs and activates gene programs linked to quiescence and cellular senescence.
- Setd8 downregulation alters chromatin structure at genes critical for NSC activity and neurogenesis.

## Abstract (web summary)

A longitudinal atlas of chromatin and transcriptome changes in neural stem cells uncovers a role for N-lysine methyltransferase Setd8 in the aging brain.

## Introduction

Aging is the slow but gradual decline in the function of cells and organs due to the accumulation of cellular damage. This process has been studied historically by comparing organisms in mature adult and middle age with those in old age. More recent studies have highlighted approaches to prevent aging at a younger age to promote tissue function later in life by identifying mechanisms that initially compromise cellular behaviors (Zhao et al, 2008; Aimone et al, 2014; Gillman, 2005; Belsky et al, 2015).

Loss of epigenetic but not genetic information as a potential cause of aging emerged from yeast studies (Kennedy et al, 1997; Sinclair and Guarente, 1997). Epigenetic changes linked to aging, including changes in DNA methylation and histone modifications, such as H3K4me3, H3K9me3, and H3K27me3, have now been observed in multicellular organisms, including mice and humans (Benayoun et al, 2015; Sen et al, 2016; Pal and Tyler, 2016). In addition to the link between epigenetics and aging, a recent study has demonstrated that loss of epigenetic information causes mammalian aging (Yang et al, 2023). Epigenetic modifications are often reversible with the aid of epigenetic regulators, which lays the theoretical basis for aging regulation and may, therefore, be a promising target for aging intervention strategies.

Brain function declines with age. In parallel, incidence rates for neurodegenerative diseases, such as Alzheimer’s disease and Parkinson’s disease, and brain tumors, such as gliomas, rapidly increase in the elderly population. While aging affects all cell types in the brain and can cause physiological decline and disease, neural stem cells (NSCs) in the adult brain have the potential to generate new neurons (neurogenesis) and regenerate brain function. Quiescent NSCs expressing Nestin, Gfap, and Sox2 divide slowly in the subgranular zone (SGZ) of the hippocampal dentate gyrus (DG) and serve as a source for neurons (Gonçalves et al, 2016). Once quiescent NSCs are activated, they produce neural progenitor cells (NPCs), which subsequently differentiate into immature neurons (IMNs). These IMNs eventually become mature granule neurons responsible for processing hippocampus-dependent memory (Zhao et al, 2008; Aimone et al, 2014). However, NSC numbers are ever-changing throughout life. Although a small fraction persists for a lifetime, NSCs decline rapidly in the hippocampus of mice during the period within 24 weeks after birth, and the decline then becomes very slow; these changes result in poor hippocampal memory function and may underlie aging-related human disorders such as Alzheimer’s disease in later life (Moreno-Jiménez et al, 2019). In addition to a decrease in the number of NSCs, aging impairs NSC proliferation, neuronal differentiation, and newborn neuron survival (Ben Abdallah et al, 2010; Bondolfi et al, 2004). NSCs also exhibit molecular aging features, such as altered proteostasis and inflammation (Navarro Negredo et al, 2020). Recent studies have shown that extracellular factors derived from niche resident cells, such as cytokines (Mosher and Wyss-Coray, 2014), as well as intracellular factors including nuclear membrane proteins, transcription factors, and epigenetic factors in NSCs (bin Imtiaz et al, 2021; Bedrosian et al, 2021; Ibrayeva et al, 2021; Kobayashi et al, 2019; Leeman et al, 2018; Schäffner et al, 2018; Vonk et al, 2020; Li et al, 2024), alter in aged animals when compared to their younger counterparts. Among epigenetic factors, for instance, downregulation of Tet2 in the hippocampus has been shown to impair the epigenetic process of DNA demethylation, resulting in decreased neurogenesis in aged mice (Gontier et al, 2018). In addition, the great decline of neurogenesis in the hippocampus initiates at an early stage in the mature brain of rodents and also human (Moreno-Jiménez et al, 2019; Ben Abdallah et al, 2010; Bondolfi et al, 2004), suggesting that NSCs can age molecularly at the early stages of chronological aging with epigenetic changes.

However, it remains largely unclear when and how transcriptional changes are linked to epigenetic remodeling in NSCs during the early stages of chronological aging. Through integrated analysis of single-cell RNA sequencing (scRNA-seq) and single-cell assay for transposase-accessible chromatin sequencing (scATAC-seq), we demonstrate in this study that the chromatin landscape undergoes continuous alterations from the early stages of chronological aging in hippocampal NSCs, resulting in corresponding transcriptional profile changes. The monomethylation of histone H4 at lysine 20 (H4K20me1), which is known to be associated with cellular proliferation and senescence, is mediated exclusively by a single enzyme, Setd8 (Nishioka et al, 2002; Tanaka et al, 2017; Wickramasekara and Stessman, 2019; Oda et al, 2009; Beck et al, 2012; Huang et al, 2021). We found that the expression of *Setd8* decreased with age in hippocampal NSCs. This reduction aligns with the observed decrease in H4K20me1 histone modification level. The specific deletion of *Setd8* in NSCs led to a depletion of NSCs, thereby decreasing neurogenesis and impairing hippocampal memory function. Lentivirus-mediated *Setd8* downregulation recapitulated age-related transformations in the transcriptomic and epigenomic profiles of NSCs. We thus elucidate an epigenetic mechanism that mediates NSC aging in the mammalian hippocampus during early chronological aging.

## Results

### scRNA-seq reveals age-dependent molecular signatures of NSCs and new neurons

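The scRNA-seq data of Nestin-EGFP+ cells consist of 1 library at P5, 1 at 12w and 1 at 24w, so differences between ages have no replicate error. For this reason no test was applied to them, and the intervals given for these data are exact 95% intervals for counting error only. The authors aligned the reads to mm10 with Cell Ranger and counted unique molecular identifiers (UMIs), each of which stands for 1 captured RNA molecule, per gene and barcode. The values are raw UMIs. The lowest barcode of the P5 library has 1495 UMIs, so barcodes had already been selected in it. The 12w and 24w libraries list all barcodes. Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were taken as cells, and doublets were removed within each library with scrublet. Doublets made up 5.5% of cells at P5, 1.59% at 12w and 0.0715% at 24w. Cells had a median of 4292 UMIs at P5, 2269 at 12w and 2178 at 24w. The libraries were integrated with Seurat by canonical correlation analysis, with the genes that the conclusions are about kept out of the integration and the clustering. Clusters were named from marker genes, and are called NSC-like, NPC-like and so on below. UMIs were pooled per class and age and scaled to counts per 1000000 (CPM). Empty droplets hold free RNA from broken cells. Its composition at 12w and 24w was read from barcodes of 10 to 100 UMIs, and its amount from 15 vascular markers. For NSC-like cells it came to 9.11% of UMIs at 12w and 10.7% at 24w. At P5 it could not be read in this way, because the library lists no such barcodes. The libraries also differ in the sex of the animals. At P5, 20.2% of cells had a UMI of Xist and none of 4 genes of the Y chromosome, and 31.8% the reverse. At 12w 92.4% of cells had Xist and 0 UMIs of the 4 genes were counted, and at 24w 2 UMIs of Xist were counted over all cells, against 527 of Ddx3y. Age is thus mixed with sex, with cells of both sexes at P5, female at 12w and male at 24w.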

To investigate transcriptomic alterations in NSCs and their progeny during early stages of chronological aging, we employed Nestin-EGFP mice (Yamaguchi et al, 2000) and isolated Nestin-EGFP+ cells from the dentate gyrus (DG) of their hippocampus at neonate (postnatal day 5: P5), adult (12-week-old: 12w), and mature adult (24-week-old: 24w) stages using flow cytometry and performed scRNA-seq with the 10X Genomics platform (Appendix Fig. S1A; Fig. 1A). 

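After these filters, 12932 cells were analysed at P5, 5266 at 12w and 2795 at 24w, in all 20993 cells with 20167 genes detected of 27998 listed. They formed 30 clusters at a resolution of 0.8, of which 2 clusters with 612 cells matched no set of markers.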

We obtained transcriptome datasets of 15,232 cells and 18,308 genes across cells passing quality control and detected 17 clusters (Appendix Fig. S1B–K). Consistent with a previous report (Shin et al, 2015), Nestin-EGFP+ cells included cells other than NSCs and their progeny, such as vascular cells (Appendix Fig. S1I–K). 

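Among all cells, pericyte-like cells (PC) made up 2.58% (exact 95% binomial interval 2.32 to 2.87) at P5, 46.3% (44.9 to 47.6) at 12w and 62.4% (60.5 to 64.2) at 24w. With vascular smooth muscle, endothelial and fibroblast-like cells, the vascular share was 3.47% at P5, 62.4% at 12w and 82.1% at 24w. OPC-like cells made up 13.3% at P5, 0.608% at 12w and 0.286% at 24w.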

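The clusters with markers of these 5 classes were integrated and clustered again, which gave 19 clusters. The classes held 10285 cells, 8216 at P5, 1709 at 12w and 360 at 24w. NSC-like cells numbered 1591, 466 and 111 at P5, 12w and 24w, with 6667303, 1560594 and 385017 pooled UMIs. NPC-like cells numbered 1155, 228 and 42, IMN1-like cells 475, 241 and 28, IMN2-like cells 1204, 511 and 75, and AS-like cells 3791, 263 and 104. The make-up of the NSC-like class differed with age. Its largest cluster held 922 of the cells at P5, 374 at 12w and 91 at 24w, the next 498, 83 and 16, and the smallest 171, 9 and 4. A cluster of 910 AS-like cells at P5, 69 at 12w and 30 at 24w had haemoglobin genes among its leading genes.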

We then re-clustered cells only in astrocyte or astrocyte precursor cell (AS), NSC, neural progenitor cell (NPC), and immature neuron (IMN1 and IMN2) clusters (Fig. 1B,C). 

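Over the 3 ages, the pooled level of Gfap (ENSMUSG00000020932) was 797 CPM in NSC-like cells, against 545 CPM in AS-like cells, 135 CPM in NPC-like cells, 55.8 CPM in IMN1-like cells and 86.4 CPM in IMN2-like cells. The order of NSC-like and AS-like cells differed with age, with 781 and 516 CPM at P5, 881 and 984 CPM at 12w, and 725 and 992 CPM at 24w. Sox2 had 524 CPM in NSC-like and 437 CPM in AS-like cells. Hopx had 237 CPM in NSC-like cells, 102 CPM in AS-like cells and 8.11 CPM in IMN1-like cells.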

NSCs were identified by their close similarity to astrocytes (*Gfap* and *Sox2*) and the higher expression of the NSC marker *Hopx* (Appendix Fig. S1D,L). They almost lacked expression of *Aqp4* and *S100b* (Appendix Fig. S1C,L), markers for astrocytes. 

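The pooled level of Aqp4 was 947 CPM in AS-like and 217 CPM in NSC-like cells, and that of S100b 202 CPM and 58.8 CPM. In these classes Aqp4 had 982 and 256 CPM at P5, 371 and 69.9 at 12w, and 501 and 132.5 at 24w. S100b had 191 and 67.9 CPM at P5, 360 and 16.0 at 12w, and 382 and 72.7 at 24w. The free RNA predicted for NSC-like cells equalled 49.2% of the level of S100b at 12w and 24.2% at 24w. For Aqp4 it was 5.82% and 3.95%. With each cell thinned to 1000 UMIs, 16.1% of NSC-like cells had a UMI of Aqp4, against 50.9% of AS-like cells. The share was 2.02% in IMN1-like, 5.61% in NPC-like and 5.64% in IMN2-like cells. The median depth before thinning was 3807 UMIs in NSC-like, 4269 in AS-like and 5386.5 in IMN1-like cells.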

NPCs generated from NSCs are a proliferative progenitor population and express a strong cell proliferation-associated gene, *Hmgb2* (Kimura et al, 2018) (Appendix Fig. S1E,L). Both IMN1 and IMN2 clusters exhibit the expression of *Tubb3* and *Dcx* (Appendix Fig. S1L). 

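Pooled over the ages, Hmgb2 had 2642 CPM in NPC-like cells (2612 to 2672), 416 CPM in IMN1-like cells, 222 CPM in NSC-like cells, 170 CPM in AS-like cells and 129 CPM in IMN2-like cells. NPC-like cells were highest at each age, with 2502 CPM at P5, 3328 at 12w and 3283 at 24w. The order of the lower classes differed with age. IMN2-like cells had 77.0 and AS-like cells 68.3 CPM at 12w, and NSC-like cells had 161 and IMN1-like cells 151 CPM at 24w.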

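Pooled over the ages, Tubb3 had 1906 CPM in IMN1-like and 1750 CPM in IMN2-like cells, an order that was seen only at 12w, against 192 CPM in NPC-like cells, 70.5 CPM in NSC-like cells and 68.8 CPM in AS-like cells. Dcx had 238 CPM in IMN1-like and 282 CPM in IMN2-like cells, with the reverse order at 12w, and 58.3 CPM or less in the other classes.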

The IMN1 cluster retains *Eomes* expression, which is shared with NPCs, while the IMN2 cluster shows higher expression of *Calb2* compared to the IMN1 cluster (Appendix Fig. S1F,L). 

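Eomes had 159 CPM in NPC-like cells, 312 CPM in IMN1-like cells and 50.7 CPM in IMN2-like cells. In NPC-like and IMN1-like cells it had 128 and 289 CPM at P5, 312 and 364 CPM at 12w, and 305 and 295 CPM at 24w. Calb2 had 495 CPM in IMN1-like and 1549 CPM in IMN2-like cells.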

Marker gene expression patterns in each cluster are thus similar to those found in previous reports (Hochgerner et al, 2018; Ximerakis et al, 2019; Shin et al, 2015).

**Figure 1:**
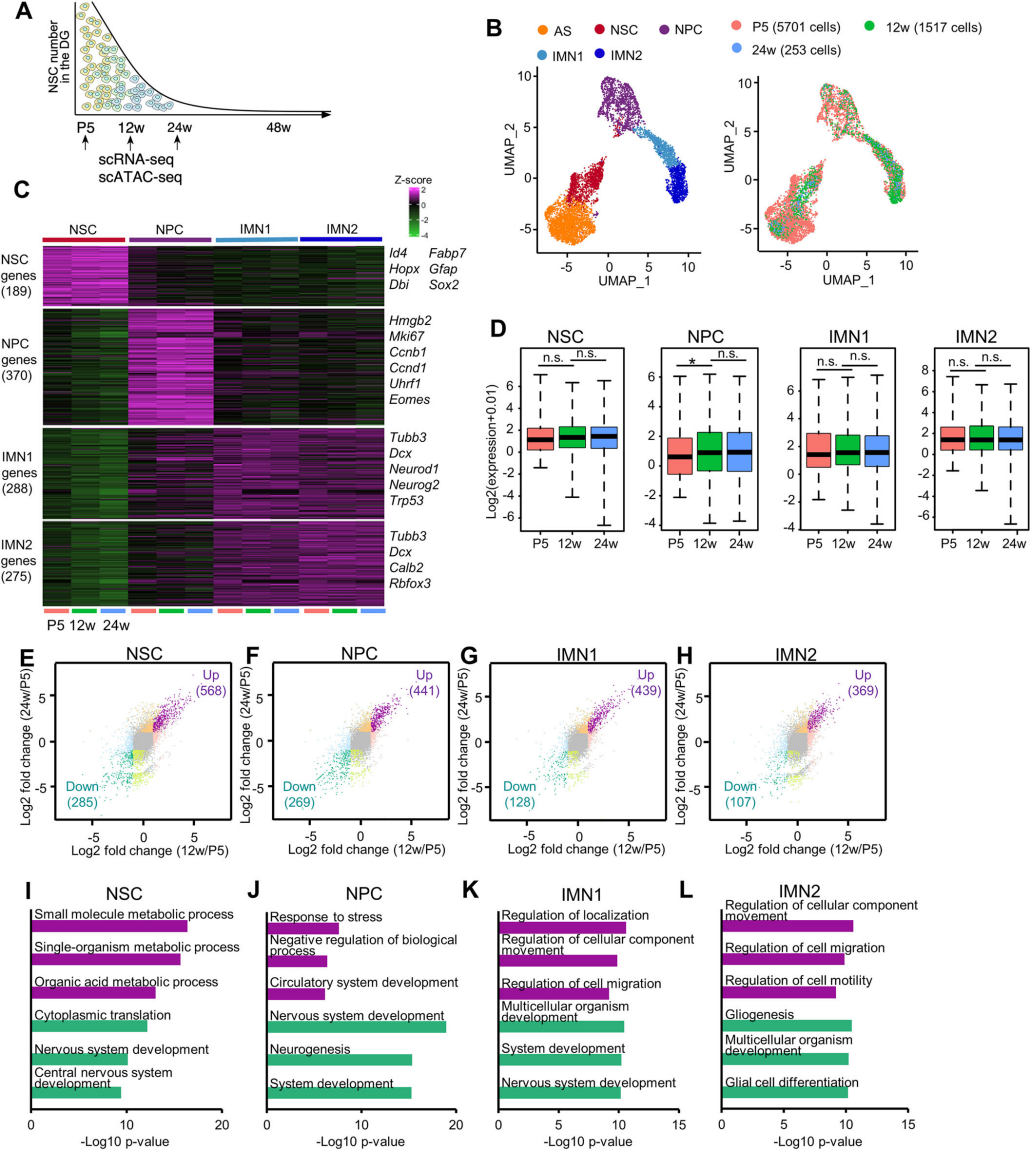
scRNA-seq analysis reveals continuous transcriptomic alterations in NSCs and progeny with age. (**A**) Schematic timeline for investigating gene expression and chromatin changes in hippocampal NSCs with age by scRNA-seq and scATAC-seq. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot showing the re-clustered 7471 cells including astrocytes or astrocyte precursor cells (AS), neural stem cells (NSC), neural progenitor cells (NPC), immature neurons 1 (IMN1), and immature neurons 2 (IMN2). (**C**) Heatmap showing the average expression of marker genes for each cell type at P5, 12w, and 24w. The brighter the magenta color, the higher the expression level. (**D**) Box plot of marker gene expression for indicated cell types at P5, 12w, and 24w. ∗*p* = 0.04162 by Wilcoxon rank-sum test. Box plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). *n* = 189 (NSC), 370 (NPC), 288(IMN1), 275 (IMN2). Exact *p* values from left to right: *p*  =  0.1696; *p*  =  0.1201; *p*  =  0.04162; *p* = 0.2363; *p* = 0.2511; *p* = 0.2782; *p* = 0.2286; *p* = 0.2371. (**E**–**H**) Scatter plots showing fold change of gene expression in each cell cluster between P5 and 12w (x axis) and between P5 and 24w (y axis). Dots in any color other than gray are DEGs (*q*-value < 0.05 by Seurat package with MAST and fold change ≥ 2) that differed at 12w or 24w compared to P5. Genes with increased and decreased expression in common at 12w and 24w compared to P5 are shown in purple and bright green, and defined as upregulated DEGs and down-regulated DEGs, respectively. (**I**–**L**) Functional annotation of upregulated DEGs (purple) and down-regulated DEGs (green) in common at 12w and 24w compared to P5 in (**E**). The top three GO terms in each gene group are displayed.

Next, we identified cluster-specific marker genes in the cells during adult neurogenesis (from NSC through IMN1 to IMN2) and found that the expression of these genes changes only slightly with age, at least by 24w (Fig. 1C,D; Dataset EV1), suggesting that NSCs and their progeny preserve their inherent cellular identities as they age. 

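For each class, the log2 ratio to P5 was taken for the markers that Dataset EV1 lists for it, and the median was set beside 10000 random lists of genes of like level. In NSC-like cells the median of 189 markers was 0.21 at 12w and 0.33 at 24w, above the middle 95% of random lists at both ages (-0.14 to 0.07 at 12w and -0.18 to 0.08 at 24w). In NPC-like cells the median of 370 markers was 0.20 and 0.19, also above that range. In IMN1-like cells it was 0.10 at 12w, at the 97.8th percentile, and 0.04 at 24w, within the range. In IMN2-like cells it was 0.10 and 0.06, within the range at both ages. The lists had been chosen by the study on the same libraries.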

To explore why NSC activity and neurogenesis are reduced with age, we identified genes whose changed expression in NSCs and their progeny is associated with age progression. In the NSC cluster, there were 853 differentially expressed genes (DEGs), of which 568 and 285 were commonly up- and downregulated, respectively, at 12w and 24w compared to P5 (hereafter referred to as up- and downregulated DEGs) (Fig. 1E; Dataset EV2), indicating that aging alters gene expression in NSCs with little loss of their cellular identity. These up- and downregulated DEGs in NSCs tended to gradually increase and decrease in expression with age, respectively (Appendix Fig. S1M,N). These data suggest that these changes in gene expression progress gradually from early postnatal life. 

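A gene was counted as changed when its pooled level differed from P5 by at least 2-fold in the same direction at 12w and at 24w, with at least 20 UMIs where it was higher. This rule of size is not a test. In NSC-like cells 862 genes rose and 627 fell, of 8735 compared. The 12w and 24w ratios share the P5 library, so libraries without any change were simulated against the same P5 library, and the rule then counted a median of 4 genes up and 38 down. Across genes, the log2 ratios at 12w and 24w had a correlation of 0.776, against 0.10 in the simulated libraries, and genes are not independent replicates. With a fold of at least 1.5, the alternative that moved these counts most, 1742 genes rose and 1323 fell. The genes with the largest rise were Aspn, Gm13861, Vtn, Slc38a11 and Slc22a8. For Vtn, a pericyte marker, 81 UMIs were counted at P5, 1062 at 12w and 485 at 24w. The free RNA predicted from empty droplets equalled 104% and 107% of the level of Vtn, which is 1 of the markers that set the amount, and between 64.1% and 119% of that of the other 4 genes. The genes with the largest fall were Igfbp2, Meis2, Pdgfra, Olig2 and Lhfpl3. Igfbp2, which is 1 of the markers used to name AS-like cells, had 1360 UMIs at P5, 5 at 12w and 1 at 24w. Pdgfra and Olig2 are markers used to name OPC-like cells.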

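Of the 862 genes that rose in NSC-like cells, 73.5% (exact 95% binomial interval 70.5 to 76.5) had the larger rise at 24w. In simulated libraries whose true level is the same at 12w and 24w this share was 58.7%, with 95% of simulations between 54.7% and 62.5%. Of the 627 genes that fell, 53.3% had the larger fall at 24w, against 47.2% (42.0 to 52.1) in the simulated libraries. After subtraction of the predicted free RNA, the shares were 70.1% for genes that rose and 44.3% for genes that fell.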

When we subjected these genes to biological process analyses through gene ontology (GO), genes whose expression increased with age were associated with metabolic processes (Fig. 1I), consistent with a previous report (Ibrayeva et al, 2021). On the other hand, decreased genes were associated with nervous system development, suggesting that these changes in gene expression affect NSC activity. In support of this, *Lmnb1*, whose decreased expression is involved in the functional decline of NSCs in aged mice (bin Imtiaz et al, 2021; Bedrosian et al, 2021), was downregulated in NSCs with age (Appendix Fig. S1O). 

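In NSC-like cells, 263 UMIs of Lmnb1 were counted at P5, 29 at 12w and 6 at 24w. Its level was 0.471 times that at P5 at 12w (0.309 to 0.693) and 0.395 times at 24w (0.144 to 0.872). Against P5 cells of like sex, chosen after seeing the data, the interval at 24w (0.157 to 1.00) reaches 1. In NPC-like cells it was 1.62 times (1.50 to 1.75) and 1.57 times (1.33 to 1.84) that at P5. The free RNA predicted for NSC-like cells equalled 42.5% of the level of Lmnb1 at 12w and 48.4% at 24w.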

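Apoe had 9433 CPM in NSC-like cells at P5, 20380 CPM at 12w and 23170 CPM at 24w. The ratio to P5 was 2.16 (2.13 to 2.19) at 12w and 2.46 (2.40 to 2.51) at 24w. In AS-like cells it was 2.04 and 1.95. In IMN2-like cells the level of Apoe was lower than at P5, with a ratio of 0.218 at 12w and 0.370 at 24w.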

*Apoe* expression, which is a reported driver of cellular senescence (Kovtonyuk et al, 2019; Sousa-Victor et al, 2014), was increased with age (Appendix Fig. S1O). We further found that aging intensifies interferon signaling (*Irf1*, *Ifit2*, *Ifit3*, *Ifitm1*, and *Ifitm3*) in NSCs (Appendix Fig. S1P). 

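Counts of these genes in NSC-like cells were low. Irf1 had 34 UMIs at P5, 28 at 12w and 13 at 24w, a ratio to P5 of 3.52 (2.06 to 5.98) and 6.62 (3.21 to 12.9). The ratio of Ifit2, with 12, 13 and 7 UMIs, was 4.63 (1.95 to 11.1) and 10.1 (3.37 to 27.8). Ifit3, with 8, 53 and 15 UMIs, had a ratio of 28.3 (13.4 to 68.9) and 32.5 (12.9 to 88.4). Ifitm1 rose 14.6 times and 28.1 times, and Ifitm3 2.24 times and 2.64 times. The predicted free RNA equalled 117% and 95% of the level of Ifitm1 at 12w and 24w, and 45.6% and 60.6% of that of Ifitm3. After its subtraction 0 UMIs of Ifitm1 were left at 12w, against 24 at P5, and its log2 ratio at 24w was 0.95. That of Ifitm3 was 0.43 at 12w and 0.25 at 24w. For Irf1, Ifit2 and Ifit3 it was at most 7.44% of the level.

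**Figure D1:**
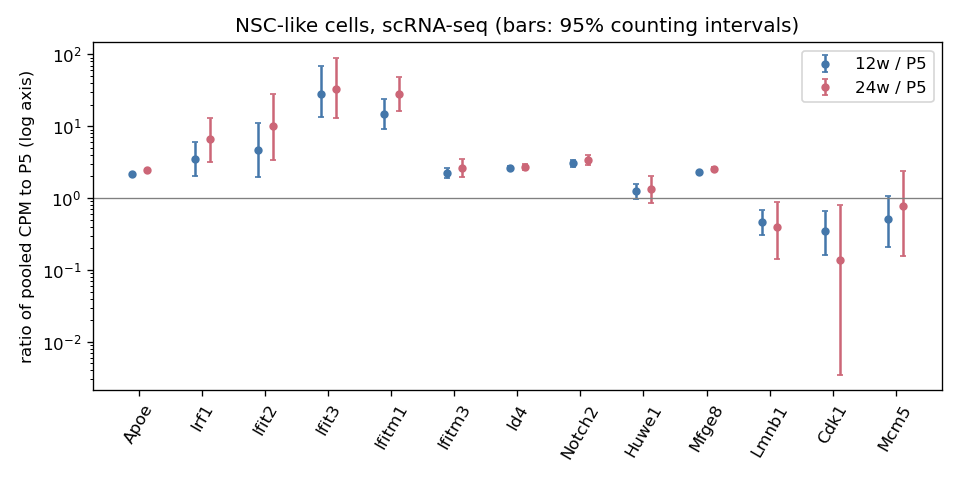
Ratio of the pooled level (CPM) at 12w and 24w to that at P5 in NSC-like cells, on a log axis, for 13 genes. Points are ratios and bars are exact 95% intervals for counting error. The ratios of Huwe1 and Mcm5 have intervals that include 1 at both ages.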

Enhanced signaling of interferon, known as a member of the SASP family, characterizes cellular senescence (Hopfner and Hornung, 2020), suggesting that NSCs undergo some degree of cellular senescence by 24w. Previous studies have shown that aging promotes quiescence of NSCs in the DG (Ben Abdallah et al, 2010; Ibrayeva et al, 2021). 

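In NSC-like cells, 124 UMIs of Cdk1 were counted at P5, 10 at 12w and 1 at 24w. The ratio to P5 was 0.345 (0.161 to 0.655) at 12w and 0.140 (0.00351 to 0.793) at 24w. Mcm5 had 67, 8 and 3 UMIs, and its ratio of 0.510 (0.212 to 1.06) and 0.775 (0.156 to 2.37) could not be told from 1 at this depth. The predicted free RNA equalled 50.6% of the level of Cdk1 at 12w and 93.0% at 24w, and 43.7% and 23.5% of that of Mcm5. At P5, where free RNA could not be read, Cdk1 had 18.6 CPM in NSC-like and 16.2 in AS-like cells. IMN1-like and IMN2-like cells had 17.3 and 17.8 CPM, and NPC-like cells 301. Mcm5 had 83.4 CPM in NPC-like cells and 7.11 to 11.1 in the other classes. Whether free RNA raised the P5 levels in NSC-like cells, and so the falls, is thus not known.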

We observed decreased expression of cell cycle regulators, including *Cdk1* and *Mcm5*. The expression of quiescence-inducing genes, including *Id4*, *Notch2, Huwe1*, and *Mfge8*, was upregulated with age (Appendix Fig. S1Q), in agreement with previous studies (Zhou et al, 2018; Harris et al, 2021). Moreover, there was a significant overlap between the 568 upregulated or 285 downregulated DEGs in NSCs with age and genes related to quiescent or active NSCs, respectively (Appendix Fig. S1R,S), indicating the advancement of NSC quiescence with age. Thus, during the early stages of chronological aging, NSCs display altered gene expression, which is linked to cellular quiescence and senescence.

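The ratio of Id4 to P5 in NSC-like cells was 2.64 (2.50 to 2.79) at 12w and 2.68 (2.44 to 2.94) at 24w. For Notch2 it was 3.04 (2.74 to 3.37) and 3.39 (2.86 to 3.99), and for Mfge8 2.27 (2.19 to 2.36) and 2.54 (2.38 to 2.71). For Huwe1 it was 1.24 (0.97 to 1.56) and 1.34 (0.852 to 2.01), so a rise was not detectable at this depth. Against P5 cells of like sex, chosen after seeing the data, the ratio was 1.49 (1.07 to 2.08) at 12w and 1.37 (0.847 to 2.13) at 24w. The paper rests on these genes, on those for senescence and on an overlap of its changed genes with genes of quiescent or active NSCs. From these it concludes that the altered expression in NSCs is linked to quiescence and senescence.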

Next, we asked whether gene expression in NPCs and neurons also changed with age, and identified DEGs in each cell type at 12w and 24w compared to P5 (Fig. 1F–H; Dataset EV2). 

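By the same rule, 533 genes rose and 508 fell in NPC-like cells, 471 rose and 238 fell in IMN1-like cells, and 565 rose and 480 fell in IMN2-like cells. Simulated unchanged libraries gave medians of at most 8 genes up and 34 down in these classes. The 24w groups are small, with 28 IMN1-like cells and 159321 UMIs. The IMN2-like class pools 3 clusters whose mix changed with age, with 570, 418 and 52 cells at P5, 12w and 24w in the largest, 546, 68 and 17 in that with Sst, Npy and Gal among its leading genes, and 88, 25 and 6 in the last. In the largest alone, chosen after seeing the data, 672 genes rose and 201 fell. Of the genes that Dataset EV2 lists as upregulated, all 406 measured in NPC-like cells, 355 of 355 in IMN1-like cells and 346 of 348 in IMN2-like cells were higher at both ages, in the libraries from which the study chose them. In all 5 classes alike 89 genes rose, and 44 did so after subtraction of the free RNA. Dataset EV2 lists 166 genes as upregulated in NPC, IMN1 and IMN2 alike. Of the 143 with enough UMIs in NPC-like cells, 37.8% had 50% or more of their level predicted as free RNA at both ages.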

GO analysis revealed that downregulated genes in NPCs are associated with neurogenesis-related terms (Fig. 1J), in agreement with impaired neurogenesis with age. Upregulated genes in IMN1 and IMN2 clusters were associated with cell migration, whereas downregulated genes in these clusters were associated with development and differentiation (Fig. 1K,L). These results suggest that not only NSCs but also their progeny change gene expression with age, resulting in reduced neurogenesis.

Taking these observations together, age-related transcriptome changes may contribute to the reduced activity of NSCs and their progeny with little effect on the expression of each cluster-specific marker gene. Furthermore, although neurogenesis declines with age, the new neurons that are still generated do not have an identical gene expression profile between life stages, which could affect hippocampus-dependent memory formation.

### Single-cell ATAC-seq reveals altered chromatin accessibility in NSCs and new neurons with age

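The scATAC-seq data are 1 library each at P5, 12w and 24w, so no test was applied to them either. scATAC-seq counts the sites at which a transposase enters open chromatin in single nuclei. The authors aligned the reads to mm10 and called peaks with Cell Ranger ATAC separately in each library, which gave 143199 peaks at P5, 161584 at 12w and 134612 at 24w, with a total length of 137.5, 178.7 and 148.7 Mb. The values are raw counts per peak and barcode, of which 89.2% to 91.8% are even, as 2 counts come from 1 fragment. Barcodes with more than 3000 and fewer than 100000 counts in peaks were taken as cells. Counts in peaks over a gene and 2 kb upstream of it gave its activity, with gene positions from an annotation of the same build. Labels were transferred with Seurat from the scRNA-seq classes of the same age and kept at a score of at least 0.5. Peaks of the 3 libraries that overlapped were merged. Comparisons were made among the 95090 merged regions with a peak in each library, where a class had enough counts.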

To gain deeper insight into how transcriptomic changes are regulated by epigenetic alteration with age in NSCs and their progeny, we analyzed chromatin accessibility in EGFP-positive cells isolated from hippocampal DGs of Nestin-EGFP mice by scATAC-seq, using the same experimental scheme as in Fig. 1 and the 10X Genomics platform. 

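The filter kept 8788 cells at P5, 12638 at 12w and 6041 at 24w, 27467 in all. The median count in peaks per cell was 25475 at P5, 20246 at 12w and 24553 at 24w. Labels were given to 79.4% of cells at P5, 95% at 12w and 97.9% at 24w. Vascular labels made up 3.22%, 65.0% and 86.8% of the cells of these libraries. The 5 neural classes held 8037 cells, with 386, 508 and 147 NSC-like cells and 1065, 1645 and 254 IMN2-like cells. IMN1-like cells numbered 330 at P5, 563 at 12w and 1 at 24w, so this class was not compared between ages. The scRNA-seq classes at 24w, from which labels were transferred, held 28 IMN1-like and 75 IMN2-like cells. Whether the IMN2-like class of scATAC-seq at 24w also holds IMN1 cells is thus not known.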

After quality control, we obtained 27,585 cells for further analysis, with 203,829 peaks mapped to the nuclear genome and a median of 10,850 fragments per cell. To assess the similarities between individual cells, we performed unsupervised analyses, including dimension reduction and clustering, using Signac, resulting in 17 clusters (Appendix Fig. S2A). Next, to infer cell cluster identities, we first calculated the gene activity scores by summing the fragments in the gene promoter and gene body. We then transferred cell-type labels by integrating the scATAC-seq dataset with the transcriptome dataset obtained from Fig. 1 using the Seurat package (Appendix Fig. S2A) (Shu et al, 2022) and then re-clustered to include only NSC, NPC, AS, and IMN clusters (Fig. 2A). We examined the chromatin accessibility near several known cell type-specific marker genes (Fig. 2B; Appendix Fig. S2B–G). 

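Of the markers used to name the classes in scRNA-seq, the activity was highest in the own class for 6 of 9 AS markers, 7 of 9 NSC markers, 6 of 7 NPC markers, 5 of 6 IMN1 markers and 5 of 7 IMN2 markers. The labels rest on the activity of all variable genes, these markers included.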

As expected, each marker locus was accessible in the cells expressing the respective marker genes. 

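Tubb3 lies on chromosome 8 from 123411424 to 123422015, and Dcx on chromosome X from 143855842 to 143933311. The activity of Tubb3, in counts per 1000000 counts over the 3 ages, was 13.0 (11.4 to 14.9) in NSC-like cells, 50.8 (47.1 to 54.6) in NPC-like cells, 82.0 (77.8 to 86.4) in IMN1-like cells and 85.5 (83.0 to 88.2) in IMN2-like cells. That of Dcx was 14.0 (12.3 to 15.9) in NSC-like cells, 41.9 (38.6 to 45.4) in NPC-like cells, 43.4 (40.4 to 46.7) in IMN1-like cells and 35.2 (33.5 to 36.8) in IMN2-like cells.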

We found that the mRNA expression of neuronal genes, e.g., *Tubb3* and *Dcx*, was high in IMN1 and IMN2 clusters, and that these gene loci were already accessible in the NPC cluster but not in the NSC cluster before gene expression (Fig. 2B). This result suggests that NSCs in the hippocampus do not yet have the chromatin potential to differentiate into neurons, but acquire it later as they differentiate into NPCs before neuronal gene expression begins during neuronal differentiation.

**Figure 2:**
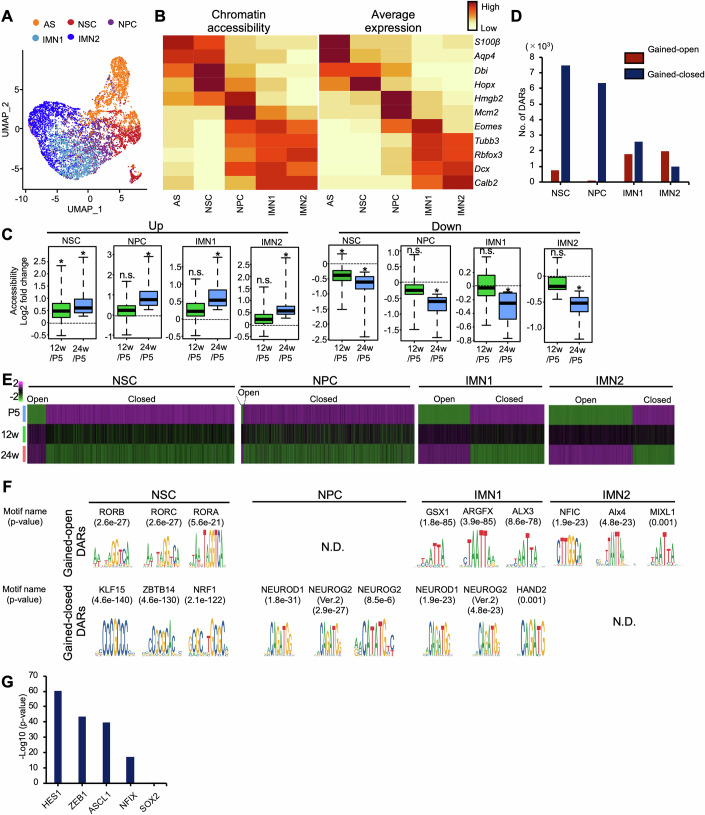
Altered chromatin accessibility during aging is associated with gene expression changes. (**A**) UMAP plot showing the re-clustered 7103 cells including AS, NSC, NPC, IMN1, and IMN2 identified by scATAC-seq. (**B**) Heatmap showing chromatin accessibility around the indicated genes (left) and corresponding gene expression levels (right) for each cluster. (**C**) Box plots showing the chromatin accessibility (gene activity score) around up- and downregulated DEG loci indicated in Fig. 1 (E–H) (≥1.25-fold, up in NSC cluster (*n* = 244), up in NPC cluster (*n* = 184), up in IMN1 cluster (*n* = 159), up in IMN2 cluster (*n* = 129), down in NSC cluster (*n* = 184), down in NPC cluster (*n* = 84), down in IMN1 cluster (*n* = 19), down in IMN2 cluster (*n* = 26)). To calculate the gene activity score, the gene coordinates were extracted and extended to include the upstream 2-kb region. *p < 0.05 by Wilcoxon rank-sum test compared with averaged gene expression at P5. n.s., not significant. Box plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). Exact *p* values from left to right: *p*  =  0.0102; *p*  =  0.01198; *p*  =  0.145; *p* = 0.001434; *p* = 0.811; *p* = 0.0452; *p* = 0.8263; *p* = 0.0412; *p* = 0.03337; *p* = 0.0163; *p* = 0.1788; *p* = 0.03739; *p* = 0.2139; *p* = 0.0482; *p* = 0.2135; *p* = 0.03121. (**D**) Bar graph showing chromatin accessibility in the number of gained-open or gained-closed DARs called by MACS (*p* < 0.05 by Wilcoxon rank-sum test and fold change ≥1.5). The number of accessible or inaccessible regions in common at 12w and 24w compared to P5 is shown. (**E**) Heatmaps showing the chromatin accessibility of the regions indicated in (**D**). (**F**) Enriched motifs for gained-open and -closed DARs. The top three enriched motifs in each group are displayed. (**G**) Bar graph showing the significant enrichment of motifs associated with NSC activity in the gained-closed DAR of NSCs with age.

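For each class, activity was summarised over the 200 genes with the largest rise and the 200 with the largest fall with age in the scRNA-seq data, beside random lists of genes of like activity. In NSC-like cells the median log2 ratio to P5 was 0.51 at 12w and at 24w for the genes that rose, and -0.48 and -0.66 for those that fell, all outside the middle 95% of random lists. With the list made after subtraction of free RNA, chosen after seeing the data, genes that rose had 0.29 and 0.37, also outside them. In NPC-like cells the medians were 0.47 and 0.56 for genes that rose, and -0.26 and -0.27 for genes that fell. In IMN2-like cells the genes that rose had medians of 0.42 and 0.46. The genes that fell had medians of 0.06 and 0.09 there, above the middle 95% of random lists. When activity was counted only in regions with a peak in every library, the latter were 0.11 at both ages. Activity was also counted only in regions of like length in the 3 libraries, which hold 25 to 68 genes of each list. In NSC-like cells the medians at 24w were then 0.17 for genes that rose and -0.38 for genes that fell, both still outside random lists. In NPC-like cells genes that rose had -0.20 at 12w, below random lists, and 0.00 at 24w, within them, and genes that fell had -0.04 and 0.10, within them. In IMN2-like cells genes that rose had -0.05 and -0.02, within random lists, and genes that fell had 0.34 at 24w, above them. Both ways of counting were chosen after seeing the data.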

We next assessed chromatin accessibility near the up- and downregulated DEGs in clusters of NSCs and their progeny with age and observed increased and decreased accessibility, respectively (Fig. 2C). This suggests that changes in chromatin accessibility in NSCs and their progeny with age concord with the corresponding gene expression changes. To identify regions with altered chromatin accessibility across the whole genome, rather than at individual gene loci, we detected the differentially accessible regions (DARs) in the identified clusters with age using MACS call and defined gained-open or -closed DARs (*p* < 0.05 and fold change ≥ 1.5) at both 12w and 24w compared to P5. 

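A region was counted as opened or closed when its share of the class's counts differed from P5 by at least 1.5-fold in the same direction at 12w and 24w, with at least 20 counts where it was higher. In NSC-like cells 12181 regions opened and 12496 closed. Simulated libraries without any change, with the same P5 library, gave a median of 3398 opened and 1819.5 closed, so part of both counts comes from counting noise. Peaks were called per library, and the peaks within opened regions covered 10.1 Mb at P5, 22.5 Mb at 12w and 21.8 Mb at 24w. Per kb of peak, their scaled counts were 4.85, 4.89 and 5.21, so they gained length more than density. In closed regions the peaks covered 16.4, 14.8 and 10.3 Mb, and the counts per kb were 5.77, 3.15 and 3.51. Among the 10923 regions with peaks of like length in the 3 libraries, 619 opened and 535 closed, against a median of 218 and 125.5 in simulated libraries.

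**Figure D2:**
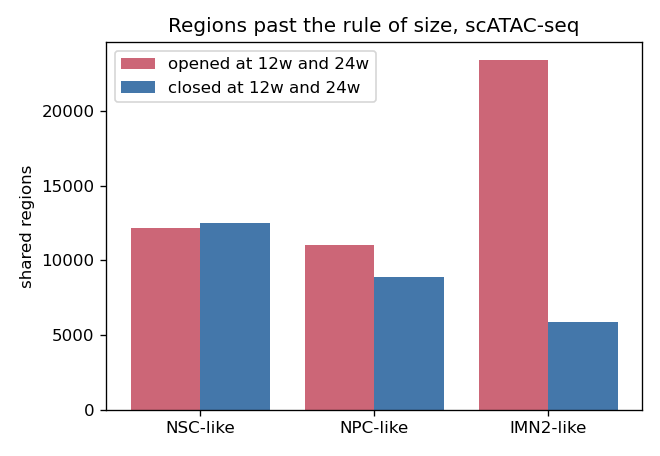
Number of shared regions that opened (red) or closed (blue) by at least 1.5-fold at both 12w and 24w against P5 in NSC-like, NPC-like and IMN2-like cells. In IMN2-like cells 23415 opened and 5870 closed.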

In NSCs, 751 DARs were found to have gained-open status, while 7,488 had gained-closed status (Fig. 2D,E). These findings indicated that chromatin accessibility changes occur during the early stages of chronological aging in NSCs, with more regions decreasing in accessibility. 

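Opened regions made up 49.4% of the regions changed in NSC-like cells. This share was 44.2% when peaks had to overlap by at least 50% of their length, and 55.9% when the ratios were centred within bins of GC content. In pericyte-like cells, 39.1% of the opened regions were at least 2-fold more accessible than in NSC-like cells, against 14.5% of all regions compared. From the larger number of closed regions in its own analysis (Fig. 2D,E), the paper concludes that more regions decrease in accessibility.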

As in the case of NSCs, there were more loci with reduced than with increased chromatin accessibility in NPCs, while in IMNs, the numbers of decreased and increased loci were comparable (Fig. 2D,E). 

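In NPC-like cells 11003 regions opened and 8878 closed, and opened regions were 55.3% of these. In IMN2-like cells, 23415 opened and 5870 closed, so that 80.0% opened. Simulated libraries without any change gave a median of 2838 opened and 1991.5 closed in NPC-like cells, and 1594 and 861 in IMN2-like cells. Counting noise alone thus also counted more regions as opened than as closed. Scaling by the median ratio over regions gave 51.0% in NPC-like and 71.4% in IMN2-like cells.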

To further characterize these DARs, we searched for consensus sequences within the identified gained-open and -closed DARs in each cell cluster. Motif discovery analysis of gained-opened DARs in NSCs indicated that the top three enriched motifs are for retinoic acid-related orphan receptors (Rora, Rorb, and Rorc), which regulate cell differentiation, circadian rhythm, and metabolism (Fig. 2F). On the other hand, among the top three motifs enriched in the gained-closed regions, Klf15 and Nrf1 have been suggested to be involved in the maintenance of NSCs with neurogenic activities (Fig. 2F) (Ohtsuka and Kageyama, 2019; Liu et al, 2021). We also found that motifs of multiple NSC activity-regulating transcription factors, such as Hes1, Zeb1, Ascl1, and Nfix, but not NSC maintenance transcription factor Sox2, were enriched in gained-closed regions (Fig. 2G). Furthermore, the gained-closed DARs of NPC and IMN1 clusters were found to contain the highest enrichment of Neurod1 and Neurog2 motifs, which are essential genes for neurogenesis (Fig. 2F). Thus, these results suggest that age-related functional changes in NSCs and their progeny are associated with early molecular aging, which is represented by altered chromatin accessibility of these cells in the regulatory factor-binding regions of stemness and neurogenesis with corresponding transcriptional changes.

### Setd8 maintains the activity and neurogenic potential of NSCs

Having observed the transcriptomic alteration accompanied by chromatin remodeling with age, we explored the epigenetic regulators responsible for these changes. To this end, we mainly focused on NSCs, as age-related epigenomic and transcriptomic changes in NSCs may affect the behavior of their progeny and cause disturbances in subsequent neurogenic processes. By overlapping a previously defined list of epigenetics-related genes (Matsuda et al, 2019) (*n* = 171) with the list of upregulated or downregulated DEGs in NSCs (Dataset EV3), we identified eight genes whose expression levels were significantly increased or decreased in 12w and 24w NSCs compared to P5 (*n* = 8, *q* < 0.05, fold change ≥ 1.5) (Fig. 3A; Appendix Fig. S3A,B). Of these eight genes, *Setd8*, the sole methyltransferase capable of mono-methylating histone H4 at lysine 20 (H4K20me1), showed the largest expression change from P5 to 24w of age (Appendix Fig. S3A,B). 

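Of the genes in Dataset EV3, 169 distinct genes were found and 161 had enough UMIs in NSC-like cells. By a fold of at least 1.5 at both ages, 19 rose and 9 fell, without a test. Kdm5d and Uty, which lie on the Y chromosome, had 0 UMIs at 12w and are not among these. The 8 genes of the paper were all among them. Of these, Cbx7 had a ratio to P5 of 7.96 (5.46 to 11.8) at 12w and 7.08 (3.85 to 12.5) at 24w. Ing5 had 2.91 and 4.85, Kmt2d 2.24 and 2.08, Phf1 2.91 and 3.30, and Sirt7 1.77 and 2.39. Taf10 had 0.416 and 0.427. Whsc1, with 298, 35 and 3 UMIs, had 0.502 (0.343 to 0.714) and 0.174 (0.0358 to 0.514).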

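Setd8 (ENSMUSG00000049327) had 208 UMIs in NSC-like cells at P5, 22 at 12w and 3 at 24w, or 31.2, 14.1 and 7.79 CPM. The ratio to P5 was 0.452 (0.277 to 0.703) at 12w and 0.25 (0.0511 to 0.740) at 24w. Among the 161 genes the lowest log2 ratios at 24w were those of Whsc1 (-2.30), Setd8 (-1.78) and Baz1a (-1.77), which rest on 3, 3 and 1 UMIs with 0.5 added, so their order is not known. Against P5 cells of like sex, chosen after seeing the data, the ratio of Setd8 was 0.490 (0.280 to 0.836) at 12w and 0.232 (0.0468 to 0.704) at 24w. With each of 9 alternatives in the processing, the log2 ratio stayed between -1.61 and -0.94 at 12w. At 24w it was between -2.08 and -1.42 with 7 of them, and 0 UMIs of Setd8 were counted with the other 2, a resolution of 0.4 and at least 2000 UMIs and 1000 genes per cell. Among NSC-like cells with no UMI of a cell cycle gene after thinning, Setd8 had 20 UMIs in 150 cells at P5, 3 in 78 cells at 12w and 0 in 14 cells at 24w, which is too few to tell whether its level differed. The predicted free RNA equalled 12.1% of the level of Setd8 at 12w and 31.5% at 24w.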

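The ratio of Setd8 to P5 in NPC-like cells was 0.586 (0.469 to 0.726) at 12w and 0.763 (0.486 to 1.14) at 24w. In IMN1-like cells it was 0.552 (0.40 to 0.751) and 0.799 (0.378 to 1.50), and in IMN2-like cells 0.531 (0.414 to 0.676) and 0.744 (0.443 to 1.18). In these 3 classes a fall at 24w was thus not detectable at this depth. In AS-like cells the ratio was 0.286 (0.123 to 0.568) and 0.329 (0.0676 to 0.966).

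**Figure D3:**
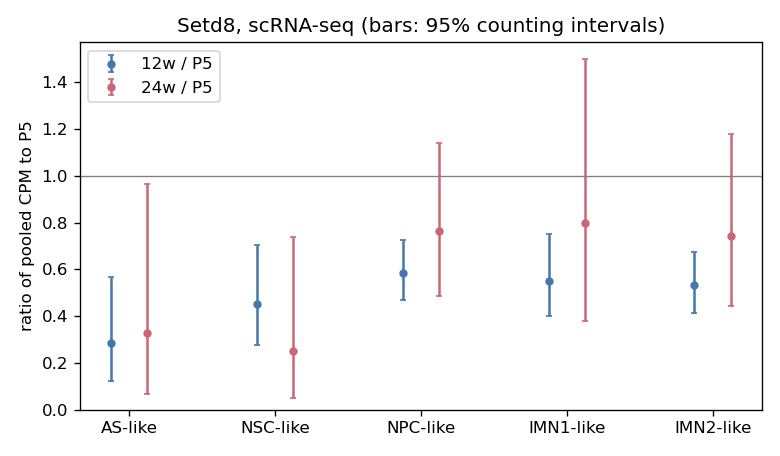
Ratio of the pooled level (CPM) of Setd8 at 12w and 24w to that at P5 in the 5 neural classes. Points are ratios and bars are exact 95% intervals for counting error. In NSC-like cells the ratio is 0.452 at 12w and 0.25 at 24w.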

*Setd8* expression also tended to decrease in NPC, IMN1, and IMN2 clusters with age (Fig. 3B). To investigate the level of H4K20me1 modification in NSCs with age, we stained brain sections with antibodies for H4K20me1 and Nestin, and observed a decline in H4K20me1 levels in Nestin-positive (Nestin+) NSCs from P5 (Appendix S3C,D). To further analyze H4K20me1 levels in quiescent and active NSCs, we stained brain sections from Nestin-EGFP mice with antibodies for H4K20me1, Ki67, and EGFP, identifying EGFP+ NSCs with radial glia-like morphology in quiescent (Ki67−) and active (Ki67+) states (Fig. 3C,D). H4K20me1 levels decreased with age, consistent with *Setd8* expression, regardless of NSC activity state.

**Figure 3:**
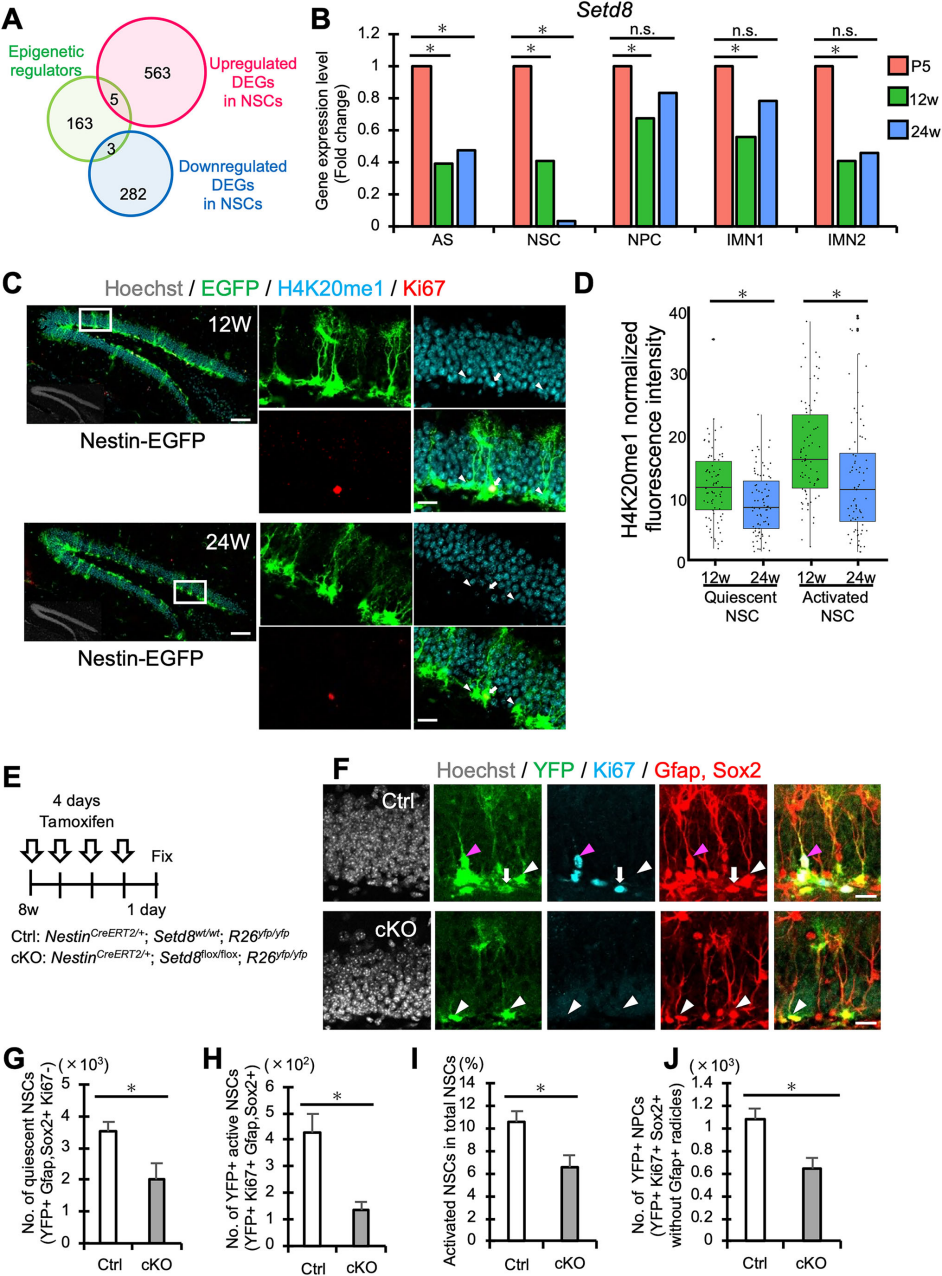
Setd8 maintains NSC activity and neurogenesis in the DG. (**A**) Venn diagram showing overlap between epigenetic regulators and up- or downregulated DEGs in NSCs. (**B**) Bar graphs showing fold change of *Setd8* expression in each cluster compared to P5. *q < 0.01 by FindMarker in Seurat package with MAST compared with P5. n.s., not significant. Exact *p* values from left to right: *p* = 2.6618 × 10^5^; *p* = 0.0033; *p* = 2.2097 × 10^5^; *p* = 0.00019; *p* = 1.5876 × 10^5^; *p* = 0.6469; *p* = 1.1316 × 10^6^; *p* = 0.5275; *p* = 5.6776 × 10^11^; *p* = 0.0524. (**C**) Representative images of staining for EGFP (green), H4K20me1 (cyan), Ki67(red), and Hoechst (gray; insets) in the hippocampal DG of Nestin-EGFP mice. The areas outlined by a white rectangle are enlarged to the right. Arrows and arrowheads indicate Ki67+ activated and Ki67− quiescent NSCs, respectively. Scale bars, 100 µm (left) and 20 µm (right). (**D**) Box plots showing H4K20me1 fluorescence intensity normalized by background in NSCs. Quiescent and active NSCs of the hippocampus in 24w mice displayed reduced signal intensity for H4K20me1 compared to the respective states of NSCs in 12w mice (*n* = 76 cells from three mice per group). *p < 0.001 by Wilcoxon rank-sum test. Box plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). Exact p values from left to right: *p* = 0.0002829; *p*  =  0.0007525. (**E**) Experimental scheme for investigating Setd8 function in adult hippocampal NSCs using Ctrl (Nestin^CreERT2/+^; *Setd8*^wt/wt^; R26^yfp/yfp^) and *Setd8* cKO mice (Nestin^CreERT2/+^; *Setd8*^flox/flox^; R26^yfp/yfp^). (**F**) Representative images of staining for YFP (green), Ki67 (cyan), Gfap (red), Sox2 (red), and Hoechst (gray) of the hippocampus in Ctrl and *Setd8* cKO mice. White arrowheads, magenta arrowheads, and white arrows indicate quiescent NSCs, activated NSCs, and NPCs, respectively. Scale bars, 20 µm. (**G**, **H**) Quantification of the number of YFP+ Gfap/Sox2 + Ki67− quiescent NSCs (**G**) and YFP+ Gfap/Sox2 + Ki67+ active NSCs (**H**) in Ctrl and *Setd8* cKO (*n* = 4 animals per group). *p = 0.036522487 (**G**) and 0.016106224 (**H**) by Student’s t test. (**I**) The proportion of YFP+ Gfap+ Sox2 + Ki67+ activated NSCs among YFP+ Gfap+ Sox2+ total NSCs in Ctrl and cKO (*n* = 4 animals per group). *p = 0.04574894 by Student’s t test. (**J**) Quantification of the number of NPCs expressing YFP, Ki67, and Sox2 without Gfap+ radials in Ctrl and cKO (*n* = 4 animals per group). *p = 0.026683966 by Student’s t test. Source data are available online for this figure.

Setd8 has been reported to be associated with various genomic functions such as DNA replication, DNA repair, and cell division (Oda et al, 2009; Beck et al, 2012; Huang et al, 2021), although its role in the adult mouse hippocampus remains uncovered. We designed two shRNAs (KD_1 and KD_2) to determine whether Setd8 is crucial for NSC activity. Infection of cultured mouse NSCs with lentiviruses harboring these shRNAs decreased the expression of *Setd8* (Appendix Fig. S4A). *Setd8* knockdown (KD) reduced cultured NSC proliferation without affecting Caspase-dependent cell death (Appendix Fig. S4B,C). We also investigated the effects of *Setd8* KD using a lentiviral *Setd8* KD vector, as well as *Setd8* deletion using Cas9, on the proliferation of adult hippocampal NSCs. After infection, cells were subjected to puromycin selection to enrich successfully transduced cells. We found that both knockdown and knockout of *Setd8* reduced the proliferation of adult hippocampal NSCs (Appendix Fig. S4D–H). These results prompted us to focus on Setd8 as a prominent factor involved in the age-related functional decline of adult hippocampal NSCs in the following analysis.

To clarify the function of Setd8 in vivo, we specifically deleted *Setd8* in the NSCs of adult mice using the tamoxifen-inducible Cre recombinase (CreERT2) system (Imayoshi et al, 2006). Individuals of the *Setd8*^flox/flox^ mouse line (Oda et al, 2009) were crossed with *Nestin-CreERT2* mice (Imayoshi et al, 2006) and to a *Rosa26-YFP* reporter line. The resulting offspring were named *Setd8* conditional knockout (cKO) and allowed fate mapping of NSCs that had undergone selective *Setd8* deletion. *Nestin-CreERT2* mice carrying the *Rosa26-YFP* reporter transgene but wild-type for *Setd8* were used as controls (Ctrl). We orally administered tamoxifen to 8-week-old *Setd8* cKO and Ctrl mice for four consecutive days and fixed the day after the last dose for analysis (Fig. 3E). H4K20me1 level was reduced in YFP+ NSCs of *Setd8* cKO mice compared to Ctrl mice in the adult hippocampus (Appendix Fig. S5A,B). We defined NSCs as cells harboring a radial Gfap+ process linked to a Sox2+ nucleus in the SGZ (Harris et al, 2021) and observed a significant reduction of the number and proportion of Ki67+ active NSCs in *Setd8* cKO mice compared with Ctrl mice (Fig. 3F,H,I). *Setd8* deficiency also decreased the number of Ki67− quiescent NSCs without promoting Caspase-dependent apoptotic cell death (Fig. 3G; Appendix Fig. S5C). Consistent with the reduction of NSCs, we found a decrease in the number of NPCs identified as Sox2+ and Ki67+ cells without a Gfap+ radial process in *Setd8* cKO mice (Fig. 3F,J). Next, to investigate whether *Setd8* depletion in adult NSCs impairs hippocampal neurogenesis, *Setd8* cKO and Ctrl mice were fixed six weeks after tamoxifen administration (Appendix Fig. S5D). This showed that the number of YFP+ and Dcx+ newly generated immature neurons was markedly reduced in the *Setd8* cKO mice compared with Ctrl mice (Appendix Fig. S5E,F). To further investigate the impact of *Setd8* depletion on NSC differentiation, we examined differentiation trends of YFP+ NSCs and found that the proportion of YFP+ NeuN+ mature neurons and YFP+ Dcx+ immature neurons was significantly reduced in *Setd8* cKO mice compared to Ctrl mice (Appendix Fig. S5G,K,L), indicating that neuronal differentiation was impaired in the absence of *Setd8*. Supporting this observation, *Setd8* cKO mice also exhibited a reduction in projections of YFP-positive neurons to the CA3 region (Appendix Fig. S5J). Additionally, a slight decrease in the proportion of astrocyte-differentiated cells was observed in *Setd8* cKO mice (Appendix Fig. S5H,I,M,N). Notably, a larger fraction of NSCs remained undifferentiated in *Setd8* cKO mice (Appendix Fig. S5H,O), suggesting that *Setd8* deletion impairs the transition from NSCs to differentiated neuronal and glial lineages. Since both NSC proliferation and neuronal differentiation were impaired, these factors likely contributed to the reduction in newly generated neurons. However, the rapid and prominent decrease in total NSC number observed one day after tamoxifen administration suggests that NSC loss cannot be fully explained by impaired proliferation alone. Therefore, we cannot exclude the possibility that caspase-independent cell death also contributes to the depletion of NSCs.

Taken together, these results indicate that Setd8 maintains the proliferative and subsequent neurogenic capability of NSCs in the adult mouse hippocampus.

### Reduction of Setd8 expression leads to premature NSC depletion in the early life stage

LaminB1 loss disrupts nuclear envelope integrity and chromatin organization, leading to altered gene expression and activation of cellular senescence pathways (bin Imtiaz et al, 2021; Bedrosian et al, 2021). Prolonged (6.5 months) loss of LaminB1 has been reported to cause premature aging of mouse hippocampal NSCs in middle age (Bedrosian et al, 2021). These findings prompted us to investigate whether Setd8 might induce premature NSC aging when its expression is reduced over an extended period, starting at an early life stage (i.e., young adult stage). To address this, we utilized *Setd8* cKO mice and heterozygous *Setd8* conditional knockout (het-cKO; *Setd8*^flox/wt^) mice carrying *Nestin-CreERT2* and *Rosa26-YFP* reporter transgenes. Ten-week-old (10w) cKO, het-cKO, and Ctrl mice were analyzed after 6 weeks of tamoxifen administration (Fig. 4A). We observed reductions in the number of both quiescent (Gfap+ Sox2+Ki67− or Nestin+ Sox2+Ki67−) and active (Gfap+ Sox2+Ki67+ or Nestin+ Sox2+Ki67+) NSCs in *Setd8* cKO mice compared to the Ctrl (Fig. 4B–F; Appendix Fig. S6A). The proportion of active NSCs among total NSCs was also lower in the DG of 10w *Setd8* cKO mice (Fig. 4G). The extent of these declines in 10-week-old *Setd8* cKO mice is similar to that in 30-week-old control mice (Appendix Fig. S6B–D), indicating an accelerated loss of NSCs in cKO mice. The het-cKO mice showed a reduced number of NSCs in line with the decreased activation of NSCs compared to Ctrl mice, although not as much as in *Setd8* cKO mice (Fig. 4B–F; Appendix Fig. S6A), probably due to the dosage of the gene. These data suggest that the downregulation of *Setd8* causes severe dysfunction and premature aging of NSCs at the young adult stage.

**Figure 4:**
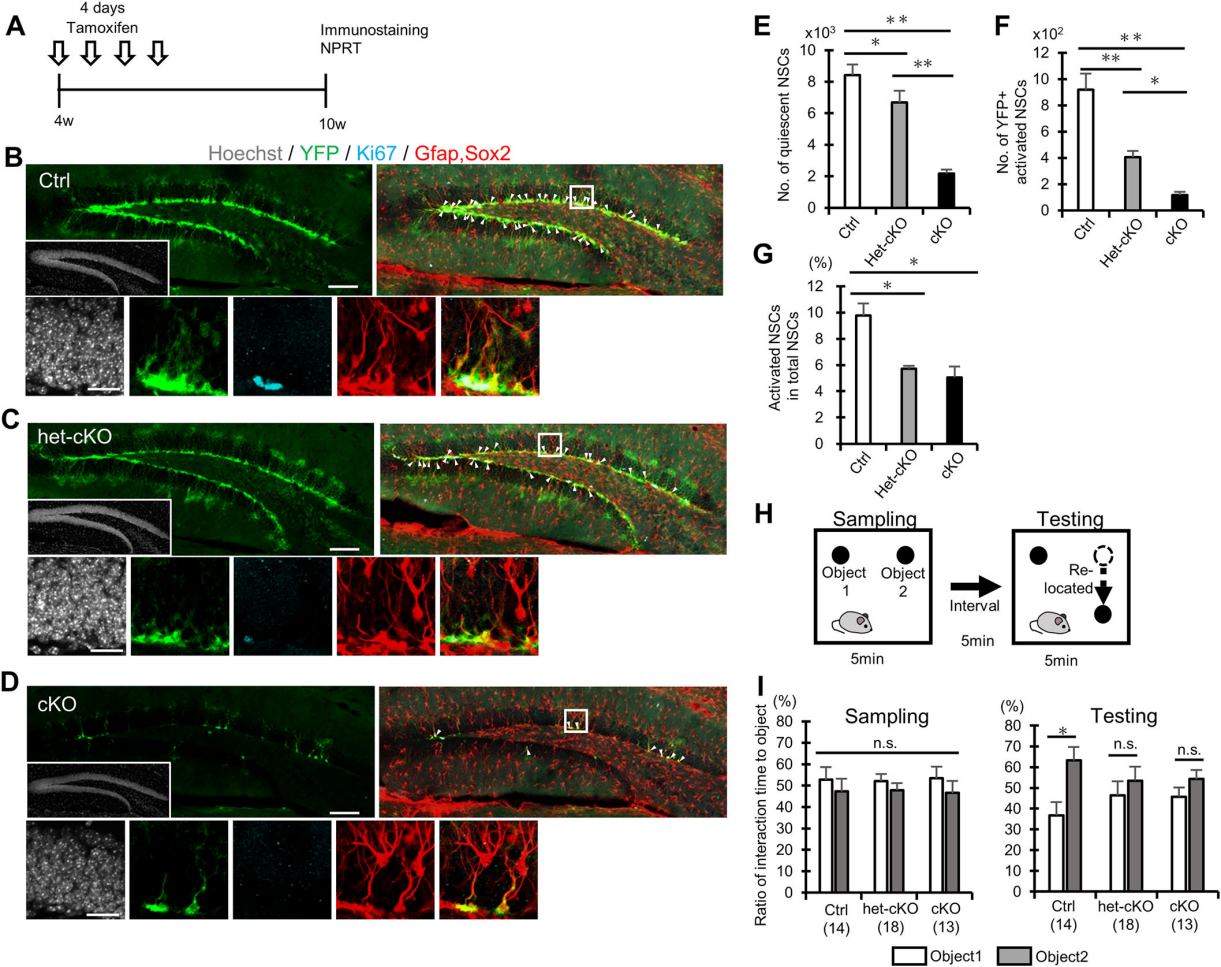
Reduction of Setd8 expression causes premature depletion of NSCs and memory impairment. (**A**) Experimental scheme for assessing the effect of *Setd8* expression decrease on NSCs and neurogenesis in the DG at young adult age (10w). (**B**–**D**) Representative images of staining for YFP (green), Ki67 (cyan), Gfap (red), Sox2 (red), and Hoechst (gray; insets) of the DGs in Ctrl (**B**) (*n* = 4 animals), *Setd8* het-cKO (**C**) (*n* = 4 animals), and *Setd8* cKO (**D**) (*n* = 4 animals). Arrowheads indicate YFP-labeled NSCs. Lower panels show higher magnification of upper panel. Scale bars, 100 µm (upper) and 20 µm (lower). (**E**, **F**) Quantification of the number of YFP+ Gfap/Sox2 + Ki67− quiescent (**E**) and YFP+ Gfap/Sox2 + Ki67+ activated (**F**) NSCs in Ctrl, het-cKO, and cKO (*n* = 4 animals per group). *p < 0.05 and **p < 0.01 by ANOVA with Tukey post hoc tests. Statistical data are presented as mean ± SEM. Exact *p* values from left to right: *p*  =  0.0489931 (**E**); *p*  =  0.0012056 (**E**); *p* = 0.0001080 (**E**); *p* = 0.0030571 (**F**); *p* = 0.00658989 (**F**); *p* = 0.0001245 (**F**). (**G**) Proportion of YFP+ Gfap+ Sox2 + Ki67+ activated NSCs among YFP+ Gfap+ Sox2+ total NSCs in Ctrl, het-cKO, and cKO (*n* = 4 animals per group). *p < 0.01 by ANOVA with Tukey post hoc tests. Statistical data are presented as mean ± SEM. Exact *p* values from left to right: *p*  =  0.0083019; *p*  =  0.7975168; *p* = 0.0032564. (**H**) Schematic diagram of the NPRT. (**I**) Exploration ratio for time spent in exploring the object during sampling phase (left) and the relocated object during the test phase (right) in Ctrl, het-cKO, and cKO. het-cKO and cKO mice lacked a preference for the relocated object. *p < 0.05 by Student’s t test. n.s., not significant. *n* = 14 (Ctrl), 18 (het-cKO) and 13 (cKO). Statistical data are presented as mean ± SEM. Exact *p*-values from left to right are as follows: for sampling, *p* = 0.3243, *p* = 0.2591, and *p* = 0.2734; for testing, *p* = 0.0303, *p* = 0.3020, and *p* = 0.1761. Source data are available online for this figure.

Decreased neurogenesis related to aging leads to a decline in hippocampal memory function (Enwere et al, 2004; Jessberger and Gage, 2008; McAvoy et al, 2016). Therefore, we next conducted a hippocampus-dependent memory test (Goodman et al, 2010), the novel place recognition test (NPRT) (Fig. 4H). None of the mice showed a strong interest in a particular object during training (Fig. 4I). *Setd8* cKO and het-cKO mice showed a reduced preference for an object placed at the novel location compared with Ctrl (Fig. 4I), whereas locomotor activity was not different among these groups (Appendix Fig. S6E–G). We also conducted another hippocampus-related memory test, the contextual fear conditioning test. *Setd8* cKO and het-cKO mice displayed significantly decreased contextual fear memory compared with Ctrl (Appendix Fig. S6H,I). These data indicate that hippocampus-dependent memory function is impaired in the *Setd8* expression-reduced mice in parallel with impaired NSC activity at the young adult stage.

### Downregulation of Setd8 establishes aging-related molecular signatures in NSCs

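RNA-seq of cultured NSCs, taken 3 days after infection with a lentivirus for Setd8 shRNA or a control, has 6 deposited samples, labelled Ctrl_1 to Ctrl_3 and Setd8KD_1 to Setd8KD_3. Dataset EV4 gives day 2 in place of day 3. The labels name hippocampus as the tissue. The methods describe cultured NSCs from embryonic cortex and others from adult hippocampus, and their RNA-seq part does not say which were used. For Ctrl_1 the values are gene symbols, and for Ctrl_2 whole numbers that act as gene lengths. The other 4 hold transcripts per 1000000 (TPM), which the authors made after alignment to mm10 with STAR. Dataset EV4 prints TPM for 169 distinct epigenetic regulators in 3 Ctrl and 3 Setd8KD columns. All 169 values of the library labelled Ctrl_3 equal the first Ctrl column, those of Setd8KD_1 the second, those of Setd8KD_2 the third, and those of Setd8KD_3 the first Setd8KD column (within 1e-09). No value equals that of another column. The libraries are named here by their labels as given, and the comparison is the library labelled Setd8KD_3 against the library labelled Ctrl_3, 1 library each, without a test. TPM times the length gave whole reads plus 0.01 for 99.2% to 99.6% of genes (within 0.05 reads). The reads on genes recovered in this way numbered 20680881 for Ctrl_3, 21493334 for Setd8KD_1, 20040063 for Setd8KD_2 and 20450366 for Setd8KD_3. Ratios are of TPM plus 1, over 12488 genes with at least 1 TPM in 3 or more libraries. The fits with limma, edgeR and DESeq2, which take the grouping of Dataset EV4 (3 Ctrl libraries against 1), were chosen after seeing the data, and assume that the lone library varies like the other 3.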

To gain deeper insight into how the reduction of *Setd8* expression shapes NSC aging, we analyzed the transcriptome of cultured mouse NSCs with lentivirus-mediated *Setd8* KD after selection with puromycin (Fig. 5A). *Setd8* expression was indeed reduced by *Setd8* shRNA at three days after lentiviral infection (Appendix Fig. S7A). 

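Setd8 had 154 TPM in the library labelled Ctrl_3, 143 in each of those labelled Setd8KD_1 and Setd8KD_2, and 36.4 in that labelled Setd8KD_3. The labels of Setd8KD_1 and Setd8KD_2 thus go against the targeted gene. Between the libraries labelled Setd8KD_3 and Ctrl_3 the log2 ratio was -2.05, and the ratio of reads scaled to library totals was 0.239 (95% counting interval 0.221 to 0.257, from 879 and 3727 reads). In edgeR with the grouping of Dataset EV4, the log2 fold change was -2.02 (adjusted p = 4.14e-08). With the labels as given it was -0.51.

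**Figure D4:**
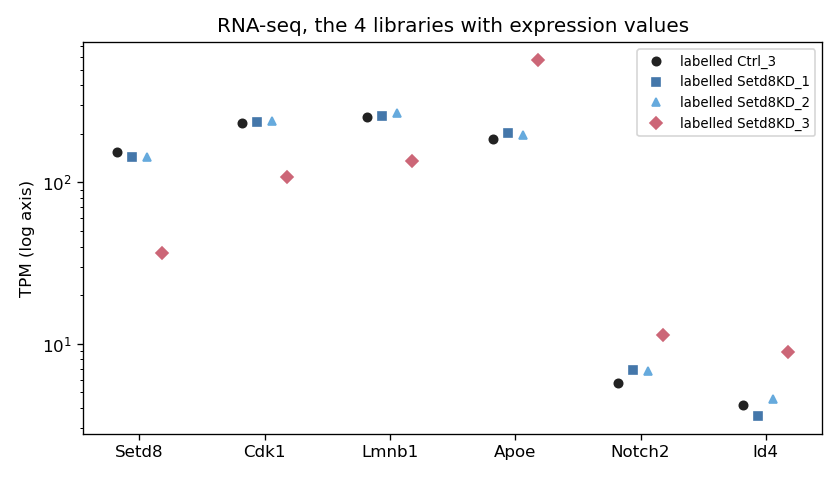
TPM of 6 genes in the 4 libraries with expression values, on a log axis, 1 point per library. The library labelled Setd8KD_3 lies apart from the other 3 for Setd8, with 36.4 TPM against 143 to 154.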

We identified genes whose expression was either upregulated (*n* = 995) or downregulated (*n* = 1049) in *Setd8* KD cells relative to Ctrl (fold change ≥ 1.5, q < 0.05) (Fig. 5B). 

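Between the libraries labelled Setd8KD_3 and Ctrl_3, 956 genes were at least 1.5-fold higher and 1171 at least 1.5-fold lower. The same count gave 133 higher and 65 lower for Setd8KD_1 against Ctrl_3, and 118 and 101 for Setd8KD_2 against Ctrl_3. The library labelled Setd8KD_3 lay beyond all 3 others by this fold for 605 genes higher and 831 lower, and each of the other libraries for at most 17 higher and 37 lower. In the fits with the grouping of Dataset EV4, limma called 807 genes higher and 1050 lower, edgeR 1149 and 1213, and DESeq2 817 and 1031, at an adjusted p under 0.05 and a fold of at least 1.5. With the labels as given, limma and edgeR called 0 genes, while 87 and 54 genes had an unadjusted p under 0.05. By the ratio of TPM plus 1, the largest changes were in Mir6944, Mir5133, Shh, Mir7068 and Mir7117 upward and Mir1191, Mir6922, Mir7069, Mir6970 and Mir7090 downward. The miRNA genes among them had at most 12 reads in any library. Shh (chromosome 5, from 28456815) had 529 reads in the library labelled Setd8KD_3 and 31, 36 and 37 in the others. By edgeR, among the largest log2 fold changes were those of Slc22a14, Actl6b and Kif26b upward and Slfn8, D230030E09Rik, Ryr1, 1110015O18Rik and Atp6v0a4 downward, each with at most 23 reads in a library.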

GO analysis showed that genes suppressed by *Setd8* KD were enriched in processes associated with cell cycle regulation (Fig. 5C,D), consistent with our findings that *Setd8* KD or deletion suppressed NSC proliferation in vitro and in vivo (Figs. 3I and 4G; Appendix Fig. S4B–H). Furthermore, gene set enrichment analysis (GSEA) revealed that *Setd8* KD significantly increased and decreased the expression of the upregulated and downregulated DEGs, respectively, in hippocampal NSCs with age depicted in Fig. 1 (Fig. 5E,F). 

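GO terms were not used here. For the cell cycle list of Seurat, matched to mouse genes by letter case, 95 genes were measured, and 94 were lower in the library labelled Setd8KD_3 than in that labelled Ctrl_3. The median log2 ratio was -0.91, below all 10000 random lists of like level. It was 0.04 for Setd8KD_1 and 0.00 for Setd8KD_2 against Ctrl_3. In limma with the grouping of Dataset EV4, camera with its preset correlation gave an adjusted p of 1.32e-33 over 11 lists, fry gave 0.00354, and camera with the estimated correlation gave 0.126.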

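The age lists were the 200 genes with the largest rise and the 200 with the largest fall in NSC-like cells. Of the genes that rose with age, 97 were measured in the culture. Their median log2 ratio between the libraries labelled Setd8KD_3 and Ctrl_3 was 0.08, at the 92.9th percentile of random lists. For the 139 measured genes that fell it was -0.03, at the 29.1st percentile. With 500 genes per list, the medians were 0.10 and -0.11, outside the middle 95% of random lists. Small shifts outside random lists were also seen between libraries that equal Ctrl columns of Dataset EV4, with 0.03 for the 200 genes that fell in Setd8KD_1 against Ctrl_3 (99.9th percentile) and 0.03 for the 200 that rose in Setd8KD_2 against Ctrl_3 (99.4th percentile). In limma with the grouping of Dataset EV4, camera gave adjusted p values of 0.117 and 0.615 for the lists of 200, and fry 0.00354 and 0.0684. Of the genes that Dataset EV1 lists as NPC markers, 327 of 357 were lower, with a median of -0.64, and the NSC markers had a median of 0.07.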

We also checked the enrichment of *Setd8*-KD-induced DEGs in age-related gene expression changes in NSCs (Fig. 1E) compared to a random gene set (Fig. 5G). We found that genes downregulated by *Setd8* KD significantly overlap with genes downregulated in NSCs with aging, but not with genes upregulated. On the other hand, genes upregulated by *Setd8* KD significantly overlapped with genes upregulated in NSCs with aging, and to a lesser extent with genes downregulated. These results suggest that Setd8 KD induces gene expression changes that resemble those observed in aging NSCs, indicating that at least some age-dependent changes in gene expression in hippocampal NSCs are mediated by decreased Setd8 expression.

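Of the 139 genes that fell with age, 31 (22.3%) were at least 1.5-fold lower in the library labelled Setd8KD_3 than in that labelled Ctrl_3, against a mean of 12.8 and a range of 7 to 20 over the middle 95% of random lists of like level. Of the 97 genes that rose, 7 were lower, within the range of 4 to 16. At least 1.5-fold higher were 17 of the 97 genes that rose (17.5%), just above the range of 4 to 16, and 26 of the 139 that fell (18.7%), above the range of 5 to 17. Without cell cycle genes and NPC markers, 8 of 114 genes that fell with age were lower, within the range of 5 to 17, and 26 were higher, above the range of 4 to 15, with a median log2 ratio of 0.14. The share of genes that rose and were higher fell to 11.1% without the filter on low values. From overlaps of this kind (Fig. 5G), the paper proposes that Setd8 KD brings about expression changes that resemble those in aging NSCs.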

**Figure 5:**
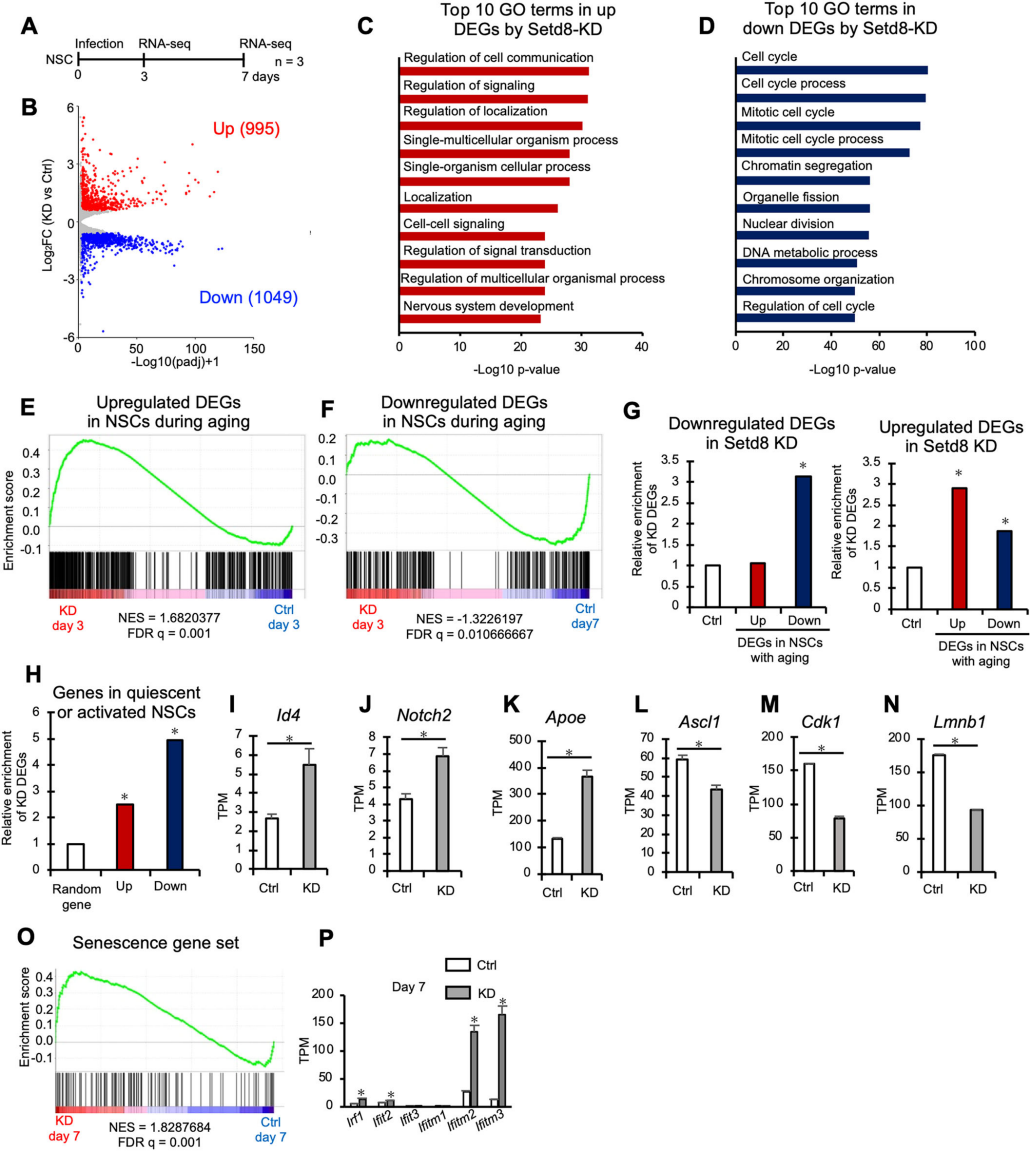
Molecular signature of NSC aging is established by Setd8 downregulation. (**A**) Experimental scheme for investigating transcriptomic alteration in NSCs in vitro by RNA-seq (*n* = 3). (**B**) Scatter plot of genes expressed in NSCs from Ctrl and *Setd8*-KD mice. Upregulated (red) and downregulated (blue) DEGs in *Setd8*-KD (*q* value < 0.05 by DESeq2 package, fold change ≥ 1.5) are highlighted. (**C**, **D**) The top 10 GO terms in significantly up- (*n* = 995) (**C**) or downregulated (*n* = 1049) (**D**) DEGs in *Setd8*-KD cells. (**E**, **F**) GSEA showing the significant enrichment of up- (**E**) or downregulated (**F**) DEGs of in vivo NSCs with age (identified in Fig. 1E) in *Setd8*-KD cells or Ctrl cells, respectively. (**G**) Enrichment analysis of up- (red) or downregulated (blue) DEGs of NSCs with age in vivo, identified in Fig. 1E, on *Setd8*-KD-induced up- or downregulated genes. The leftmost bar represents the expected overlap based on a random gene set, while the remaining bars show the fold enrichment of actual overlaps. *p < 0.01 by hypergeometric distribution. Exact *p* values from left to right: *p* = 2.52 × 10⁻¹⁸; *p* = 3.48 × 10⁻¹^5^; *p* = 2.59 × 10⁻^10^. (**H**) Enrichment analysis of NSC quiescence- (red) or activation-associated (blue) genes, reported by Shin et al, 2015, on *Setd8*-KD-induced up- or downregulated genes. The leftmost bar represents the expected overlap based on a random gene set, while the remaining bars show the fold enrichment of actual overlaps. *p < 0.001 by hypergeometric distribution. Exact *p* values from left to right: *p* = 3.31 × 10⁻¹⁸; *p* = 1.17 × 10⁻^91^. (**I**–**N**) Bar graphs showing expression levels of the indicated genes in Ctrl (white) and KD (gray) NSCs. *q < 0.01 by DESeq2 package. *n* = 3 samples. Statistical data are presented as mean ± SEM. (**O**) GSEA results showing significant enrichment of the senescence-associated gene set, as reported by Saul et al, 2022, in Ctrl (white) and KD (gray) NSCs after long-term suppression of *Setd8*, observed 7 days post-infection. (**P**) Expression level of interferon signaling-related genes in Ctrl (white) and KD (gray) NSCs after long-term suppression of *Setd8*, observed 7 days post-infection. *q < 0.01 by DESeq2 package. *n* = 3 samples. Statistical data are presented as mean ± SEM. Exact p values from left to right: *q*  =  0.0167630229897316; *q*  =  0.0167; *q*  =  1.43528482781079 × 10⁻¹¹; *q* = 3.495 × 10⁻⁵¹.

We and others have shown that NSCs enter a deep quiescent state and become less active with age (Appendix Fig. S1O–Q) (Harris et al, 2021). Next, we examined whether *Setd8* KD increased the expression of genes associated with quiescence, and found that the DEGs with increased or decreased expression in cultured NSCs were enriched for genes associated with quiescent or active NSC genes, respectively (Fig. 5H; Appendix Fig. S7B,C). For instance, *Id4* and *Notch2*, which were shown previously to be involved in cellular quiescence (Blomfield et al, 2019; Zhang et al, 2019b) are upregulated (Fig. 5I,J; Appendix Fig. S7D–F). 

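Id4 (chromosome 13, from 48261228 to 48266026) had 4.16 TPM in the library labelled Ctrl_3, 3.58 in Setd8KD_1, 4.57 in Setd8KD_2 and 8.95 in Setd8KD_3. The log2 ratio between Setd8KD_3 and Ctrl_3 was 0.95, and the ratio of reads scaled to library totals 2.17 (1.59 to 2.99). Notch2 had 5.74 TPM in Ctrl_3, 6.85 and 6.83 in Setd8KD_1 and Setd8KD_2, and 11.3 in Setd8KD_3, a log2 ratio of 0.87. In edgeR with the grouping of Dataset EV4 the adjusted p was 0.000646 for Id4 and 5.4e-05 for Notch2.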

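Apoe had 185 TPM in the library labelled Ctrl_3, 203 in Setd8KD_1, 196 in Setd8KD_2 and 572 in Setd8KD_3. Its log2 ratio between Setd8KD_3 and Ctrl_3 was 1.63, and the edgeR fit with the grouping of Dataset EV4 gave an adjusted p of 4.14e-08.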

The hallmark gene for deep quiescence, *Apoe* (Harris et al, 2021), was also upregulated by *Setd8* KD (Fig. 5K). Additionally, *Setd8* KD reduced *Ascl1* and *Cdk1* expression (Fig. 5L,M), which is associated with NSC activation (Beck et al, 2012; Andersen et al, 2014). These data suggest that reducing *Setd8* expression reinforces quiescence in NSCs by increasing the expression of quiescence-associated genes.

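Cdk1 had 234 TPM in the library labelled Ctrl_3 and 109 in that labelled Setd8KD_3, a log2 ratio of -1.10, with 236 and 240 in the other 2 libraries.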

We then asked whether the reduction of *Setd8* expression alters cellular senescence-associated gene expression. The expression of *Apoe* was increased by *Setd8* KD, whereas *Lmnb1* expression was reduced (Fig. 5K,N; Appendix Fig. S7D–F), at three days after lentiviral infection, indicating that senescence-associated gene expression changes within a short period after both *Setd8*-KD and -KO. 

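Lmnb1 had 255 TPM in the library labelled Ctrl_3, 258 in Setd8KD_1, 271 in Setd8KD_2 and 136 in Setd8KD_3. The log2 ratio between Setd8KD_3 and Ctrl_3 was -0.90 (edgeR with the grouping of Dataset EV4, adjusted p = 9.57e-07). No library taken 7 days after infection was used here.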

To determine the effects of relatively long-term suppression of *Setd8* expression on cellular senescence in NSCs, we analyzed the transcriptome of cultured NSCs at seven days after lentiviral infection. GSEA revealed that long-term *Setd8* KD expanded the senescence gene set (SenMayo), which was defined in a previous study (Fig. 5O) (Saul et al, 2022). Moreover, *Setd8* KD increases interferon signaling-related gene expression, similar to age-related changes in in vivo NSCs (Fig. 5P). These data indicate that declining *Setd8* expression promotes cellular senescence-related gene expression. Taking these findings together, decreased expression of *Setd8* mediates at least a fraction of the age-dependent changes in gene expression, such as those associated with quiescence and senescence, in hippocampal NSCs, resulting in reduced NSC activity.

To further investigate the downstream effects of *Setd8* downregulation, we checked expression of epigenetic gene using our RNA-seq data and found that *Setd8* downregulation in NSCs led to significant changes in the expression of multiple epigenetic regulators, including *Tet1*, *Tet2*, and several *HDAC* family genes (Appendix Fig. S7G, Dataset EV4 and EV5). These results suggest that Setd8 functions in coordination with other epigenetic regulators and that, beyond its role in H4K20me1 modification, Setd8 contributes to broader epigenomic regulation, influencing chromatin dynamics and cell proliferation in accordance with previous reports (Oda et al, 2009; Shoaib et al, 2021).

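Tet1 had 2.57 TPM in the library labelled Ctrl_3 and 1.22 in that labelled Setd8KD_3, from 319 and 151 reads, a log2 ratio of -0.69. Tet2 had 3.95 and 4.43 TPM, and the counting interval of its ratio of reads (0.973 to 1.32) includes 1. In edgeR with the grouping of Dataset EV4, its adjusted p was 0.328. Of the 11 Hdac genes, Hdac4 had 8.13 and 13.1 TPM, Hdac7 21.6 and 32.3 TPM, and Hdac1 33.6 and 23.8 TPM, log2 ratios of 0.62, 0.56 and -0.48. The log2 ratios of Hdac11, Hdac9, Hdac5 and Hdac2 were 0.48, 0.37, 0.36 and -0.36. For Hdac3, Hdac6, Hdac8 and Hdac10 they lay between -0.25 and 0.03. Of the genes of Dataset EV3, 161 passed the filter, and 7 were at least 1.5-fold higher and 13 lower between these libraries. In edgeR, 29 were higher and 54 lower at an adjusted p under 0.05 over all genes, and 30 and 55 adjusted over the list alone. Of the 93 genes that passed the filter and that the paper's Dataset EV4 marks as up or down, 87 had the same direction.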

### Downregulation of Setd8 induces age-related epigenomic alteration

To take a closer look at transcriptomic alteration induced by the *Setd8* reduction in NSCs, we decided to focus on H4K20me1 modification and chromatin state. Samples collected from cultured mouse NSCs in *Setd8* KD after selection with puromycin were subjected to ChIP-seq (H4K20me1) and ATAC-seq (Fig. 6A). Since H4K20me1 is enriched in the gene body (Tanaka et al, 2017), we calculated the enrichment of H4K20me1 within the gene body of all genes and observed that *Setd8* KD caused the reduction of H4K20me1 levels there (Fig. 6B), consistent with immunostaining results showing a reduced signal intensity of H4K20me1 (Appendix Fig. S8A,B). The level of H4K20me1 was lower around the loci of downregulated genes induced by *Setd8* KD (Fig. 6C), whereas no significant difference was observed around upregulated gene loci (Appendix Fig. S8C). Moreover, genes located in genomic regions where H4K20me1 modification levels in the gene body decreased by more than 2-fold in *Setd8* KD NSCs significantly overlapped with downregulated DEGs in *Setd8* KD NSCs (Fig. 6D). These data suggest that *Setd8* downregulation inhibits gene expression by reducing H4K20me1 levels in the gene body, whereas H4K20me1 within the gene body may not be involved in *Setd8* downregulation-induced increased gene expression.

**Figure 6:**
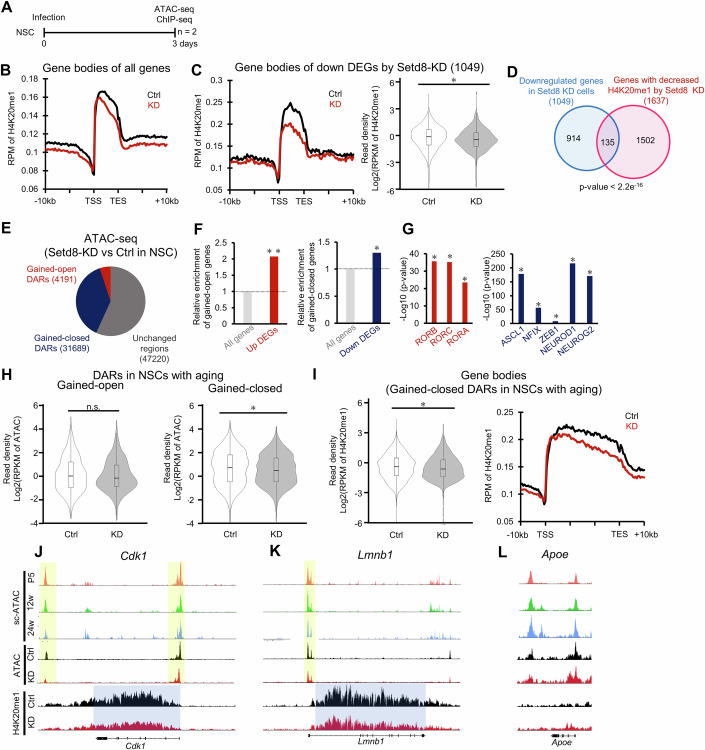
Downregulation of Setd8 induces aging-related epigenomic alteration. (**A**) Experimental scheme for investigating epigenetic alteration in NSCs in vitro by ChIP-seq for H4K20me1 (*n* = 2) and ATAC-seq (*n* = 2). (**B**) Enrichment profile of H4K20me1 in gene body of all genes in Ctrl (black) and KD (red) NSCs. (**C**) Enrichment profile (left) and violin plot (right) of H4K20me1 around gene bodies of downregulated DEGs (*n* = 1049 genes) by *Setd8*-KD in Ctrl (black) and KD (red) (left) NSCs. *p = 2.371 × 10⁻^6^ by Wilcoxon rank-sum test. Box plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). (**D**) Venn diagram showing significant overlap between the downregulated DEGs by *Setd8*-KD and genes with decreased H4K20me1 in the gene body (Fisher’s test). (**E**) Pie chart showing the percentage of accessible and inaccessible regions of *Setd8*-KD NSCs. (**F**) Enrichment analysis of genes associated with gained-open or -closed DARs within 10 kb up- or downstream of a TSS, on *Setd8* KD-induced up- (left) or downregulated genes (right). *p < 0.001 and **p < 0.0001 by hypergeometric distribution. (**G**) Bar graphs showing the significant enrichment of motifs associated with NSCs and NPC activity in the gained-open (left) and -closed DARs (right) in *Setd8*-KD NSCs. *p < 0.01 by hypergeometric distribution. (**H**) Violin plots showing chromatin accessibility of gained-open (left) or -closed DARs (right) of in vivo NSCs with age between Ctrl and *Setd8*-KD cells. *p < 0.001 by Wilcoxon rank-sum test. n.s., not significant. Violin plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). *n* = 751 (gained-open) and 7488 (gained-closed). Gained-open: *p* = 0.3082; Gained-closed: *p* = 8.61 × 10⁻^10^. (**I**) Violin plot (left) and enrichment profile (right) at gained-closed DARs of in vivo NSCs with age for H4K20me1 in Ctrl and *Setd8*-KD cells. *p = 8.34 × 10⁻^5^ by Wilcoxon rank-sum test. Box plots show the median (centre line), the 25th and 75th percentiles (bounds of box), and the minimum and maximum values (whiskers). *n* = 7488 (gained-closed). (**J**–**L**) Alignment data for scATAC-seq in NSCs in vivo (P5, 12w, and 24w), ATAC-seq in NSCs in vitro (*Setd8*-KD and Ctrl), and ChIP-seq to H4K20me1 in NSCs in vitro (*Setd8*-KD and Ctrl) at the *Cdk1*, *Lmnb1*, and *Apoe* loci. The regions identified by peak-calling are highlighted in yellow, and the gene bodies are highlighted in light blue.

To examine the effect of reduced *Setd8* expression and subsequent H4K20me1 reduction on chromatin accessibility, we performed ATAC-seq of cultured NSCs with *Setd8* KD after puromycin selection. Peak calling with MACS2 identified approximately 80,000 open chromatin regions (open regions in Ctrl plus those in *Setd8* KD NSCs) (Fig. 6E). There were more gained-closed DARs (31,689 regions) than gained-open DARs (4191 regions) in cells with reduced *Setd8* expression, similar to the trend of a 10-fold increase in gain-closed DARs in in vivo NSCs with age (Figs. 2D and 6E). We then assessed chromatin accessibility near up- and downregulated DEGs in *Setd8* KD NSCs and observed increased and decreased accessibility, respectively (Fig. 6F), suggesting that chromatin accessibility changes are concordant with the corresponding gene expression changes in vitro. Moreover, motif enrichment analysis revealed that retinoic acid-related orphan receptors (Rora, Rorb, and Rorc) were enriched in gained-opened DARs induced by *Setd8* KD, whereases multiple NSC and NPC activity-regulating transcription factors, such as Ascl1, Nfix, Zeb1, Neurod1, and Neurog2, were enriched in gained-closed DARs (Fig. 6G), similar to what was observed in in vivo NSCs with age, implying that decreased expression of *Setd8* triggers chromatin accessibility changes that occur in NSCs and NPCs with age.

We then investigated whether decreased *Setd8* expression alters accessible chromatin regions that change with aging in NSCs in vivo. Chromatin accessibility of age-related gained-closed DARs in NSCs in vivo, defined in Fig. 2, was significantly reduced by *Setd8* KD in cultured NSCs, whereas age-related gained-open DARs showed almost no change (Figs. 2D,E and 6H). Moreover, *Setd8* KD resulted in a significant decrease in H4K20me1 level in age-related gained-closed DARs in in vivo NSCs (Fig. 6I). These changes are also clearly evident at the level of individual genes (Fig. 6J,K). However, some genes, such as *Apoe*, showed almost no changes in chromatin accessibility and H4K20me1 levels even when their expression levels were altered in NSCs by *Setd8* KD (Figs. 5K and 6L). Nevertheless, our findings suggest that the downregulation of *Setd8* mediates changes in the majority of age-dependent gene expression in hippocampal NSCs by altering chromatin accessibility and H4K20me1 level.

Finally, we investigated whether the proliferation of NSCs, which had been reduced due to Setd8 dysfunction, could be restored. Since the long-term *Setd8* downregulation in NSCs may have caused nearly irreversible changes in chromatin modification, likely due to cellular senescence, we conducted experiments using the selective Setd8 inhibitor UNC0379 (Tanaka et al, 2017) that can immediately restore Setd8 activity without altering its protein levels (Appendix Fig. S9A). Treatment with the inhibitor effectively reduced H4K20me1 levels and suppressed NSC proliferation. Importantly, upon inhibitor removal, H4K20me1 levels returned to normal, and NSC proliferation was restored (Appendix Fig. S9B–F). These data suggest that the reduction in NSC proliferation caused by a transient reduction in Setd8 activity is reversible once Setd8 function is restored. Therefore, the early stages of aging, when *Setd8* expression begins to decline, may represent a critical window for intervention.

## Discussion

In the present study, we have shown that NSCs exhibit an early onset of aging in the hippocampus, characterized by altered chromatin accessibility in the regulatory factor-binding regions of genes involved in stemness and neurogenesis with corresponding transcriptional changes. *Setd8* downregulation causes NSC aging and age-related hippocampal dysfunction through at least a proportion of the age-related changes in gene expression and epigenetics. Thus, we have uncovered a novel mechanism for how cell-intrinsic molecular changes, accompanied by epigenetic changes, elicit stem cell aging in the mammalian brain during the early stages of chronological aging.

NSC activity and neurogenesis are well known to decline with age. Previous studies have compared transcriptomes and epigenomes between young and old quiescent NSCs (Kalamakis et al, 2019; Leeman et al, 2018; Yeo et al, 2023; Buckley et al, 2023; Li et al, 2024). However, such comparisons have thus far not revealed molecular aging of NSCs at very early stages of chronological aging. Another recent study addressed transcriptomic changes of NSCs at different chronological ages, although it still remains largely unclear when and how transcriptional changes linked to epigenetic remodeling of NSCs begin to occur (Ibrayeva et al, 2021; Harris et al, 2021). In addition, it is not well understood whether cells other than NSCs that are involved in neurogenic processes, such as NPCs and IMNs, change their transcriptome and epigenome with age. Therefore, in this study, we analyzed the transcriptomic and epigenomic alterations of NSCs as well as their progeny with age by leveraging scRNA-seq and scATAC-seq analyses. We found that NSCs from the mature brain have already undergone changes in gene expression related to cellular quiescence and senescence, such as inflammatory signaling, consistent with previous reports (Ibrayeva et al, 2021; Harris et al, 2021), indicating that NSCs exhibit early aging in the mature hippocampus. Furthermore, integrative analyses of scRNA-seq and scATAC-seq revealed that the chromatin landscape of hippocampal NSCs, as well as their progeny, including NPCs and IMNs, changed continuously from the neonatal to the mature adult stage, with corresponding transcriptional changes. This is probably because age-related transcriptomic and epigenomic changes in the mother cells, the NSCs, are to some extent inherited by their progeny. Moreover, the fact that the gene expression profiles of newly generated neurons were all different at P5, 12w, and 24w suggested an age-specific role that has rarely been considered. Thus, we propose that changes in the properties of both NSCs and their progeny during the early stages of chronological aging are responsible for disrupting the neurogenic process with age and provide a resource to investigate the associated molecular mechanisms at the systems level.

Both dormant cellular states, i.e., quiescence and senescence, are traditionally considered distinct. Quiescence is reversible to a proliferative state upon growth stimulation, whereas senescence is irreversible in physiological conditions. Cellular quiescence is not homogeneous but rather a heterogeneous state represented by a shallow or deep quiescence state (Coller et al, 2006). For instance, as seen in aging NSCs, cells may enter a deeper dormant state (Appendix Fig. S1R,S) (Ibrayeva et al, 2021; Harris et al, 2021), and this dormancy, although reversible, takes longer than in younger NSCs to return to the cell cycle (Harris et al, 2021). Recent findings suggest that quiescence deepening is a common transition path toward senescence in many cell and tissue types. Prolonged inhibition of the lysosomal autophagy function in quiescent embryonic fibroblasts has been reported to eventually push cells into a senescence-like state, characterized by an irreversibly arrested phenotype with β-galactosidase activity and hypertrophy (Fujimaki et al, 2019). Gene expression profiles have also suggested a similarity between deep quiescence and senescence states. A core set of senescence-associated genes identified in a meta-analysis (Hernandez-Segura et al, 2017) were similarly down- or upregulated in quiescence deepening as well as in senescence (Fujimaki et al, 2019). Moreover, quiescence-associated gene sets were also altered in a broad array of senescent and aging cell types in vitro and in vivo (Fujimaki et al, 2019; Tümpel and Rudolph, 2019; Kovtonyuk et al, 2019; Sousa-Victor et al, 2014). Thus, while quiescence can generally be considered to be distinct from senescence, quiescence deepening appears to reflect a common transitional path, with gradually reduced proliferative tendencies leading to irreversible senescence, related to the aging process. We discovered that NSCs in the mature adult stage already exhibit changes in gene expression that are associated with cellular quiescence and senescence, and that some of these genes also contain gene sets commonly associated with both quiescence and senescence, such as *ApoE* (Artegiani et al, 2017; Zhao et al, 2022), although it is not clear whether cells at this stage are in the process of transitioning or have already transitioned to a senescent state. Further investigation is therefore warranted to reveal whether NSCs adversely affect surrounding cells by releasing senescence-associated secretory phenotype factors as do senescent cells in the mature adult brain.

During development, embryonic neural precursor populations generate first neurons and then glial cells by sequentially acquiring the epigenetic potential to differentiate into neurons and glial cells (Takizawa et al, 2001; Namihira et al, 2009; Katada et al, 2021). A recent study has reported an embryonic origin for adult neural progenitors in the mouse hippocampus and also suggested a continuous model in which a single precursor population contributes continuously and exclusively to dentate neurogenesis from early embryonic stages to adulthood (Berg et al, 2019). We found that hippocampal NSCs do not initially possess the appropriate chromatin state to differentiate into neurons, but rather acquire it as the neurogenic process progresses prior to neuronal gene expression. Therefore, these observations suggest that neural precursor populations that have not acquired neurogenic chromatin status from embryonic to adult stages behave as adult NSCs in the hippocampus. Furthermore, we showed that the expression of specific marker genes for hippocampal NSCs remains relatively constant with age. Nonetheless, we also observed age-related changes in gene expression and chromatin accessibility in NSCs. Thus, it is conceivable that although the fundamental identity of hippocampal NSCs is maintained during the fetal and postnatal aging process, these age-dependent changes gradually impair NSC functions.

We have demonstrated that *Setd8* downregulation causes NSC aging and age-related hippocampal dysfunction through at least a proportion of the age-related changes in gene expression and in epigenetic states (H4K20me1 and chromatin accessibility changes). Lamins have previously been implicated in aging and NSC biology (de Leeuw et al, 2018; Shimi et al, 2010; bin Imtiaz et al, 2021; Bedrosian et al, 2021). Although prolonged loss (6.5 months) of LaminB1 caused premature aging of mouse hippocampal NSCs in a previous study (Bedrosian et al, 2021), we found that the loss of *Setd8* for six weeks induces premature NSC aging. This dramatic effect probably arises because Setd8 is upstream of genes such as *LaminB1* and *Ascl1* that decline with age and play critical roles in NSC functions. Furthermore, since it is upstream of these genes, Setd8 is likely to be a factor that acts early in aging and/or senescence. We also found that Setd8 could cause expression change in defined age-related gene sets without altered chromatin accessibility or H4K20me1 level. Recently, non-histone proteins, such as p53, PCNA, Numb, and UHRF1, have been reported as substrates of Setd8 and to have monomethylated lysine residues, which is widely recognized as a fundamental post-translational modification (Huen et al, 2008; Takawa et al, 2012; Shi et al, 2007; Dhami et al, 2013; Zhang et al, 2019a). Other previous studies have shown that p53 methylation by Setd8 decreases tumor suppressor activity (Herviou et al, 2021; Kukita et al, 2022; Veschi et al, 2017). These findings suggest that Setd8 regulates NSC behavior not only through histone monomethylation but also through monomethylation of such non-histone proteins, which may alter the expression of age-related genes without changing chromatin accessibility. Our research provides a resource for uncovering the ever-changing process of neurogenesis with age and sheds light on epigenetic alteration to understand the mechanism underlying the aging signature associated with adult hippocampal NSCs during the early stages of aging. Thus, we believe that our findings will hasten the discovery of new therapeutic targets for age-related functional decline of the brain.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
Nestin-EGFP	Yamaguchi et al, 2000	
Setd8 fl/fl	Oda et al, 2009	
Nestin-CreERT2	Imayoshi et al, 2006	
Rosa26-YFP	F. Costantini	
**Recombinant DNA**		
pLLX vector	Drs. Z. Zhou and M. E. Greenberg	
FUIGW plasmid	Drs. Z. Zhou and M. E. Greenberg	
LentiCRISPR v2 vector	Addgene	52961
Mouse CRISPR Knockout Pooled Library (Brie)	Addgene	73633
**Antibodies**		
Chicken anti-Nestin	Aves Labs	NES
Mouse anti-Ki67	BD Biosciences	550609
Rat anti-Ki67	eBioscience	14-5698-84
Chicken anti-Gfap	Millipore	AB5541
Goat anti-Sox2	Santa Cruz Biotechnology	sc-17320
Goat anti-DCX	Santa Cruz Biotechnology	sc-8066
Rabbit anti-DCX	Cell Signaling Technology	4604
Mouse anti-NeuN	Millipore	MAB-377
Rabbit anti-active Caspase 3	R&D Systems	AF-835
Chicken anti-GFP	Aves Labs	GFP-1010
Rat anti-GFP	Nacalai Tesque	04404-26
Rabbit anti-H4K20me1	Abcam	ab9051
Rat anti-BrdU	Abcam	ab-6326
CF-488 donkey anti-mouse IgG	Biotium	20014
CF-488 donkey anti-chicken IgG	Biotium	20166
CF-555 donkey anti-rabbit IgG	Biotium	20038
CF-555 donkey anti- mouse IgG	Biotium	20037
CF-568 donkey anti-rat IgG	Biotium	20092
CF-647 donkey anti-rabbit IgG	Biotium	20047
CF-647 donkey anti-goat IgG	Biotium	20048
**Oligonucleotides and other sequence-based reagents**	**Sequence**	
Setd8 fl/fl forward primer	5′-TGT AAG AGA ACT TTG AAT GG-3′	
Setd8 fl/fl reverse primer	5′-AGG CAG GGG GAG GAT-3′	
Rosa26-YFP 1st primer	5′-AAA GTC GCT CTG AGT TGT TAT-3′	
Rosa26-YFP 2nd primer	5′-GCG AAG AGT TTG TCC TCA ACC-3′	
Rosa26-YFP 3rd primer	5′-GGA GCG GGA GAA ATG GAT ATG-3′	
Setd8 KD_1-Foward	5′-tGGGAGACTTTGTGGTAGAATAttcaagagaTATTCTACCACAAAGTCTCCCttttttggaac-3′	
Setd8 KD_1-Reverse	5′-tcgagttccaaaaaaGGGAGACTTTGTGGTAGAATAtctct tgaaTATTCTACCACAAAG TCTCCCa-3′	
Setd8 KD_2-Foward	5′-tGCCTCCTTC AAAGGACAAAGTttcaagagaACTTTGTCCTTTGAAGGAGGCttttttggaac-3′	
Setd8 KD_2-Reverse	5′-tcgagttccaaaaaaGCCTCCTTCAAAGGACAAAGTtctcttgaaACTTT GTCCTTTGAAGGAGGCa-3′	
Setd8_gRNA1	GAACTCGGTTGCCCATCATG	
Setd8_gRNA2	CTGCTTACCCCGTCGCTGCG	
Setd8_gRNA3	TCACAGATTTCTACCCTGTG	
Setd8_gRNA4	AGCCCTGAAAAAGTCCCTCA	
Ctrl_gRNA1	AAAAAGTCCGCGATTACGTC	
Ctrl_gRNA2	AACGGTAGCGTACCCGTGAA	
Ctrl_gRNA3	CCATCGGTTCGACTTACCGC	
Ctrl_gRNA4	TAAGACTGGGTGTCCCGCGT	
**Chemicals, Enzymes and other reagents**		
EdU	Wako	E915020
Tamoxifen	Sigma-Aldrich	T5648
Sesame oil	Nacalai Tesque	25620-65
Paraformaldehyde (PFA)	Sigma-Aldrich	P6148
Sucrose	Nacalai Tesque	30404-45
OCT compound	Tissue Tek, Sakura Finetek	25608-930
Papain	Nacalai Tesque	26036-34
Minimum Essential Medium α	Gibco	12571063
BSA	Sigma-Aldrich	A9418
Hanks’ balanced salt solution (HBSS)	Gibco	14025092
DNase I	Invitrogen	18068015
7-AAD	BD Pharmingen	559925
Fetal bovine serum (FBS)	Invitrogen	10270106
Triton X-100	Nacalai Tesque	35501-02
Hoechst 33258	Nacalai Tesque	19172-51
Poly-L-ornithine	Sigma-Aldrich	P3655
Fibronectin	Sigma-Aldrich	F1141-5MG
Dulbecco’s modified Eagle’s medium (DMEM)/F-12	Gibco	D8900
N2 supplement	Gemini	400-163
Basic fibroblast growth factor (bFGF)	PeproTech	100-18B
Epidermal growth factor (EGF)	PeproTech	AF-100-15
Penicillin/streptomycin/fungizone	Nacalai Tesque	26253-84
DMSO	Nacalai Tesque	13445-74
Puromycin	Sigma-Aldrich	P8833
UNC0379	Selleck	S8572
Dynabeads mRNA DIRECT Micro Kit	VERITAS	DB61021
NEBNext Ultra Directional RNA Library Prep Kit for Illumina	New England Biolabs	E7645S
Dynabeads Oligo (dT)25	VERITAS	DB61002
AMPure XP beads	Beckman Coulter	A63881
Bioanalyzer High Sensitivity DNA Analysis kit	Agilent	5067-4626
Bio-Mag Plus Concanavalin-A-coated beads	Polysciences	86057-3
**Software**		
Cell Ranger (2.2.0)	https://support.10xgenomics.com/single-cell/software/downloads/latest	
Seurat package (4.1.0)	https://satijalab.org/seurat/	
Signac (1.3.0)	https://stuartlab.org/signac/	
R (4.0.3)	https://www.r-project.org/	
Fiji	https://imagej.net/software/fiji/downloads	
Macs2 (2.2.7)	https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html	
Trimmomatic (0.39)	http://www.usadellab.org/cms/?page=trimmomatic	
STAR (2.6.1)	https://github.com/alexdobin/STAR	
RSEM (1.3.1)	https://github.com/deweylab/RSEM	
DESeq2 (1.28.0)	http://bioconductor.org/packages/deseq2/	
Metascape (3.5)	http://metascape.org/	
Bowtie2 (2.2.4)	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	
Homer (4.11)	http://homer.ucsd.edu/homer/	
ChIPpeakAnno (3.11)	https://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html	
SAMtools (0.1.19)	http://www.htslib.org/	
**Other**		
FACS Aria II	BD Biosciences	
NOVASeq6000 sequencer	Illumina	
Confocal laser microscope	Zeiss LSM 700 and LSM 800	
Fluorescence microscope	Leica AF600	
Illumina HiSEq 3000	Illumina	
Illumina HiSEq-X	Illumina	
Tapestation	Agilent	

### Mice

All mice used in this study were housed under a 12-h light/dark cycle with free access to food and water. All experiments were carried out according to the animal experimentation guidelines of Kyushu University, which comply with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Nestin-EGFP mice on a C57BL/6 background were kindly provided by M. Yamaguchi (Yamaguchi et al, 2000). To assess the proliferation of NSCs and neurogenesis, mice were injected intraperitoneally with EdU (50 mg/kg) once a day for a week. To generate conditional *Setd8* KO mice, which undergo CreERT2-mediated deletion of *Setd8* in adult NSCs in response to tamoxifen administration, *Setd8*^flox/flox^ mice were crossed with *Nestin-CreERT2* mice and with a *Rosa26-YFP* reporter line (Oda et al, 2009; Imayoshi et al, 2006). *Nestin-CreERT2* mice carrying the *Rosa26-YFP* reporter transgene, but wild-type for *Setd8*, were used as controls. Tamoxifen (Sigma-Aldrich, T5648) was dissolved in sesame oil at 25 mg/mL. To induce elimination of *Setd8* in Nestin-expressing adult NS/PCs, 10 mg of tamoxifen was orally administered to 4- or 8-week-old (4w or 8w) *Setd8* cKO, het-cKO, and control mice with a feeding needle daily for four days. The mice were genotyped using two sets of PCR primers (*Setd8*^fl/fl^: 5′-TGT AAG AGA ACT TTG AAT GG-3′ forward and 5′-AGG CAG GGG GAG GAT-3′ reverse primers; *Rosa26-YFP*: 5′-AAA GTC GCT CTG AGT TGT TAT-3′ 1st, 5′-GCG AAG AGT TTG TCC TCA ACC-3′ 2nd, and 5′-GGA GCG GGA GAA ATG GAT ATG-3′ 3rd primers).

### Tissue preparation

For tissue collection, mice were deeply anesthetized with an intraperitoneal injection of a mixture of 4 mg/kg midazolam, 0.3 mg/kg medetomidine, and 5 mg/kg butorphanol, followed by transcardial perfusion with 4% paraformaldehyde (PFA) in PBS. Brains were dissected and post-fixed overnight in the same fixative at 4 °C. For cryoprotection, fixed brains were transferred to 15% sucrose solution overnight at 4 °C, and then transferred to 30% sucrose solution overnight at 4 °C. The brains were embedded in optimal cutting temperature (OCT) compound (Tissue Tek, Sakura Finetek, 25608-930) and stored at −80 °C. Embedded frozen brains were serially sectioned in the coronal plane at 40 µm thickness and every sixth section was sequentially suspended in PBS in 6-well plates.

### Cell counting in brain sections

Cell counting was performed on every sixth coronal section (240 µm apart) containing DG at the same anatomical level. The total number of marker-positive cells per DG was estimated by multiplying the number counted in the series of sections by the inverse of the section sampling fraction. In brief, the number of counted cells was multiplied by 12 to obtain the total number of marker-positive cells in the bilateral DG per brain.

### Isolation of Nestin-EGFP+ cells from DG

Procedures for isolating Nestin-EGFP+ cells were modified from previously described dissociation and FACS protocols (Sakai et al, 2018). Briefly, P5, 12w, and 24w Nestin-EGFP mice were euthanized, and each brain was promptly harvested. The DG was quickly microdissected under a dissection scope and minced with a scalpel. The dissociated DG was transferred into prewarmed papain (25 U/mL) solution and incubated at 33 °C for 45 min. The suspension was then washed with 2 mL Minimum Essential Medium α (Gibco) containing 5% BSA to stop enzyme activity, mechanically dissociated by gentle pipetting with a fire-polished Pasteur pipette, and centrifuged at 130 × *g* for 5 min. The cell pellet was then resuspended in 2 mL of Hanks’ balanced salt solution (HBSS) containing 250 U/mL DNase and centrifuged at 130 × *g* for 5 min, after which the cells were suspended in HBSS. The cells were sorted on a FACS Aria II (BD Biosciences), with 7-AAD (559925, BD Pharmingen) added to exclude nonviable cells from the analysis. Cells dissociated from the DG of WT mice were used to draw gates for EGFP+ and EGFP− cell populations. The EGFP+ cells were sorted into N2 medium and centrifuged at 200 × *g* at 4 °C for 10 min. The supernatant was carefully removed, leaving 30 µL to resuspend the cell pellet. One microliter of cells was mixed with 10 µL Trypan Blue to determine cell viability. For scRNA-seq and scATAC-seq analyses, 700–1200 cells/µL were used. Libraries were prepared according to the manufacturer’s instructions and sequenced using a NOVASeq6000 sequencer (Illumina).

### scRNA-seq analysis

Fastq files from sequencing were demultiplexed and then used as input for Cell Ranger (v2.2.0), and aligned to the mm10 reference genome for assignment of reads to single cells. To detect age-related gene expression changes, we conducted an integrated analysis using the IntegrateData function of the Seurat package (v4.1.0). Two datasets were confirmed as anchors using the FindIntegrationAnchors function, after which the anchors were used to integrate the three datasets using the IntegrateData function. We then performed a PCA analysis on the integrated dataset (Ximerakis et al, 2019). Using Seurat’s non-linear dimensional reduction algorithm RunUMAP, we clustered cells using variable genes. Differential gene expression analysis was performed using the FindAllMarkers function in Seurat. The known markers for NSCs and their progeny were obtained from previously published data (Hochgerner et al, 2018). We then subsetted the NSCs and their progeny from the analysis using Seurat’s SubsetData function (subset.raw = T). After the first subsetting, re-clustering and PCA analysis were conducted to match clusters for DEGs analysis. To identify DEGs associated with aging in NSCs and their progeny, we used the FindMarker function in Seurat (test.use = MAST).

### scATAC-seq data pre-processing

Sequencing reads were aligned to the mm10 reference genome, and a cell-by-peak matrix was generated from fastq files using the software Cell Ranger (version 1.2.0) with default parameters. This returned barcoded fragment files which were loaded into Signac (1.3.0) (Stuart et al, 2019), an R (4.0.3) package, for downstream analysis using the standard Signac/Seurat pipeline. Macs2 (2.2.7) (Zhang et al, 2008) was run on the fragment files to call peaks using Signac’s CallPeaks function. Fragments were mapped to the Macs2 called peaks and assigned to cells using Signac’s FeatureMatrix function. Nucleosome signal strength and TSS enrichment for each cell were calculated using Signac’s NucleosomeSignal and TSSEnrichment functions, respectively. Outliers in the QC metric categories were removed as per Signac’s standard processing guidelines. After quality control, we obtained a total of 27,585 cells for further analysis, with a total of 203,829 peaks mapped to the nuclear genome and a median of 10,850 fragments per cell. Dimensionality reduction, clustering, and gene activity scores were determined using standard processes in Signac.

### Integration of scATAC-seq and scRNA-seq data as well as cell type annotation

We integrated our scATAC-seq and scRNA-seq from a previous study and annotated cell types and subtypes using the Seurat package. To improve computational efficiency and accuracy, we performed the integration in a stage-wise manner, matching developmental stages between studies. We performed canonical correlation analysis to generate a shared dimensionality reduction of the ‘query’ scATAC-seq gene activity calculated by Signac and the ‘reference’ scRNA-seq gene expression. We identified pairs of corresponding cells using highly variable genes in two datasets that anchor the two datasets together. To transfer cell type and subtype annotations from scRNA-seq to scATAC-seq cell populations, we used Seurat’s label-transfer algorithm to leverage these anchors to predict cell types in scATAC-seq data. To investigate gene expression and chromatin accessibility in the same cell, we transferred the UMI counts from scRNA-seq to scATAC-seq using Seurat’s label-transfer algorithm. To find epigenetic regulators that change in NSCs with age, a previously published gene list was employed.

### Immunohistochemistry

We performed immunohistochemistry as described previously (Sakai et al, 2018). Briefly, mouse brains were fixed in 4% PFA and 40-µm sections were cut with a cryostat. The sections were incubated with blocking solution (5% fetal bovine serum [FBS] and 0.3% Triton X-100) for 1 h at room temperature and then incubated with primary antibodies at 4 °C for one or two overnight periods. The following primary antibodies were used: chicken anti-Nestin (1:500, NES, Aves Labs); mouse anti-Ki67 (1:500, 550609, BD Biosciences); rat anti-Ki67 (1:500, 14-5698-84, eBioscience); chick anti-Gfap (1:500, AB5541, Millipore); goat anti-Sox2 (1:500, sc-17320, Santa Cruz Biotechnology); goat anti-DCX (1:500, sc-8066, Santa Cruz Biotechnology); rabbit anti-DCX (1:500, 4604, Cell Signaling Technology); mouse anti-NeuN (1:500, MAB-377, Millipore); rabbit anti-active Caspase 3 (1:500, AF-835, R&D Systems); chick anti-GFP (1:500, GFP-1010, Aves Labs); rat anti-GFP (1:500, Nacalai Tesque); anti-rabbit H4K20me1 (1:500, ab9051, abcam); and rat anti-BrdU (1:500, ab-6326, Abcam). After three washes in PBS, sections were incubated for 2 h with corresponding secondary antibodies: CF-488 donkey anti-mouse IgG (1:500, 20014, Biotium); CF-488 donkey anti-chicken IgG (1:500, 20166, Biotium); CF-555 donkey anti-rabbit IgG (1:500, 20038, Biotium); CF-555 donkey anti- mouse IgG (1:500, 20037, Biotium); CF-568 donkey anti-rat IgG (1:500, 20092, Biotium); CF-647 donkey anti-rabbit IgG (1:500, 20047, Biotium); and CF-647 donkey anti-goat IgG (1:500, 20048, Biotium). Nuclei were stained using Hoechst 33258 (Nacalai Tesque). Fluorescence images were obtained on a confocal laser microscope (LSM 700 and LSM 800, Zeiss). For immunostaining of cells, the cells were fixed with 4% PFA in PBS for 20 min and incubated for 2 h at room temperature with primary antibodies diluted in blocking solution, followed by incubation with the corresponding secondary antibodies for 1 h at room temperature. Images of stained cells were taken using a Leica AF600 fluorescence microscope. Quiescent (Ki67−) and active (Ki67+) NSCs were defined as cells showing radial glial-like morphology expressing GFAP and Sox2 or Nestin-EGFP.

### Image analysis

For analyzing the fluorescence intensities of H4K20me1 of NSCs in brain sections, ImageJ/Fiji was used. For brain sections, fluorescence signals of H4K20me1 were measured in quiescent NSCs and activated NSCs’ nuclei as defined by their morphology and marker gene expression. These were then normalized to the background fluorescence of the tissue, i.e., fluorescence in the area where no cells are present.

### Cell culture

Mouse NSCs with multipotency and self-renewal capacity derived from the cortex at embryonic day 11 and passaged more than 20 times were used in this study. The NSCs were plated on poly-L-ornithine/fibronectin-coated dishes in Dulbecco’s modified Eagle’s medium (DMEM)/F-12 containing N2 supplement (7502048, Gibco) with 20 ng/mL basic fibroblast growth factor (bFGF; 100-18B, PeproTech), 20 ng/mL epidermal growth factor (EGF; AF-100-15, PeproTech), and 0.1 mg/mL penicillin/streptomycin/fungizone (HyClone) under 5% CO_2_ at 37 °C. HEK293T human embryonic kidney cells were grown in DMEM (Nacalai Tesque) supplemented with 10% FBS. For Setd8 inhibition, we used UNC0379 (Selleck, S8572). The inhibitor was dissolved in DMSO and applied to the culture medium at a final concentration of 5 µM. Control cells were treated with an equivalent volume of DMSO.

### Knock-down experiments

To knock down *Setd8* expression, shRNA for *Setd8* was cloned into pLLX vector, which was generously provided by Drs. Z. Zhou and M. E. Greenberg. pLLX is a dual-promoter lentivirus vector constructed by inserting the U6 promoter-driven shRNA cassette 5′ to the ubiquitin-C promoter in the FUIGW plasmid (Lois, 2002; Zhou et al, 2006). We modified the pLLX vector to allow the expression of GFP together with a puromycin resistance gene under the ubiquitin-C promoter (Noguchi et al, 2016; Murao et al, 2019). shRNA for *Setd8*-expressing lentivirus constructs was generated by inserting the following oligonucleotides into the HpaI and XhoI sites of pLLX: *Setd8* KD_1-Forward, 5′-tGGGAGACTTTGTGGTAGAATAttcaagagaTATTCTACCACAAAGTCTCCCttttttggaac-3′, *Setd8* KD_1-Reverse, 5′-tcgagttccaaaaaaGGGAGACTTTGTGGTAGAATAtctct tgaaTATTCTACCACAAAG TCTCCCa-3′, *Setd8* KD_2-Forward, 5′-tGCCTCCTTC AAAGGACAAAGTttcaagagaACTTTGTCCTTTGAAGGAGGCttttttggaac-3′, and *Setd8* KD_2-Reverse, 5′-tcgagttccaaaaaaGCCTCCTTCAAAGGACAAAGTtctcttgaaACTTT GTCCTTTGAAGGAGGCa-3′. Lentiviruses were produced by transfecting HEK293T cells with the lentivirus constructs pCMV-VSV-G-RSV-Rev and pCAG-HIVgp using polyethylenimine. We used an shRNA containing a scrambled sequence as the control in our experiments.

### CRISPR-mediated knockout experiments

To knock out *Setd8* in cultured adult hippocampal NSCs, we utilized the lentiCRISPR v2 vector (Addgene #52961) for CRISPR/Cas9-mediated gene editing. Four different single-guide RNA (gRNA) sequences targeting *Setd8* were individually cloned into separate lentiCRISPR v2 plasmids. As a control, four distinct non-targeting gRNAs were also cloned into lentiCRISPR v2. The four *Setd8*-targeting constructs and the four control gRNA constructs were separately pooled (one tube per group). Lentiviral particles were produced and used to infect adult hippocampal NSCs. The gRNA sequences were selected based on validated sequences from the Mouse CRISPR Knockout Pooled Library (Brie, Addgene #73633). The specific sequences used were as follows: Setd8_gRNA1: GAACTCGGTTGCCCATCATG, Setd8_gRNA2: CTGCTTACCCCGTCGCTGCG, Setd8_gRNA3: TCACAGATTTCTACCCTGTG, Setd8_gRNA4: AGCCCTGAAAAAGTCCCTCA; Ctrl_gRNA1: AAAAAGTCCGCGATTACGTC, Ctrl_gRNA2: AACGGTAGCGTACCCGTGAA, Ctrl_gRNA3: CCATCGGTTCGACTTACCGC, Ctrl_gRNA4: TAAGACTGGGTGTCCCGCGT.

### Real-time qPCR analysis

Total RNA was isolated from cells using Sepasol-RNA I Super G (Nacalai Tesque) following the manufacturer’s instructions. RNA quality of all samples was checked by spectrophotometer. According to the kit protocol, reverse transcription reactions were carried out using a SuperScript VILO cDNA Synthesis Kit (Life Technologies). qRT-PCR was performed with SYBR green fluorescent dye using Step One Plus (Applied Biosystems) and Mx3000 (Stratagene). β-actin was used as an endogenous control to normalize samples.

### Ethynyl deoxyuridine (EdU) labeling and detection

For EdU experiments, 10 mM EdU was added to the culture medium, and the cells were fixed 1 h later. EdU staining was performed using a Click-iT EdU Alexa Fluor 555 or 647 Imaging Kit (Life Technologies) according to the supplier’s protocol. Images of stained cells were taken using a Leica AF600 fluorescence microscope.

### Behavioral test

The behavior of female mice is affected by the estrous cycle. Therefore, we used male mice to exclude the effects of the estrous cycle in this study and focus on the effects of impaired NSC function. NPRT was conducted as previously described (Manning et al, 2012; Mumby et al, 2002). In brief, mice were habituated to a white plastic chamber (50 × 50 × 30 [H] cm) for 10 min on each of the three days prior to the NPRT. After habituation, for a familiarization session, each mouse was left in the testing chamber, in which two identical objects were placed in adjacent corners, and allowed to freely explore the objects for 5 min and then taken back to its home cage for 5 min. Before a testing session, one object was shifted to a new location near the corners in the chamber. In a testing session, the mouse was again placed in the testing chamber and allowed to explore the familiar and displaced objects for 5 min. All sessions were recorded with an overhead video tracking system, and exploration behavior was defined as activities such as whisking, sniffing, and rearing against the object. Time spent exploring each object during the familiarization and testing sessions was automatically scored. Exploration ratios to each object were calculated using the equation t novel or t familiar/(t novel + t familiar), as described previously (Manning et al, 2012). The testing chamber and objects were washed with 70% ethanol before the next mouse was tested. Contextual fear conditioning test was conducted as previously described (Doi et al, 2021). In brief, on the conditioning trial (Day 1), each mouse was placed in a conditioning chamber (17 × 10 × 10 cm, 100 lx) with clear acrylic walls and a shock-grid floor made of stainless steel rods (2 mm in diameter, spaced 5 mm apart) and allowed to explore freely for 1 min. A 65-dB tone was then presented for 30 s. During the final 2 s of tone presentation, a 0.5-mA foot shock was delivered. The set of tone and foot shock was repeated 3 times automatically using a tone and shock generator controlled by Time FZ software (O’Hara & Co.). The next day (Day 2), to evaluate contextual fear memory, mice were placed in the same context arena without tone or shock for 5 min. Overhead infrared cameras recorded behavior, and the duration of freezing (i.e., absence of movement except for breathing) was automatically calculated using Image FZ2 software.

### mRNA isolation and cDNA library preparation for bulk RNA-seq

We used 50,000 cultured NSCs to construct a library for each sample for RNA-seq (*n* = 3). mRNAs were collected using a Dynabeads mRNA DIRECT Micro Kit (Invitrogen), and the purified mRNAs were subjected to cDNA library construction using a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s protocols. Briefly, polyadenylated mRNA was isolated directly from the cells using Dynabeads Oligo (dT)25 (Invitrogen). mRNA was fragmented in NEBNext First Strand Synthesis Reaction Buffer by heating at 94 °C for 15 min. First-strand cDNA was reverse-transcribed from the fragmented mRNA and then used as template to synthesize second-strand cDNA. dTTP was replaced with dUTP during the second-strand cDNA synthesis. The cDNA was end-repaired, dA-tailed, and ligated with NEBNext Adaptor. The second-strand cDNA containing dUTP was digested with USER enzyme, and a sequencing tag and barcode were introduced through a 12–15-cycle PCR amplification. The cDNA library was purified using AMPure XP beads (Beckman Coulter). The quality of the cDNA library was assessed using the Bioanalyzer High Sensitivity DNA Analysis kit (Agilent).

### Bulk RNA-seq and bioinformatics analysis

RNA-seq was performed with 50-bp single-end sequencing using an Illumina HiSEq 3000, described previously (Matsuda et al, 2019) with minor modifications. Briefly, obtained reads were processed with the Trimmomatic tool kit (Bolger et al, 2014) to remove short (<30 bp) and low-quality (quality score < 20) reads, followed by trimming of the adaptor sequence. Processed reads were aligned to the mouse reference genome (mm10) using STAR (Dobin et al, 2013). The DESeq2 package (Love et al, 2014) was used for differential gene expression analysis. Gene expression levels were quantified as transcripts per million. GO analysis was performed using Metascape. We analyzed GO term enrichment in the Biological Process and Mouse Phenotype categories. GSEA was carried out using signal-to-noise as the ranking metric and with the ‘weighted’ scoring scheme.

### Bulk ATAC-seq

We used 50,000 cells and the same conditions as for RNA-seq to construct a library for each sample for ATAC-seq (*n* = 2 for each group). ATAC-seq was performed as previously described (Buenrostro et al, 2015) with minor modifications. Briefly, samples retrieved from dishes were pelleted and incubated with cold lysis buffer (10 mM Tris·HCl [pH 7.4], 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). After removing the lysis buffer by centrifugation, samples were immediately subjected to a transposition reaction at 37 °C for 30 min with 2.5 µL transposase (Illumina Nextera DNA Preparation Kit). Transposed DNA was purified using a FastGene Gel/PCR Extraction Kit (Nippon Genetics). The purified DNA was amplified for 12 to 15 cycles using adapters from the Nextera index kit (Illumina) according to the manufacturer’s instructions, and PCR purification was performed using AMPure XP beads (Beckman Coulter) to remove large fragments and remaining primers. Quality of the cDNA library was assessed by Tapestation using an HS DNA Kit (Agilent). An Illumina HiSEq-X was used to perform 150-bp paired-end sequencing. Sequencing reads were mapped to the mouse reference genome (mm10) from the University of California, Santa Cruz (UCSC) Genome Browser using Bowtie2 (v2.2.4) (Langmead and Salzberg, 2012). Open chromatin regions were analyzed using MACS2 software (v2.1.0.20141030) against BAM data compiled by BEDTools. We calculated RPKM of the region of peaks merged with control and KD using bedtools-multicov, and define DARs as regions with fold change in RPKM ≥ 1.5. The consensus sequence was identified by importing whole sequences of the open or closed DARs using homer. We found DARs-annotated genes using ChIPpeakAnno (Zhu et al, 2010).

### CUT&RUN against H4K20me1

We followed CUT&RUN described in Skene and Benioff (Skene and Henikoff, 2017), with minor variations. Samples were pelleted and resuspended in wash buffer. Bio-Mag Plus Concanavalin-A-coated beads (86057-3, Polysciences) were added to cells (diluted in binding buffer) to bind nuclei to beads. The samples were rotated for 10 min at room temperature and the supernatant was discarded using a magnetic stand. Antibody (150 µL) (anti-H4K20me1) containing digitonin was added and the samples were rotated at 4 °C overnight. The supernatant was discarded using the magnetic stand. Beads were collected and washed 3× with digitonin-containing wash buffer before adding pA-MNase to the beads. After a 1-h incubation with AG-MNase at 4 °C, the beads were washed 3× and resuspended in digitonin-containing wash buffer. After equilibration on ice, 100 mM CaCl_2_ was added and the samples were incubated for 30 min with agitation from 15 min. The reaction was stopped by adding stop buffer and the samples were incubated at 37 °C for 30 min to release chromatin. The supernatant was retrained using the magnetic stand. DNA was isolated by protein degradation with 10% SDS and Proteinase K and phenol–chloroform–isoamyl alcohol extraction to maximally retain chromatin. Chromatin was dissolved in low-EDTA TE buffer and analyzed by TapeStation using the HS DNA Kit (Agilent).

### ChIP-seq and data analysis

Deep sequencing of immunoprecipitated chromatin was performed using the Illumina HiSEq-X system, as described previously (Matsuda et al, 2019). Briefly, sequencing libraries were made using the NEBNext ChIP-Seq Library Prep Master Mix Set for Illumina and NEBNext Multiplex Oligos for Illumina (New England Biolabs). Paired-end 150-bp sequence reads were trimmed based on read length and read quality using the Trimmomatic tool kit and aligned to the mouse genome (mm10) using Bowtie2 (v2.2.4) (Langmead and Salzberg, 2012). All redundant reads were removed from further analysis. SAM files were converted to the BAM format using SAMtools (v0.1.19) (Li et al, 2009). We calculated RPKM in the gene body of all genes for control and KD using bedtools-multicov and defined genes with decreased H4K20me1 in KD as those having H4K20me1 RPKM values < 0.5× times control in the gene body. For boxplot analysis, the mouse genome was partitioned into 500-bp bins, and signal enrichment was calculated as RPKM mapped reads.

### Adult hippocampal NSC establishment

In this study, we used adult mouse hippocampal NSCs that retained multipotency and self-renewal capacity and had been passaged more than ten times. We established adult NSCs using the same method that we previously reported (Murao et al, 2024). Briefly, the cell preparation process was as follows. Three 8-week-old C57BL/6 mice were euthanized, and their brains were immediately harvested. The DG was quickly microdissected under a dissection microscope, minced with a scalpel, and transferred into a prewarmed papain solution (25 U/mL). The tissue was incubated at 37 °C for 30 min, after which enzymatic activity was halted by washing the suspension with 2 mL of Minimum Essential Medium α (Gibco, 12571063) containing 5% BSA. The tissue was then mechanically dissociated by gentle pipetting with a fire-polished Pasteur pipette and centrifuged at 130 × *g* for 5 min. The resulting cell pellet was resuspended in 2 mL of Hanks’ Balanced Salt Solution (HBSS) containing 250 U/mL DNase and centrifuged again at 130 × *g* for 5 min. After the final centrifugation, the cells were suspended in HBSS and plated onto poly-l-ornithine/laminin-coated dishes. Cells were maintained in DMEM/F12 supplemented with N2 (Gibco, 17502048), 20 ng/mL basic fibroblast growth factor (bFGF; PeproTech, 100-18B), 20 ng/mL epidermal growth factor (EGF; PeproTech, AF-100-15), a 1:1000 dilution of B27 supplement (Gibco, 17504-044), and 0.1 mg/mL penicillin/streptomycin/fungizone (HyClone, SV30079.01), referred to as proliferation medium. For Setd8 inhibition, we used UNC0379 (Selleck, S8572). The inhibitor was dissolved in DMSO and applied to the culture medium at a final concentration of 5 µM. Control cells were treated with an equivalent volume of DMSO.

### Quantification and statistical analysis

No statistical methods were used to pre-determine sample sizes. The statistical analyses were done afterward without interim data analysis. No data points were excluded. We did not use any methods to determine whether the data met assumptions of the statistical approach. All data were collected and processed randomly. Unpaired Student’s t tests and the Wilcoxon rank-sum test were used to calculate the *p* value for pairwise comparisons. For multiple comparisons, *p* values were calculated using one-way ANOVA with the Tukey post hoc test and Wilcoxon rank-sum test. The significance of the enrichment of transcription factors in indicated regions or sites was determined using the hypergeometric distribution. The exact values of *n* (sample size) are provided in the figures and figure legends. We considered a *p* value < 0.05 to be statistically significant. Data represent mean + SEM.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 3

Source data Fig. 4

Appendix Figure Source Data sd_1_3_4

Appendix Figure Source Data sd_S4_5

Appendix Figure Source Data sd_S5A_G

Appendix Figure Source Data sd_S5_6_8

Appendix Figure Source Data sd_S9

## Data Availability

The scRNA-seq, scATAC-seq, RNA-Seq, ATAC-seq, and ChIP-seq data obtained in this study have been uploaded to NCBI GEO datasets, under accession number GSE256417. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00455-8.

# Supplementary material for: Epigenetic regulation of neural stem cell aging in the mouse hippocampus by Setd8 downregulation
**Source:** EMBO J. 2025 Jun 3;44(13):3645–68. doi: 10.1038/s44318-025-00455-8
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **Title:**

**Epigenetic Regulation of Neural Stem Cell Aging in the Mouse Hippocampus by Setd8 Downregulation**

### **Running Title**

**Setd8 Downregulation Drives NSC Aging**

**Shuzo Matsubara, Kanae Matsuda-Ito, Haruka Sekiryu, Hiroyoshi Doi, Takumi Nakagawa, Naoya Murao, Hisanobu Oda, Kinichi Nakashima, Taito Matsuda**

## **Contents**

### **1 Appendix Figures**

|                                 |           |
|---------------------------------|-----------|
| <b>Appendix Figure S1 .....</b> | <b>3</b>  |
| <b>Appendix Figure S2 .....</b> | <b>5</b>  |
| <b>Appendix Figure S3 .....</b> | <b>6</b>  |
| <b>Appendix Figure S4 .....</b> | <b>7</b>  |
| <b>Appendix Figure S5 .....</b> | <b>9</b>  |
| <b>Appendix Figure S6 .....</b> | <b>11</b> |
| <b>Appendix Figure S7 .....</b> | <b>12</b> |
| <b>Appendix Figure S8 .....</b> | <b>13</b> |
| <b>Appendix Figure S9 .....</b> | <b>14</b> |

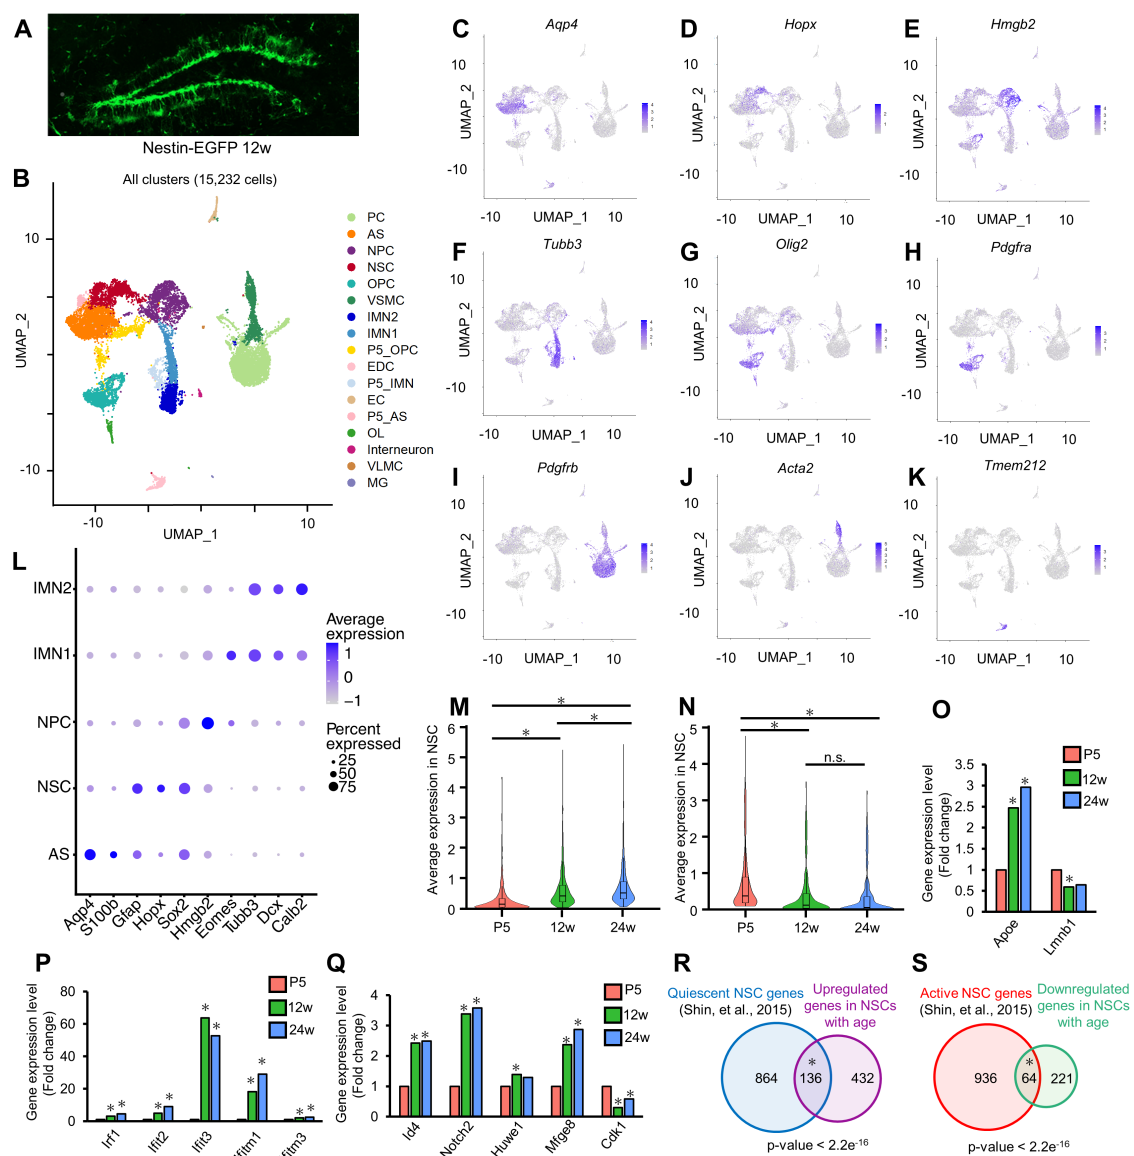

**Appendix Figure S1: Clustering results using data for scRNA-seq of Nestin-EGFP+ cells isolated from DGs at P5, 12w, and 24w.**

(A) Immunostaining of DG in Nestin-EGFP mice using antibody against GFP (green).  
 (B) UMAP plot showing all cells including 17 clusters from Nestin-FGFP+ cells including pericytes (PC), astrocytes (AS), neural progenitor cells (NPC), neural stem cells (NSC), oligodendrocyte progenitor cells (OPC), vascular smooth muscle cells (VSMC), immature neurons 2 (IMN2), immature neurons 1 (IMN1), P5-specific oligodendrocyte progenitor cells (P5\_OPC), entrepreneurship development cells (EDC), P5-specific immature neurons (P5\_IMN), enterochromaffin cells (EC), P5-specific astrocytes (P5\_AS), oligodendrocytes (OL), interneurons, vascular and leptomeningeal cells

(VLMC), and microglia (MG).

(C-K) Feature plot showing expression of marker genes, *Aqp4* (AS), *Hopx* (NSC), *Hmgb2* (NPC), *Tubb3* (IMN1 and IMN2), *Olig2* (OPC), *Tmem212* (EDC), *Pdgfrb* (PC), *Acta2* (VSMC), and *Pecam1* (EC).

(L) Heatmap showing expression of marker genes in re-clustered cell populations.

(M) Violin plot showing average expression of upregulated DEGs in NSCs at P5, 12w, and 24w from scRNA-seq dataset.  $*p < 0.05$  by ANOVA with Tukey post hoc tests compared with P5.

(N) Violin plot showing average expression of downregulated DEGs in NSCs at P5, 12w, and 24w scRNA-seq dataset.  $*p < 0.05$  by ANOVA with Tukey post hoc tests compared with P5.

(O) Bar graph showing fold change of average gene expression related to cellular senescence in NSCs at 12w and 24w compared to P5.  $*q < 0.05$  by FindMarker in Seurat package with MAST compared with P5.

(P) Bar graph showing fold change of interferon signaling gene expression in each cluster compared to P5.  $*q < 0.05$  by FindMarker in Seurat package with MAST compared with P5.

(Q) Bar graph showing fold change of quiescence-associated gene expression in each cluster compared to P5.  $*q < 0.05$  by FindMarker in Seurat package with MAST compared with P5.

(R) Venn diagram showing significant overlap between upregulated DEGs in aged NSCs and NSC quiescence-associated genes reported by Shin et al., in 2015 (Fisher's test).

(S) Venn diagram showing significant overlap between downregulated DEGs in aged NSCs and NSC activation-associated genes, reported by Shin et al., in 2015 (Fisher's test).

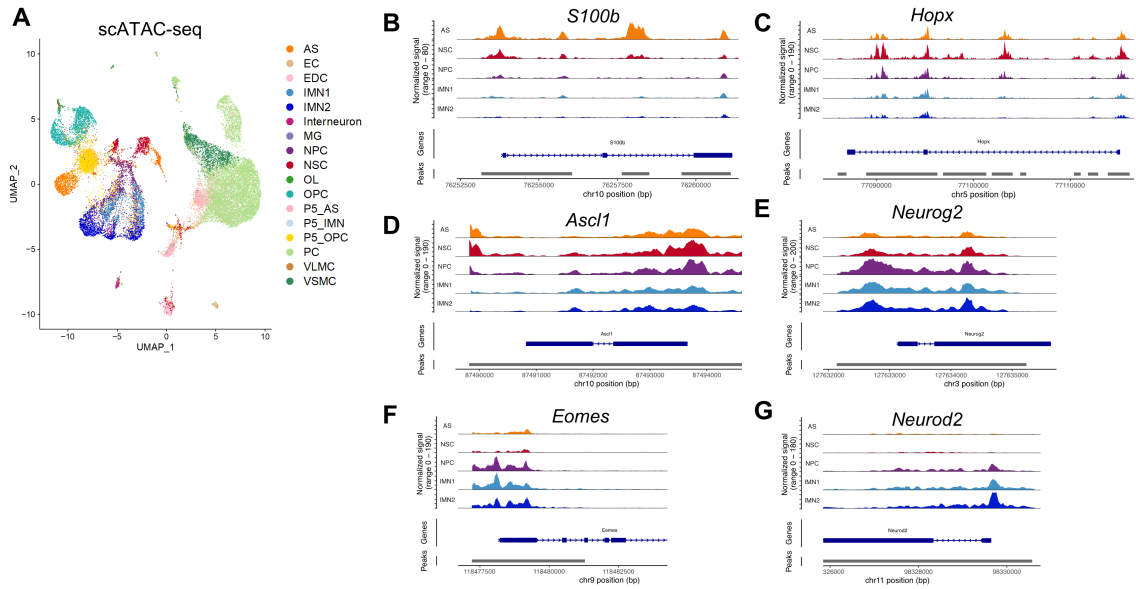

**Appendix Figure S2: Clustering results using data for scATAC-seq of the Nestin-EGFP+ cells isolated from DGs at P5, 12w, and 24w.**

(A) UMAP plot showing 17 clusters from Nestin-FGFP+ cells including pericytes (PC), astrocytes (AS), neural progenitor cells (NPC), neural stem cells (NSC), oligodendrocyte progenitor cells (OPC), vascular smooth muscle cells (VSMC), immature neurons 2 (IMN2), immature neurons 1 (IMN1), P5-specific oligodendrocyte progenitor cells (P5\_OPC), ependymal cells (EDC), P5-specific immature neurons (P5\_IMN), endothelial cells (EC), P5-specific astrocytes (P5\_AS), oligodendrocytes (OL), interneurons, vascular leptomeningeal cells (VLMC), and microglia (MG).

(B-G) Alignment data for scATAC-seq in NSCs *in vivo* (P5, 12w, and 24w) at marker gene loci (*S100 $\beta$* , *Hopx*, *Ascl1*, *Neurog2*, *Eomes*, and *Neurod2*), showing chromatin openness in the five indicated clusters.

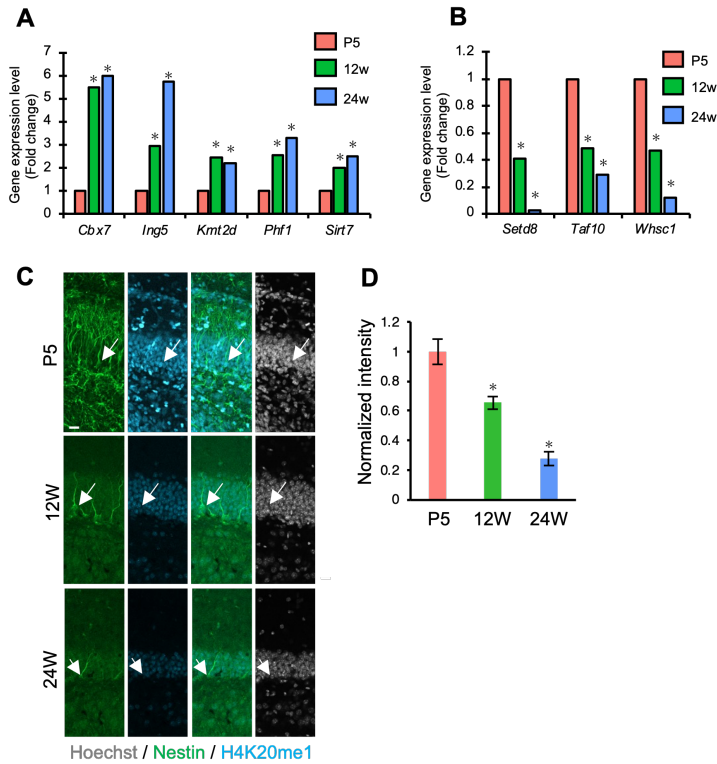

**Appendix Figure S3: Setd8 expression and H4K20me1 level during aging process.**

(A) Bar graph showing fold change of average expression of upregulated DEGs overlapped with epigenetic regulators compared to P5. \* $q < 0.05$  by FindMarker in Seurat package with MAST compared with P5.

(B) Bar graph showing fold change of average expression of downregulated DEGs overlapped with epigenetic regulators compared to P5. \* $q < 0.05$  by FindMarker in Seurat package with MAST compared with P5.

(C) Representative images of staining for EGFP (green), H4K20me1 (cyan), and Hoechst (gray) in the hippocampal DG at P5, 12w, and 24w. Arrows indicate Nestin<sup>+</sup> NSCs. Scale bar, 20  $\mu$ m.

(D) Bar graph showing H4K20me1 fluorescence intensity normalized by background in NSCs, with the fluorescence intensity at P5 set to 1 ( $n = 30$  cells from three mice per group). \* $p < 0.01$  by Wilcoxon rank-sum test.

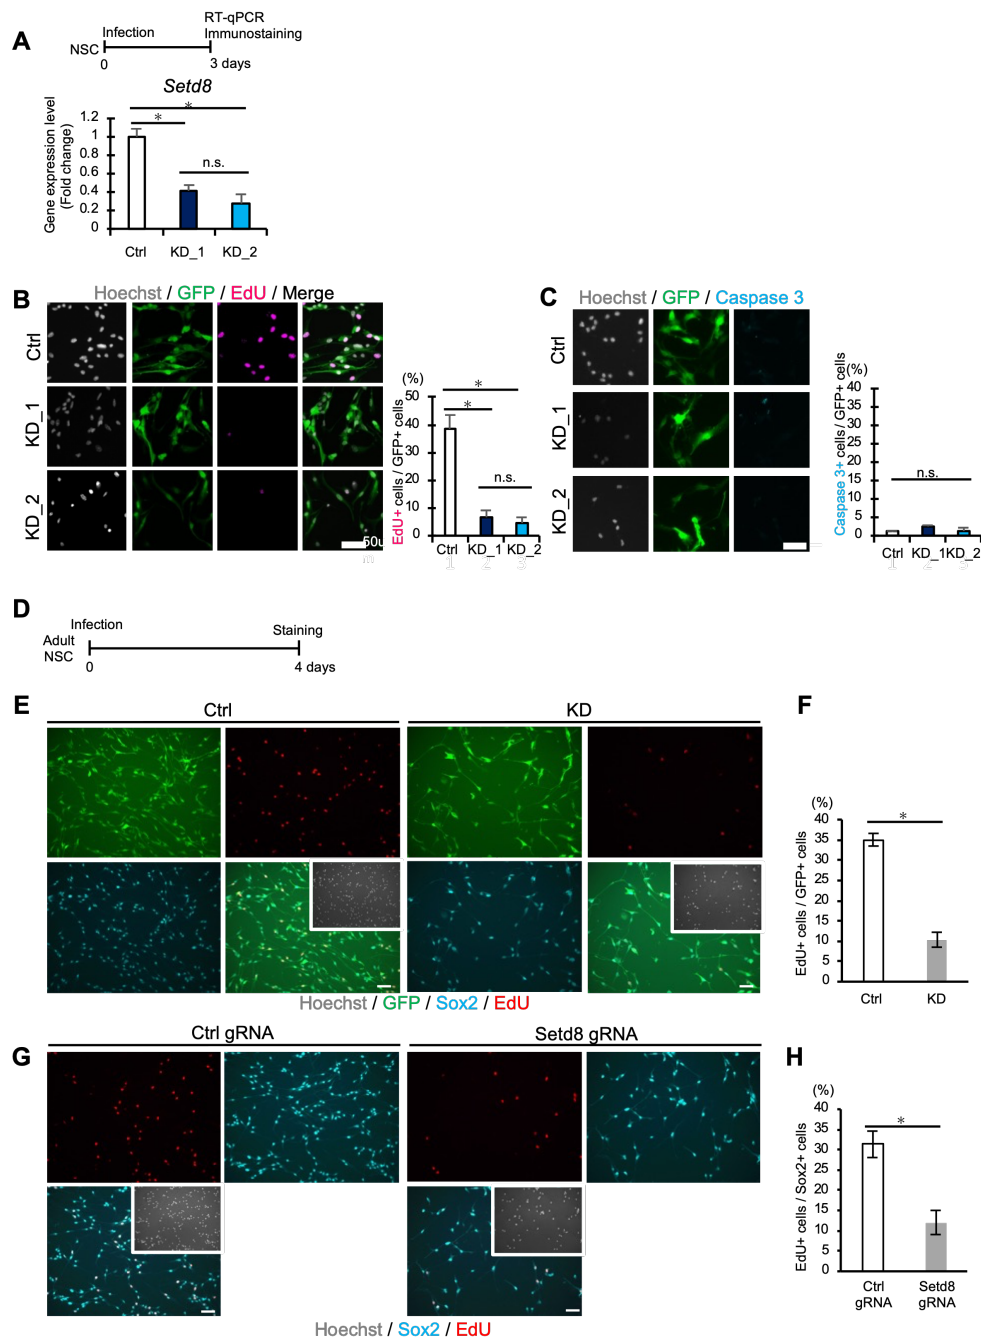

#### Appendix Figure S4: Setd8 downregulation impairs cultured NSC proliferation.

(A) Experimental scheme for investigating Setd8 function of NSCs *in vitro* (n = 5). Bar graph showing the expression levels of Setd8 knockdown (KD) 1, KD 2, or Ctrl virus-infected mouse NSCs compared to Ctrl by RT-qPCR (n = 3). \* $p < 0.05$  by ANOVA with Tukey post hoc tests. n.s., not significant.

(B) Representative images of GFP (green), EdU (magenta), and Hoechst (gray) staining

in *Setd8*-KD or Ctrl virus-infected cultured mouse NSCs. Scale bar, 50  $\mu$ m. Right bar graph showing quantification of EdU+ cells in GFP+ cells (n = 5). \* $p$  < 0.05 by ANOVA with Tukey post hoc tests. n.s., not significant.

(C) Representative images of GFP (green), active Caspase 3 (cyan), and Hoechst (gray) staining in *Setd8*-KD or Ctrl virus-infected cultured mouse NSCs. Scale bar, 50  $\mu$ m. Right bar graph showing quantification of active Caspase 3+ cells in GFP+ cells (n = 5). n.s., not significant.

(D) Experimental scheme for assessing the effect of *Setd8* KD (E and F) or KO (G and H) on proliferation of adult hippocampal NSCs *in vitro*.

(E) Representative images of staining for GFP (green), Sox2 (cyan), EdU (red), and Hoechst (gray) at 3 days after Ctrl or *Setd8* KD viral infection. Scale bar, 50  $\mu$ m.

(F) Proportion of GFP+ EdU+ cells among GFP+ cells (E) at 3 days after Ctrl or *Setd8* KD viral infection (n = 4 each). \* $p$  < 0.01 by Student's t test.

(G) Representative images of staining for Sox2 (cyan), EdU (red), and Hoechst (gray) at 3 days after infection with a vector containing both Cas9 and *Setd8* gRNA, or a control vector, followed by puromycin selection.

(H) Proportion of EdU+ Sox2+ cells among Sox2+ cells (G) at 3 days after Cas9 and gRNA viral infection (n = 4 each). \* $p$  < 0.01 by Student's t test.

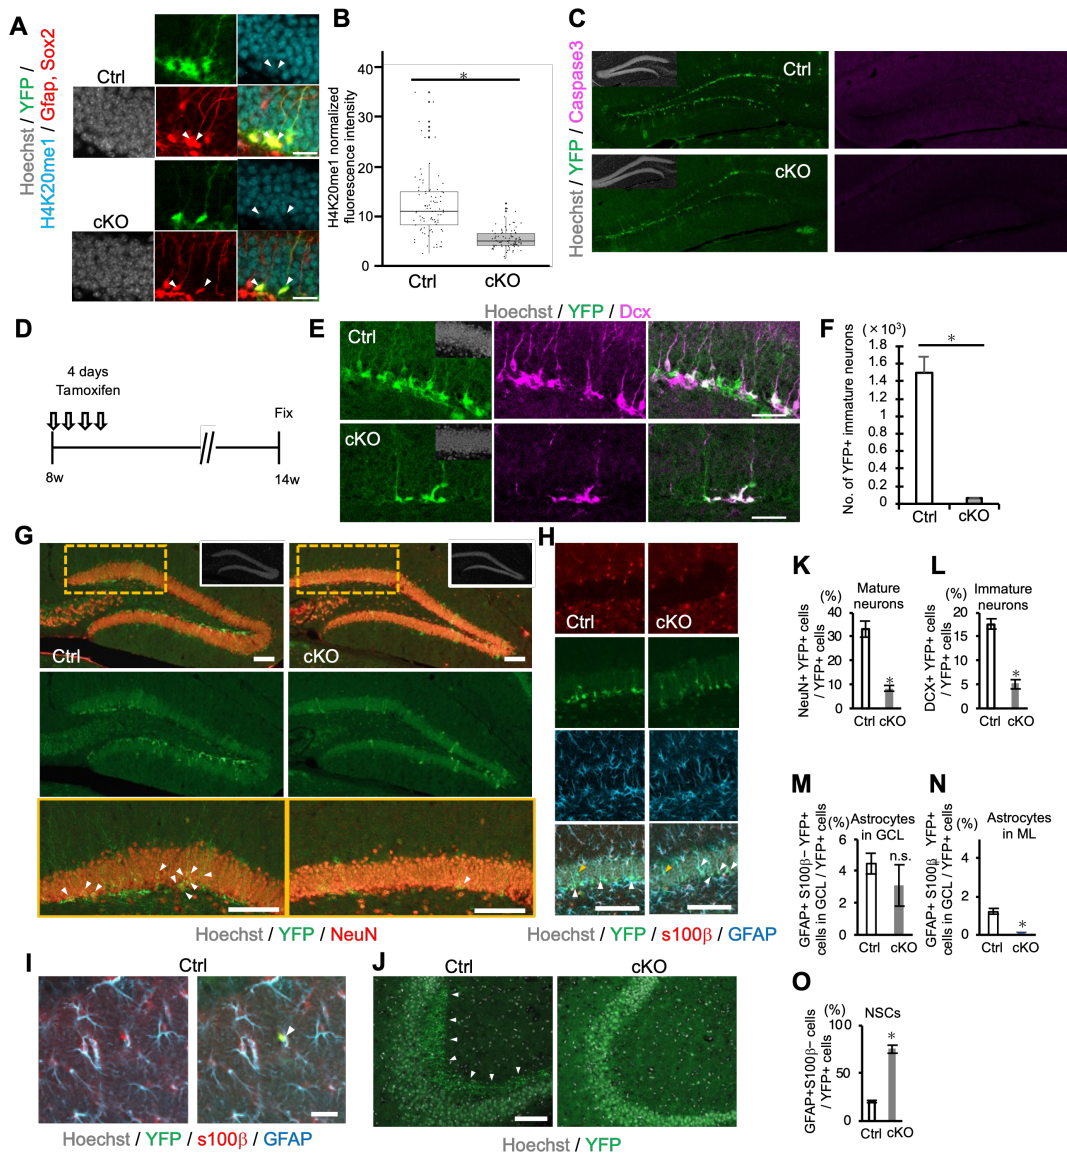

## Appendix Figure S5: Conditional knockout of *Setd8* impairs neurogenesis in the hippocampus.

(A) Representative confocal images of staining for YFP (green), H4K20me1 (cyan), Sox2 (red), Gfap (red), and Hoechst (gray) in Ctrl and cKO. Arrowheads indicate soma of NSCs. Scale bars, 20  $\mu$ m.

(B) Box plots showing H4K20me1 fluorescence intensity in NSCs normalized by background intensity in Ctrl and cKO mice (86 cells in three mice per group).  $*p < 0.05$  by Student's t test.

(C) Representative tile scan confocal images of YFP (green), active Caspase 3 (magenta), and Hoechst (gray; insets) in the DG of 8-week-old Ctrl and cKO mice one day after last

tamoxifen administration. Scale bars, 100  $\mu$ m.

(D) Experimental scheme for investigating *Setd8* function in adult neurogenesis. six weeks after last administration of tamoxifen to 8-weeks-old mice, we performed immunostaining DGs of Ctrl and cKO.

(E) Representative images of YFP (green), Dcx (magenta), and Hoechst (gray; insets) in the DG of 14-week-old Ctrl and cKO mice. Scale bars, 40  $\mu$ m.

(F) Quantification of YFP<sup>+</sup> and Dcx<sup>+</sup> newly generated neurons in Ctrl and cKO mice (n = 4 animals per group). \* $p < 0.01$  by Student's t test.

(G) Representative images of staining for YFP (green), NeuN (red), and Hoechst (gray; insets) of the DGs in Ctrl (n = 4 animals) and *Setd8* cKO (n = 4 animals). Arrowheads indicate YFP-labeled mature neurons generated from NSCs. Bottom panels show higher magnification of dashed boxes in top panels. Scale bar, 100  $\mu$ m.

(H and I) Representative images of staining for YFP (green), S100 $\beta$  (red), GFAP (cyan), and Hoechst (gray) of the DGs in Ctrl (n = 4 animals) and *Setd8* cKO (n = 4 animals). White and yellow arrowheads indicate YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>-</sup> NSCs in the SGZ (H) and YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>-</sup> astrocytes in the granular cell layer (GCL) (H), respectively. White arrowheads indicate YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>+</sup> astrocytes in the molecular layer (ML) (I). Scale bar, 50  $\mu$ m.

(J) Representative images of staining for projection of YFP<sup>+</sup> newly generated neurons into the CA3 region. White arrowheads highlight YFP<sup>+</sup> cell fiber. Scale bar, 100  $\mu$ m.

(K-O) Proportion of YFP<sup>+</sup> NeuN<sup>+</sup> mature neurons (K), YFP<sup>+</sup> DCX<sup>+</sup> immature neurons (L), and YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>-</sup> astrocytes in the GCL (M), YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>+</sup> astrocytes in the ML (N), or YFP<sup>+</sup> GFAP<sup>+</sup> S100 $\beta$ <sup>-</sup> NSCs (O) among YFP<sup>+</sup> cells in the DG (n = 4 animals per group). \* $p < 0.05$  by Student's t test.

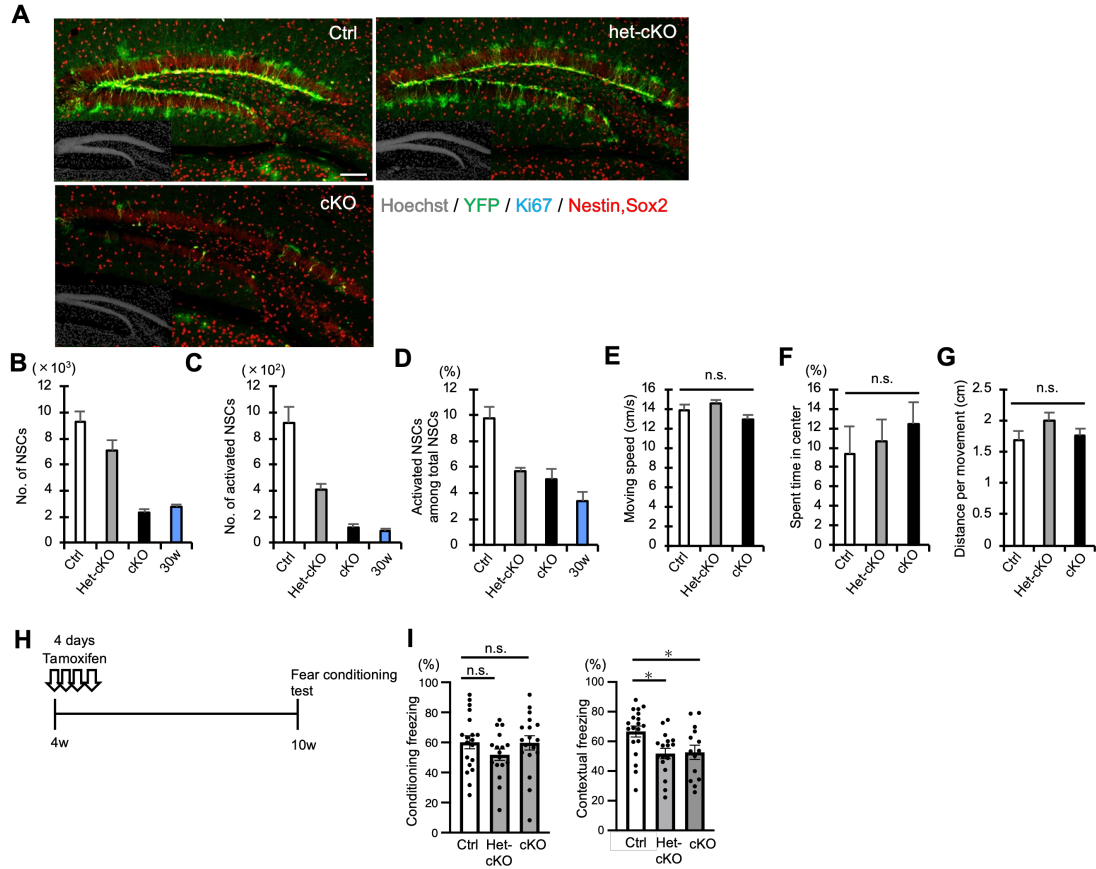

**Appendix Figure S6: *Setd8* deletion induces premature aging of NSCs in the DG without affecting locomotor function.**

(A) Representative tile scan confocal images (upper) of staining for YFP (green), Ki67 (cyan), Nestin (red), Sox2 (red), and Hoechst (gray; insets) DGs in Ctrl, het-cKO, and cKO mice. Scale bar, 100  $\mu$ m.

(B) Quantification of NSCs expressing YFP in Ctrl, het-cKO, and cKO mice and NSCs in 30-week-old WT (30w) mice (n = 4 animals per group).

(C) Quantification of activated NSCs expressing YFP in Ctrl, het-cKO, and cKO mice and activated NSCs in 30-week-old WT (30w) mice (n = 4 animals per group).

(D) Bar graph showing the proportion of activated NSCs in total NSCs in Ctrl, het-cKO, and cKO mice and 30-week-old WT (30w) mice (n = 4 animals per group).

(E-G) Bar graphs showing moving speed at sampling (E), time spent in center (F), and distance per movement (G) (Ctrl (n = 14 animals), het-cKO (n = 18 animals), and cKO (n = 13 animals)). n.s., not significant,  $p \geq 0.05$  by ANOVA with Tukey post hoc tests.

- (H) Experimental scheme for contextual fear conditioning test at young adult age (10w).
- (I) Quantification of freezing rate in the conditioning (left graph) or testing (right graph) phase. \* $p < 0.05$  by ANOVA with Tukey post-hoc tests. n.s., not significant.

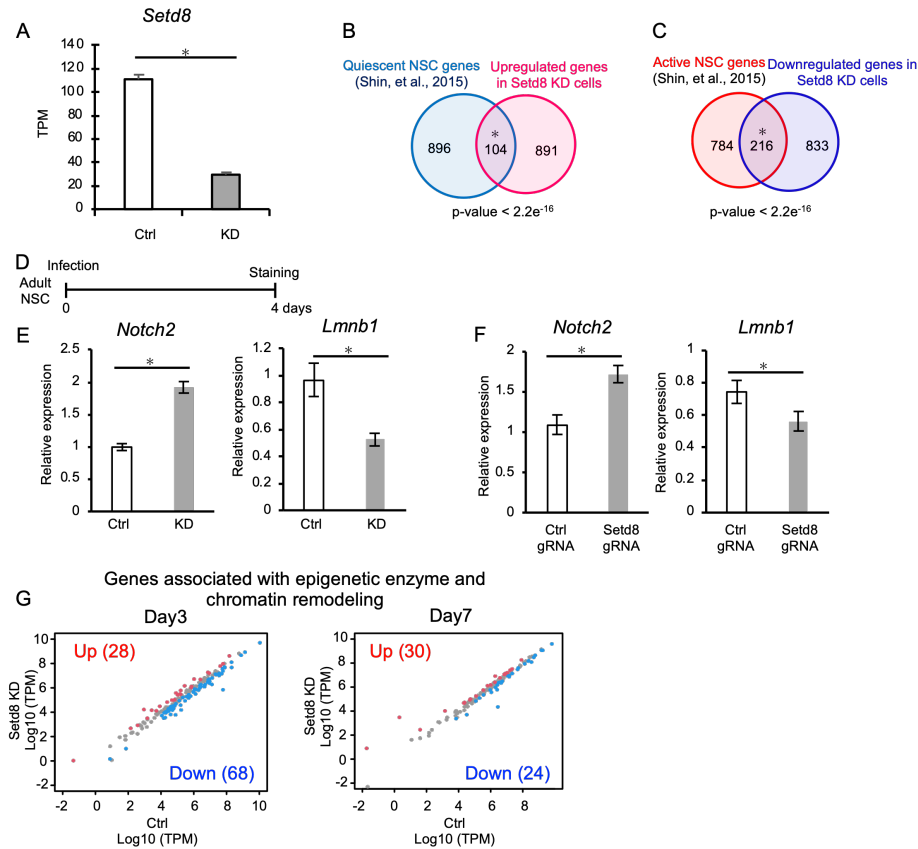

### Appendix Figure S7: Altered transcriptomic characteristics in NSCs by *Setd8* downregulation.

- (A) Bar graph showing TPM of *Setd8* in Ctrl (white) and KD (gray). \* $p < 0.01$ .
- (B) Venn diagram showing significant overlap between upregulated DEGs by *Setd8*-KD and NSC quiescence-associated genes reported by Shin *et al.*, 2015 (Fisher's test).
- (C) Venn diagrams showing significant overlap between downregulated DEGs by *Setd8*-KD and NSC activation-associated genes reported by Shin *et al.*, 2015 (Fisher's test).
- (D) Experimental scheme for assessing the effect of *Setd8* KD (E) or KO (F) on proliferation of adult hippocampal NSCs *in vitro*.
- (E,F) qRT-PCR analysis of *Notch2* and *Lmnbl* mRNA levels in *Setd8* KD (E) or KO (F)

NSCs (n = 4). \* $p < 0.05$  by Student's t test.

(G) Scatter plots showing the expression levels of genes associated with epigenetic modification and chromatin remodeling (n = 171) in control and *Setd8* KD NSCs at day 3 (left) and day 7 (right). Up- (red) and downregulated (blue) differentially expressed genes are highlighted.

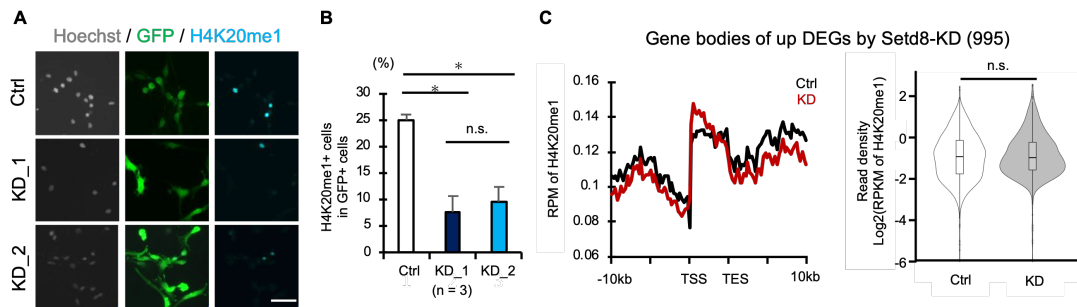

### Appendix Figure S8: Effect of Setd8 knockdown on H4K20me1 modification in cultured NSCs.

(A) Representative images of GFP (green), H4K20me1 (cyan), and Hoechst (gray) staining in Setd8-KD or Ctrl virus-infected mouse NSCs. Scale bar, 50  $\mu$ m.

(B) Bar graph showing quantification of H4K20me1+ cells in GFP+ cells (n = 5). \* $p < 0.05$  by ANOVA with Tukey post hoc tests. n.s., not significant.

(C) Enrichment profile of H4K20me1 around gene bodies of upregulated DEGs by Setd8-KD in Ctrl (black) and KD (red) (left). Violin plot showing no difference in RPKM of H4K20me1 enrichment in gene bodies of upregulated DEGs between Setd8-KD and Ctrl (right). n.s., not significant,  $p \geq 0.05$  by Wilcoxon rank-sum test.

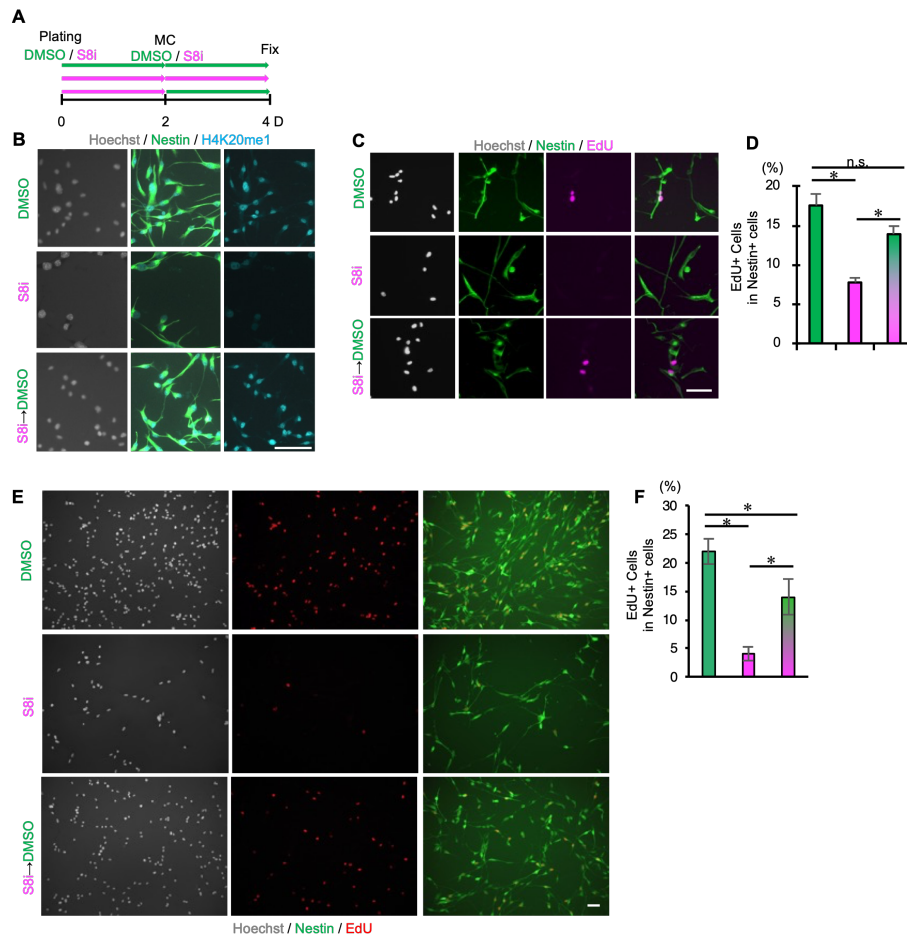

### Appendix Figure S9: Effects of Setd8 inhibitor on NSC proliferation.

(A) Schematic representation of the experimental timeline. NSCs derived from embryonic cortex with repeated passages (B and C) and adult hippocampus (E and F) were plated and treated with either DMSO (control) or the Setd8 inhibitor S8i (5  $\mu$ M) for 2 days, followed by maintenance in either DMSO or S8i for an additional 2 days before fixation.

(B) Representative immunofluorescence images of NSCs stained for Nestin (green) and H4K20me1 (cyan) with Hoechst counterstaining (gray) under different treatment conditions: DMSO, S8i, and S8i withdrawal (DMSO→S8i). Scale bar: 50  $\mu$ m.

(C) Representative immunofluorescence images showing Nestin (green) and EdU incorporation (magenta) with Hoechst counterstaining (gray) to assess proliferation of NSCs under different treatment conditions. Scale bar: 50  $\mu$ m.

(D)Quantification of EdU+ cells among Nestin+ NSCs in panel (C). Data are presented as mean  $\pm$  SEM. Statistical significance was determined using a one-way ANOVA followed by post-hoc tests ( $*p < 0.05$ , n.s.: not significant).

(E)Representative immunofluorescence images showing Nestin (green) and EdU incorporation (red) with Hoechst counterstaining (gray) to assess proliferation of adult hippocampal NSCs under different treatment conditions. Scale bar: 50  $\mu$ m.

(F)Quantification of EdU+ cells among Nestin+ adult hippocampal NSCs in panel (E). Data are presented as mean  $\pm$  SEM. Statistical significance was determined using a one-way ANOVA followed by post-hoc tests ( $*p < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

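Single-cell RNA-seq and single-cell ATAC-seq of Nestin-EGFP+ cells from the mouse dentate gyrus at P5, 12w and 24w, with 1 library per age and assay, and RNA-seq of cultured mouse NSCs 3 days after infection for Setd8 KD were analysed from the deposited processed values. The bulk ATAC-seq, ChIP-seq, staining, knockout mouse and behavioural data of the article were not analysed here.

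The scRNA-seq values are raw UMIs per gene and barcode, made by the authors with Cell Ranger on mm10. They were read in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were kept, 13684 at P5, 5351 at 12w and 2797 at 24w. The paper's text does not name its cell filters. Doublets were called per library with scrublet in scanpy 1.11.5 and removed, 752, 85 and 2 cells. Before this, the cells kept held 98.2%, 70.6% and 63.0% of the UMIs of the 3 libraries. Seurat 5.3.0 in R 4.3.3 was used for log normalization, 2000 variable genes, anchors from canonical correlation analysis over 30 dimensions, and clustering at a resolution of 0.8. The 31 genes that the conclusions are about were kept out of the variable genes and of the naming. A cluster took the class whose markers were highest, if the score was at least 0.5 and at least 3 markers were raised, and otherwise stayed unnamed. In the second round 636 cells stayed unnamed. Levels are pooled UMIs per class and age as CPM with exact Poisson intervals at 95%, and ratios have exact conditional binomial intervals. Log2 ratios have 0.5 UMIs added, and where 0 UMIs were counted the ratio is given as a bound with 3 UMIs over the class. All intervals cover counting error only, not differences between mice. With 385017 UMIs in NSC-like cells at 24w, 3 UMIs correspond to 7.79 CPM. The rule of size for changed genes was tested on simulated data of NSC-like cells, for the 3173 genes with 20 or more expected UMIs at 24w. Among these it recovered 34.0% of genes with a true 2-fold change, 100% of those with a 3-fold change and 0% of those with a 1.5-fold change. Its recovery for genes of lower count was not simulated. The median log2 ratio over genes in NSC-like cells was 0.10 at 12w and 0.16 at 24w, and scaling by this median was 1 of the alternatives. The predicted free RNA of a class is its free share times the profile of barcodes with 10 to 100 UMIs. A subtraction at P5 was tried and was void, because that library lists only selected barcodes.

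The scATAC-seq values are raw counts of transposase sites per peak and barcode, made by the authors with Cell Ranger ATAC on mm10. The total was 256859756 counts at P5, 315005811 at 12w and 201338852 at 24w. Gene positions came from a GRCm38 annotation, the build of the peaks, and 26646 genes of the scRNA-seq data had a position. Labels were transferred with Seurat by canonical correlation analysis, with latent semantic indexing components 2 to 30 as weights. Doublets were not called in these libraries. Regions were compared on pooled counts with 1 count added, scaled to the total in shared regions. The rule was tested on simulated data of NSC-like cells, for regions with 20 or more expected counts at 24w. It recovered 32.0% of regions with a 1.5-fold change, 84.0% with a 2-fold change and 100% with a 3-fold change. It also counted 953 of 53132 unchanged regions. Peaks on the Y chromosome held 76.1 counts per 1000000 at P5, 68.6 at 12w and 52.4 at 24w, which does not part these libraries by sex as the scRNA-seq libraries are parted. Motif enrichment was not analysed here.

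The RNA-seq values are TPM in 4 of the 6 samples, made by the authors after alignment to mm10 with STAR, as set out beside the article's description of that experiment. None of these values is 0, and the lowest in each library is the 0.01 read that the authors added. The reads recovered from TPM and the lengths were used for counting intervals and for edgeR 4.0.16 (quasi-likelihood F test with TMM scaling) and DESeq2 1.42.0. The TPM were used for limma 3.58.1 on log2 of TPM plus 1. On simulated data with 3 libraries against 1, edgeR recovered 85.1% of genes with a 2-fold change and limma 83.6%, with 1 and 2 false calls. The rule of 1.5-fold between 2 libraries recovered 94.0% of 2-fold changes and counted 194 of 12488 unchanged genes. Gene lists were compared with 10000 random lists matched on level in 20 bins.

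The genes named in the text were chosen by rules set before the data were examined, apart from those with the largest changes in edgeR, a fit chosen after seeing the data. They are every gene the paper names for these data, and the 5 largest changes in each direction by the smaller of the 2 folds in NSC-like cells, or in the RNA-seq among genes past 1.5-fold. Values in the paper's tables and figures had been seen by then. The bulk comparison had been planned as 3 libraries against 3 and could not be run in that form. Its replacement, the fits with the grouping of Dataset EV4, the comparisons with the labels as given, the comparison with the mean of the other 3 libraries, the largest shared cluster, the centring by GC content, the regions of like length, the activity in shared regions or in regions of like length, the P5 cells of like sex and the age lists after subtraction of free RNA were chosen after seeing the data. For the age lists in the culture, tests had first been written for a shift of the median. The lists of 200 genes showed none, and tests of the overlaps were then put in their place. Alternatives in the filters, the doublets, the resolution, the depth, the subtraction of free RNA, the scaling, the pseudocount, the fold and the overlap of peaks were set before the data were examined. Some of the single genes of the RNA-seq are not reported here.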

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

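The tests of free RNA from vascular cells and of few reads were chosen after the result was seen, the first of them for Ifitm3 by a subtraction set before as an alternative, while that of astrocyte markers for the fall of Apoe had been written before.

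Apoe moved in opposite directions in different classes of the scRNA-seq data. Against a rise in NSC-like cells, the ratio at 24w to P5 was 0.587 in NPC-like cells, 0.423 in IMN1-like cells and 0.370 in IMN2-like cells. The difference between classes was not tested, as there is 1 library per age. In IMN2-like cells, 9 astrocyte markers fixed before the data were examined fell together, with a median log2 ratio of -1.90 at 24w, within a range of -3.58 to 0.20. A larger amount of free RNA from AS-like cells at P5, when these were 38.4% of all cells, is thus a candidate explanation for the fall of Apoe in IMN1-like and IMN2-like cells. It was not read directly, since the P5 library lists no barcodes of low count. A fall of Apoe within the neurons themselves stays open and untested.

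Mfge8 likewise rose in NSC-like cells, with a ratio of 0.774 at 24w in IMN2-like cells. The difference was not tested. No explanation was tested for it separately.

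Lmnb1 fell in NSC-like cells, and its ratio at 24w was 1.57 in NPC-like and 1.59 in IMN2-like cells. The difference was not tested, and no technical or biological explanation was tested for it. The level in NSC-like cells rests on 6 UMIs at 24w.

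Markers of pericytes, smooth muscle and endothelial cells, which the paper does not discuss in NSCs, had 1922 UMIs in NSC-like cells at 12w and 841 at 24w. Free RNA from vascular cells, which make up most of the cells at these ages, is a candidate source. For Ifitm1 the free RNA predicted from these markers was at least 95% of the level at both ages, and for Aspn, Gm13861, Slc38a11 and Slc22a8 at least 64.1%. For Ifitm3, the log2 ratio at 24w was 0.25 after subtraction, where under 1.5-fold remained. The tables argue against this source for Apoe, Irf1, Ifit2, Ifit3, Id4, Notch2 and Mfge8, for which the prediction was at most 7.44% of the level. As the whole cause of the rise in NSC-like cells it is excluded as well, since 8.54% of the genes that rose had 50% or more of their level predicted at both ages, against 1.45% of all genes. Of the genes that Dataset EV2 lists as upregulated in NPC, IMN1 and IMN2 alike, 37.8% had. A rise of these genes within NSCs stays open for Ifitm1 and Ifitm3, as untested.

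Shh, which the paper does not discuss for this experiment, had 22.5 TPM in the library labelled Setd8KD_3 and 1.32 in that labelled Ctrl_3. Few reads do not explain this, as the ratio of reads scaled to library totals was 17.3 with a lower bound of 12.0. It is seen in 1 library, so a difference between cultures unrelated to Setd8 stays open, and no biological explanation was tested.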

How the results depend on the processing

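No tests with a threshold were possible for the single-cell data, and the comparisons below marked as added were chosen after seeing the data. In all, 956 alternative values were computed for 125 results. Of these 804 stayed the same, that is within their counting interval, or for counts within 1.5 times.

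For single genes in single cells, 625 values were computed over 70 genes and ages, of which 58 moved and 4 reversed. The 4 came with subtraction of the predicted free RNA, where the log2 ratio at 12w became -3.38 for Ifitm1, -0.58 for Gm13861 and -5.12 for Vtn, and that at 24w became -3.08 for Vtn. The subtraction removes the vascular share by its construction. In all 4 it left 0 UMIs, so these sizes depend on the 0.5 UMIs added, and for Gm13861, with 3 UMIs at P5, the direction does too. A change of sign within the counting interval is not counted as reversed. Mcm5 at 24w in NSC-like cells had such a change, with log2 ratios from -1.44 to 0.448. Setd8 in NSC-like cells stayed below P5 under all 9 alternatives, with 0 UMIs at 24w in 2 of them. For single genes in the RNA-seq, 31 of 125 values moved and 0 reversed.

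The counts of changed genes moved with the fold and the depth. With a fold of at least 1.5 in place of 2, 1742 genes rose and 1323 fell in NSC-like cells, 1356 and 962 in NPC-like, 1329 and 503 in IMN1-like and 1447 and 908 in IMN2-like cells. A lower fold counts more genes by its construction. With each cell thinned to 1000 UMIs, 505 rose and 355 fell in NSC-like cells, 162 and 200 in NPC-like, 194 and 80 in IMN1-like, and 251 and 246 in IMN2-like cells, as fewer genes reach the minimum. With at least 50 pooled UMIs, 535 rose in NSC-like, 280 in NPC-like, 248 in IMN1-like and 319 in IMN2-like cells, and 125 fell in IMN1-like cells, also as fewer genes are compared. With at least 2000 UMIs and 1000 genes per cell, 549 genes rose in NSC-like cells; the cause was not tested. In the largest shared cluster of a class, an added comparison, 329 genes fell in NPC-like cells and 201 in IMN2-like cells; the cause was not tested. Against P5 cells of like sex, also added, 802 genes rose and 501 fell in NSC-like cells, with 712 and 438 genes shared.

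The counts of regions in scATAC-seq depended on how regions were shared. With a peak in any library, 19494 regions opened in NSC-like cells, 14428 closed in NPC-like cells, and 52133 opened and 18161 closed in IMN2-like cells. With an overlap of at least 50%, 5882 opened and 7437 closed in NSC-like, 5465 and 4955 in NPC-like, and 13808 and 2590 in IMN2-like cells, among fewer regions. With a fold of at least 2, 7002 opened and 5792 closed in NSC-like, 6066 and 3708 in NPC-like, and 13999 and 1626 in IMN2-like cells. With a minimum of 50 counts, 7167 closed in NSC-like cells, and 5971 opened and 5272 closed in NPC-like cells. Among regions of like length, an added comparison, 619 opened and 535 closed in NSC-like, 496 and 311 in NPC-like, and 1298 and 214 in IMN2-like cells. Whether more regions opened or closed in NSC-like cells changed with these settings.

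In the RNA-seq, Setd8 between the libraries labelled Setd8KD_3 and Ctrl_3 had a log2 ratio of -1.98 against the mean of the other 3 libraries and in limma with the grouping of Dataset EV4. With the labels as given it was -0.755 in limma and -0.509 in edgeR, and limma and edgeR then called 0 genes higher and 0 lower (87 and 54 at an unadjusted p under 0.05). This follows from 2 libraries with the Setd8 level of Ctrl_3 in the Setd8KD group. These models were added. Without any 1 of the 3 libraries of the Ctrl columns of Dataset EV4, limma called 800 to 861 genes higher and 1033 to 1082 lower. The share of the 200 genes with the largest rise with age that were at least 1.5-fold higher was 11.1% without the filter on low values, 12.4% against the mean of the other 3 libraries (added) and 16.7% with 100 genes per list, and under each of these it lay within the middle 95% of random lists. With 500 genes per list, the median log2 ratio of genes that rose became 0.0958 and that of genes that fell -0.110, and after subtraction of free RNA (added) the latter was -0.117, all outside the middle 95% of random lists. The cause was not tested.

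Planned fits of 3 libraries against 3 with limma, edgeR or DESeq2, their scaling alternatives, a replicate block, leaving out each of the 6 replicates, and the planned set tests were not run. No paired analysis was possible because only replicate 3 holds expression values in both groups. Depth limits the single-cell results most at 24w, where 3 UMIs of Setd8 and 1 UMI of Cdk1 were counted in NSC-like cells.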

Differences from the paper's values

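The values of this part are set beside the paper's, marked as the paper's. Alternatives named without further remark were set before the data were examined, and added ones were chosen after seeing the values.

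The paper's 17 clusters of scRNA-seq cells compare with 30 here, and no alternative gives a count of clusters in the first round to set beside it. The paper's counts of changed genes come from a test with cells as replicates, whereas the counts here come from a rule of size on pooled UMIs. In NSCs the paper reports 568 genes up and 285 down, against 862 and 627 here. For genes up, the alternatives within 1.5-fold of the paper's value are at least 2000 UMIs and 1000 genes per cell (549), a resolution of 0.4 (707), each cell thinned to 1000 UMIs (505), subtraction of free RNA (742), at least 50 pooled UMIs (535) and scaling by the median ratio (705). Doublets kept, a resolution of 1.2 and a fold of 1.5 are not within it. For genes down, at least 2000 UMIs and 1000 genes (427) and thinning (355) are, and the other 7 are not.

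In NPCs the paper's supplement lists 269 genes down, against 508 here. Thinning (200) and at least 50 pooled UMIs (401) come within 1.5-fold, and the other 7 alternatives do not. The largest shared cluster, chosen after seeing the values, gives 329 and leaves out 102 of the paper's 269 genes, against 40 left out by the whole class. In IMN1 it lists 128 genes down, against 238 here, and only at least 50 pooled UMIs (125) comes within 1.5-fold of the 9 alternatives. In IMN2 it lists 369 genes up and 107 down, against 565 and 480 here. For genes up, thinning (251), subtraction of free RNA (481), at least 50 pooled UMIs (319) and scaling by the median ratio (409) come within 1.5-fold, and the other 5 do not. For genes down none of the 9 does.

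For scATAC-seq in NSCs the paper reports 751 regions opened and 7,488 closed, from a test on cells. It counted fragments in peaks that it called with Macs2. The main counts here are of regions with a Cell Ranger ATAC peak in every library, which leaves out peaks found at P5 alone. Here 12181 opened and 12496 closed by size. For opened regions none of the 7 alternatives comes within 1.5-fold, while the regions of like length, chosen after seeing the values, give 619, and these were not matched to the paper's regions. For closed regions a score of at least 0.7 (9607), an overlap of at least 50% (7437), a fold of at least 2 (5792) and a minimum of 50 counts (7167) do, and the other 3 do not.

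The copy of the NSC sheet of Dataset EV2 used here is incomplete, so for NSCs only single genes found in it were compared and no list from it. Of 62 ratios of single genes to P5 that the paper's supplement gives, all 62 were on the same side of 1 here, and 44 were within 1.5-fold. Another 3 rest on 0 UMIs at 24w and are bounds, taken here with 3 UMIs over the class, that do not exclude the paper's value. They are Meis2, at most 0.0863 against the paper's 0.0101, Pdgfra, at most 0.243 against the paper's 0.0303, and Lhfpl3, at most 0.391 against the paper's 0.0457. The other 15 follow. For Setd8 in NSCs at 24w the paper's ratio is 0.0300 and the value here 0.25 (0.0511 to 0.740, from 3 UMIs). With at least 2000 UMIs and 1000 genes per cell and with a resolution of 0.4 there are 0 UMIs, and the bounds (at most 0.571 and 0.358) do not exclude the paper's ratio, while the other 6 alternatives are not within 1.5-fold. For Setd8 in IMN2 at 24w the paper has 0.457 against 0.744 here, and the mean over cells of per-cell CPM (0.662) and scaling by the median ratio (0.663) come within 1.5-fold, and the other 6 do not. For Cdk1 at 24w the paper has 0.603 against 0.140 (0.00351 to 0.793, from 1 UMI). Thinning (0.493) comes within it, at least 2000 UMIs and 1000 genes and a resolution of 0.4 have 0 UMIs and bounds that do not exclude the paper's value (at most 1.20 and 0.706), and the other 5 do not come within it. For Mcm5 at 24w the paper has 0.0858 against 0.775 (0.156 to 2.37, from 3 UMIs). Thinning leaves 0 UMIs and a bound (at most 2.26) that does not exclude the paper's value, and the other 7 do not come within it. For Irf1 at 24w it is the paper's 4.06 against 6.62. Doublets kept, both resolutions, thinning and scaling by the median ratio come within it, and the other 3 do not. For Ifit2 at 24w it is the paper's 6.08 against 10.1, with a resolution of 0.4 (8.17) and the mean over cells (8.94) within it and the other 6 not. Dcx in NSC-like cells at 24w had the paper's 0.226 against 0.379, and Neurod2 the paper's 0.0592 against 0.372, and neither was run under the alternatives.

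For Gm13861 the paper has 16.8 at 12w and 18.2 at 24w, against 76.9 and 75.0 here. Thinning leaves 0 UMIs at P5, with a ratio of at least 19.3 at 12w, above the paper's value by less than 1.5-fold, and of at least 28.7 at 24w, above it by more. Subtraction of free RNA leaves 0 UMIs at both ages against 3 at P5 and gives no ratio, and the other 6 alternatives do not come within 1.5-fold. For Igfbp2 at 24w it is the paper's 0.0782 against 0.0127 (0.000322 to 0.0711, from 1 UMI). At least 2000 UMIs and 1000 genes and thinning have 0 UMIs and bounds that do not exclude the paper's value (at most 0.227 and 0.138), while subtraction of free RNA also leaves 0 UMIs with a bound that does (at most 0.0427), and the other 5 do not come within it. Olig2 has the paper's 0.0741 at 12w and 0.0109 at 24w, against 0.0290 and 0.0470 (0.00568 to 0.170, from 2 UMIs). At 12w thinning (0.0518) comes within it and the other 7 do not. At 24w at least 2000 UMIs and 1000 genes, doublets kept, a resolution of 0.4 and thinning have 0 UMIs, with bounds of 0.0715 to 0.262 that do not exclude the paper's value, and the other 4 do not come within it. Pdgfra at 12w has the paper's 0.0627 against 0.0200 (0.000503 to 0.112, from 1 UMI). Doublets kept (0.0484) comes within it, at least 2000 UMIs and 1000 genes, a resolution of 0.4, thinning and subtraction of free RNA have 0 UMIs, with bounds of 0.0658 to 0.209 that do not exclude the paper's value, and the other 3 do not come within it. Lhfpl3 at 12w has the paper's 0.0815 against 0.0321 (0.000807 to 0.182, from 1 UMI). A resolution of 0.4 (0.0608) comes within it, at least 2000 UMIs and 1000 genes, thinning and subtraction of free RNA have 0 UMIs, with bounds of 0.106 to 0.270 that do not exclude the paper's value, and the other 4 do not come within it.

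In the RNA-seq, the paper's Dataset EV4 marks 28 regulators as up and 68 as down by its own test, against 7 and 13 past 1.5-fold between the libraries labelled Setd8KD_3 and Ctrl_3 here. No alternative set before the data were examined applies to these counts, while edgeR with the grouping of Dataset EV4, chosen after seeing the values, calls 29 and 54 without a minimum fold and leaves out 9 of the paper's 28 and 16 of its 68. TPM in the figures are lower than those in the libraries for all 12 bars read by eye, by 1.21 to 1.63-fold. The bars of Fig. 5 are means of 3 samples per group, whereas the values here are of single libraries. The 2 are thus not like for like. More than 1.5-fold apart is Id4, about 2.7 for Ctrl and about 5.5 for Setd8 KD in Fig. 5I against 4.16 in the library labelled Ctrl_3 and 8.95 in that labelled Setd8KD_3. For Setd8 KD alone they are Notch2, about 6.9 in Fig. 5J against 11.3, and Apoe, about 370 in Fig. 5K against 572. The alternatives do not change a TPM.

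The paper states that Setd8 changed most from P5 to 24w among its 8 genes. Here Cbx7 (7.08) and Ing5 (4.85) had larger ratios and Whsc1 (0.174) a smaller one than Setd8 (0.25), so by these values alone Setd8 ranks 4 by the size of its log2 ratio. Its interval of 0.0511 to 0.740 leaves the rank undetermined, and the data do not exclude the statement. With at least 2000 UMIs and 1000 genes per cell and with a resolution of 0.4 its log2 ratio has only a bound, at most -0.81 and -1.48, and with the other 6 alternatives its value ranks 3 to 6. The paper states that more regions closed than opened in NPCs, and that the numbers were alike in IMNs. Here, over another set of peaks, 55.3% of changed regions opened in NPC-like cells and 80.0% in IMN2-like cells. In NSC-like cells fewer opened than closed (49.4%), as the paper states. Counting noise itself leans toward opened regions. Simulated libraries without any change gave 2838 opened and 1991.5 closed in NPC-like, 1594 and 861 in IMN2-like, and 3398 and 1819.5 in NSC-like cells. Under 3 of the 7 alternatives fewer also opened in NSC-like cells (44.2% to 49.5%), and under the other 4, which are a fold of at least 2, a minimum of 50 counts, a peak in any library and a score of at least 0.7, more opened (51.8% to 55.6%). More opened as well with GC-centred values (55.9%) and in regions of like length (53.6%), both chosen after seeing the values, and these were not matched to the paper's regions. With a peak in any library 49.6% opened in NPC-like cells, and under the other 6 alternatives 51.0% to 62.1%. In IMN2-like cells it was 71.4% to 89.6% under the 7 alternatives. The paper states that accessibility fell near genes that fell with age in each class. This held here for NSC-like cells, and for NPC-like cells over all peaks but not in regions of like length, chosen after seeing the values (-0.04 at 12w and 0.10 at 24w, within random lists), while in IMN2-like cells the median was 0.06 at 12w and 0.09 at 24w. For the genes of Dataset EV2 in IMN2 it was -0.11 at 12w, within random lists, and 0.01 at 24w, above them. The paper reports a rise and a fall of the age-related genes as sets with Setd8 KD. Here the median of the genes that fell with age was -0.03, within random lists, although more of them than in random lists were at least 1.5-fold lower, and more were at least 1.5-fold higher. The median of the genes that rose, 0.08, was also within random lists. With 500 genes per list both medians lay outside random lists (0.10 and -0.11), as did that of the genes that fell after subtraction of free RNA, which was chosen after seeing the values (-0.12). The test fry, chosen after seeing the values, asks only whether a list shifts, not whether it shifts more than other genes. Its direction was up for the 200 genes that rose and down for those that fell, which does not set these lists apart. The paper names Tet2 among regulators that changed, and its Dataset EV4 marks Tet2 as up. Here the log2 ratio of Tet2 was 0.13, also upward but not detectably different, with only 1 library labelled Setd8KD_3 at the lower Setd8 level. The paper names a rise of Huwe1 and a fall of Mcm5 in NSCs. Here the ratios at 24w were 1.34 and 0.775, with intervals that include 1, while for Huwe1 at 12w against P5 cells of like sex, chosen after seeing the values, the ratio was 1.49 (1.07 to 2.08). It describes Setd8 as tending to fall in NPCs, IMN1 and IMN2, and at 24w the ratios were 0.763, 0.799 and 0.744 with intervals that include 1, whereas at 12w all 3 intervals lay below 1. The paper's own figure of Setd8 by cluster also marks comparisons that were not significant.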

Other observations

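The tests of equal columns, Setd8 in Dataset EV4, counting noise, free RNA from OPC-like cells, sex, peak length, GC content, pericyte chromatin, gene length and the overlaps with age lists were chosen after the result was seen, as was the use of thinning and of the subtraction of free RNA as tests, which had been set before as alternatives, while that of cell cycle genes for the fall of Setd8 had been written before.

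Setd8 in the libraries labelled Setd8KD_1 and Setd8KD_2 was at the level of the library labelled Ctrl_3. That these values stand under the wrong sample is a candidate explanation, as 169 of 169 genes in each equal a Ctrl column of Dataset EV4. With the gene symbols under Ctrl_1 and the lengths under Ctrl_2, the values would then be shifted by 2 samples. A weak knockdown in these cultures is excluded for the values of Dataset EV4, as its 3 Setd8KD columns, which would then hold these 2 libraries, had a mean of 38.3 TPM of Setd8 (SD 3.68) against 147 (SD 6.38) in its Ctrl columns. For the 4 libraries with expression values, the equality of all 169 values with 1 column each argues against Dataset EV4 having been made from other cultures. Its remaining Setd8KD columns match no library here.

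Lower depth does not explain the fall of Setd8 in NSC-like cells, as its log2 ratio at 12w was -1.37 with each cell thinned to 1000 UMIs. Dilution by free RNA from vascular cells at 12w does not either, as the log2 ratio after subtraction at that age was -1.16. The difference in sex between the libraries does not either, as the ratio at 12w was 0.490, with an interval of 0.280 to 0.836, against P5 cells with Xist and without Y chromosome genes. Free RNA in the P5 level was not tested, as it could not be read at that age. At P5, Setd8 had 31.2 to 38.6 CPM in NSC-like, AS-like, OPC-like and vascular cells. It had 100 CPM in NPC-like, 78.5 in IMN1-like and 83.5 in IMN2-like cells. Fewer cells in the cell cycle cannot be told apart from a fall within cells. Among cells without a UMI of a cell cycle gene the ratio at 12w was 0.365, with an interval of 0.0694 to 1.23. By the test as first written, an interval that includes 1 would count for the cell cycle, but this interval also includes the ratio of 0.452 over all NSC-like cells. Age stays a biological explanation that these data leave open.

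Of the genes that rose in NSC-like cells 73.5% had the larger rise at 24w, above simulated libraries with equal levels, so counting noise does not explain this share. For genes that fell, 53.3% lay just above the simulated range of 42.0% to 52.1%, and after subtraction of free RNA the share was 44.3%. A difference in age was not separated from a difference between single libraries, or from one of sex, which is female at 12w and male at 24w.

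Pdgfra, Olig2 and Lhfpl3 were among the largest falls in NSC-like cells. Free RNA from OPC-like cells at P5 would give the 5 classes like levels. For Olig2 the ratio between the highest and the lowest class at P5 was 4.01, so it is not the whole cause. For Pdgfra and Lhfpl3 it was 1.45 and 1.47, and free RNA is a candidate explanation for the whole of their fall. A fall within NSCs stays open for these 2 genes, as untested.

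Peaks of different length are not the whole cause of the changed regions in NSC-like cells, as 619 of the regions of like length opened, against 218 in simulated libraries. GC content is not the cause of most opened regions, since 11720 of them were still counted after centring within bins of GC content. Pericyte chromatin is not the whole cause, since 39.1% of opened regions were at least 2-fold more accessible in pericyte-like cells. The rise in accessibility of the genes that fell with age in IMN2-like cells was not due to peaks of different length, with a median of 0.34 at 24w in regions of like length, above random lists at both ages. For the other lists of these classes it cannot be told apart. In regions of like length, genes that rose in NPC-like cells had a median of -0.20 at 12w, genes that fell there 0.10 at 24w, and genes that rose in IMN2-like cells -0.0204 at 24w, so the changes seen over all peaks were gone, but such regions hold few of the genes and leave out any that widened as they opened. For the list that Dataset EV2 gives as downregulated in IMN2 the median over all peaks was -0.11 at 12w, within random lists, and 0.01 at 24w, at the 99.1st percentile, and in regions of like length it was 0.13 and 0.19, both above random lists.

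The overlap of genes that fell with age and were lower in the library labelled Setd8KD_3 may come from cell cycle genes. Without these and NPC markers 7.02% were lower, within random lists, while 26 of these 114 genes were at least 1.5-fold higher, above the 4 to 15 of random lists, and their median log2 ratio was 0.14. Gene length does not explain it, as the share lay at the 100th percentile of random lists matched on level and length. For genes that rose with age and were higher, it lay at the 99.0th percentile of such lists. Free RNA in the age list does not explain that overlap, since the share was 19.6% with the list made after subtraction. These comparisons rest on 1 library labelled Setd8KD_3, and a difference between cultures stays open.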
